# Semaglutide ameliorates cardiac remodeling in male mice by optimizing energy substrate utilization through the Creb5/NR4a1 axis

**DOI:** 10.1038/s41467-024-48970-2

**Published:** 2024-06-04

**Authors:** Yu-Lan Ma, Chun-Yan Kong, Zhen Guo, Ming-Yu Wang, Pan Wang, Fang-Yuan Liu, Dan Yang, Zheng Yang, Qi-Zhu Tang

**Keywords:** Cardiac hypertrophy, Heart failure, Metabolism

## Abstract

Semaglutide, a glucagon-like peptide-1 receptor agonist, is clinically used as a glucose-lowering and weight loss medication due to its effects on energy metabolism. In heart failure, energy production is impaired due to altered mitochondrial function and increased glycolysis. However, the impact of semaglutide on cardiomyocyte metabolism under pressure overload remains unclear. Here we demonstrate that semaglutide improves cardiac function and reduces hypertrophy and fibrosis in a mouse model of pressure overload-induced heart failure. Semaglutide preserves mitochondrial structure and function under chronic stress. Metabolomics reveals that semaglutide reduces mitochondrial damage, lipid accumulation, and ATP deficiency by promoting pyruvate entry into the tricarboxylic acid cycle and increasing fatty acid oxidation. Transcriptional analysis shows that semaglutide regulates myocardial energy metabolism through the Creb5/NR4a1 axis in the PI3K/AKT pathway, reducing NR4a1 expression and its translocation to mitochondria. NR4a1 knockdown ameliorates mitochondrial dysfunction and abnormal glucose and lipid metabolism in the heart. These findings suggest that semaglutide may be a therapeutic agent for improving cardiac remodeling by modulating energy metabolism.

## Abstract (web summary)

Semaglutide is used for glucose control and weight reduction. Here, the authors show that it enhances myocardial metabolism by targeting Creb5/NR4a1, protecting against cardiac remodeling and offering a therapeutic approach for heart failure through metabolic regulation.

## Introduction

Chronic stress, encompassing conditions such as hypertension, is widely recognized for leading to adverse cardiac remodeling and subsequent heart failure (HF), a condition with high rates of mortality and morbidity^1^. Energy metabolic flexibility enables a healthy heart to adapt its utilization of metabolic substrates in response to fluctuations in circulating substrate concentrations and oxygen availability, ensuring sustained ATP production^2^. Unfortunately, the heart loses metabolic flexibility and undergoes myocardial metabolic remodeling at the onset of HF. While cardiac energy is generated primarily by mitochondrial oxidative phosphorylation, glycolysis contributes approximately 5% to the total energy production^3^. In healthy individuals, the heart derives approximately 60-90% of its energy from fatty acid oxidation^2^. In HF, the inadequate supply of oxygen causes the heart to take up and utilize glucose as a more efficient energy substrate^4^. However, defects in mitochondrial structure and function lead to increased glucose uptake but incomplete oxidation, thereby inducing glycolysis^5^. Additionally, the transport and metabolism of pyruvate into the tricarboxylic acid (TCA) cycle are reduced in cases of HF^6,7^. Studies have shown that cardiac energy metabolism in HF patients switches from fatty acid oxidation to glycolysis over glucose oxidation, resulting in diminished ATP generating capacity and inadequate cardiac energy supply^8,9^. Thus, addressing the inadequate myocardial energy supply, primarily through mitigating mitochondrial deficits, is crucial for HF management.

Preclinical studies have demonstrated that compounds promoting glucose oxidation, such as dichloroacetate (DCA), can inhibit pyruvate dehydrogenase complex (PDC) kinase. This inhibition stimulates PDC activity, enhancing glucose oxidation and mitochondrial respiration, and subsequently mitigates cardiac hypertrophy in HF models using animals^10^. Unfortunately, the toxic effects of DCA have limited its clinical use and further development^11^. Another compound, elamipretide, appears to influence metabolism by augmenting mitochondrial function; however, preclinical evidence indicates it fails to enhance cardiac function in HF scenarios^12^. Consequently, identifying drugs that boost mitochondrial function and glucose oxidation to address the energy deficiency in HF represents a significant challenge^13^. Semaglutide (Sema), in contrast, has exhibited cardiovascular advantages in clinical trials, notably among HF patients with obesity and preserved ejection fraction^14^. Nevertheless, research into Sema’s mechanistic effects on HF remains scant. Our study seeks to bridge this knowledge gap by exploring the detailed metabolic mechanisms underlying Sema’s cardiovascular benefits.

Glucagon-like peptide-1 receptor agonists (GLP-1RAs) are widely used clinically as blood glucose-lowering agents in the treatment of type 2 diabetes mellitus (T2DM), and these drugs also have a weight-lowering effect^15^. Recently approved by the US Food and Drug Administration (FDA) as the first oral GLP-1RA for treating T2DM, Sema has demonstrated cardiovascular benefits in clinical trials involving patients with T2DM^16^. With its pronounced effect on weight loss, Sema has predominantly been adopted in clinical practice as a therapeutic agent for weight management^17^. In addition, Sema has been confirmed to have an ameliorative effect on disturbed lipid and glucose metabolism in obesity syndrome and T2DM^18,19^. In particular, Sema has recently been shown to have a significant improvement in HF with preserved ejection fraction (HFpEF) and obesity^14^. Despite these promising outcomes, the specific mechanisms driving Sema’s cardiac benefits remain to be elucidated. Consequently, our study aims to explore Sema’s impact on cardiac remodeling, aiming to underscore its therapeutic potential in addressing pathological cardiac remodeling and HF.

Our study revealed that Sema treatment effectively suppressed pressure overload-induced pathological hypertrophy and cardiac dysfunction in male mice, a condition accompanied by significant mitochondrial damage in chronic HF induced by transverse aortic constriction (TAC). This damage was characterized by a reduction in mitochondrial count, alongside mitochondrial swelling, fragmentation, and deterioration of the inner mitochondrial membrane and cristae. The metabolic profile of these mice shifted towards an increase in glycolysis and a significant decrease in fatty acid oxidative phosphorylation. Treatment with Sema reduced mitochondrial functional and structural abnormalities. Correspondingly, Sema promoted the entry of pyruvate into mitochondria, facilitated the complete oxidation of glucose, and increased the oxidation capacity of fatty acids to some extent. NR4a1 is a member of the nuclear receptor superfamily, which plays an important role in the control of metabolism, autophagy, inflammation, and mitochondrial biogenesis^20–22^. Transcriptome analysis disclosed that NR4a1 mitochondrial translocation is a major target in the regulation of glucose and lipid metabolism by Sema. NR4a1 plays a role in the regulation of mitochondria-dependent apoptosis^23^. Our findings suggest that NR4a1 expression and translocation after TAC are crucial factors in mitochondrial dysfunction, resulting in metabolic remodeling and structural remodeling of the heart. These findings highlight the significant role of Sema in regulating glycolipid metabolism to mitigate cardiac remodeling. In particular, we revealed the regulatory mechanism of the Sema critical regulator NR4a1.

## Results

### Sema ameliorates myocardial hypertrophy and cardiac dysfunction induced by TAC for eight weeks in mice

To investigate the effect of Sema on pathological cardiac remodeling, after TAC or sham surgery, we administered different doses (4 μg/kg, 12 μg/kg, and 60 μg/kg) of Sema or vehicle to mice every day for eight weeks (Fig. S1A). We found no significant effect of different doses of Sema on blood glucose, cholesterol or liver functions in mice (Fig. S1D–G). Sema is mainly used as a weight loss drug in clinical practice^24^. Therefore, we chose the high dose (60 μg/kg) with the most pronounced effect on body weight as the subsequent experimental dose (Fig. S1B–C). Our results showed that mice with TAC-induced cardiac dysfunction at eight weeks were significantly improved after Sema treatment, as evidenced by an elevated EF, FS, and a decreased LVIDd and LVIDs (Fig. 1A–D). In addition, hemodynamics significantly improved after Sema treatment, as shown by ±dp/dt, P-V loop indicators (Fig. 1E, F). TAC-induced chronic stress resulted in substantial increases in myocardial hypertrophy (ANP and BNP mRNA levels) and cardiomyocyte cross-sectional area (CSA); in addition, the heart weight to body weight ratio (HW/BW), the lung weight to body weight ratio (LW/BW) and heart weight to tibial length ratio (HW/TL) levels were significantly increased. In contrast, TAC-induced myocardial hypertrophy was significantly attenuated after the administration of Sema (Fig. 1G–J). These results suggest that Sema can ameliorate the pathological ventricular hypertrophy and dysfunction induced by TAC.

**Fig. 1:**
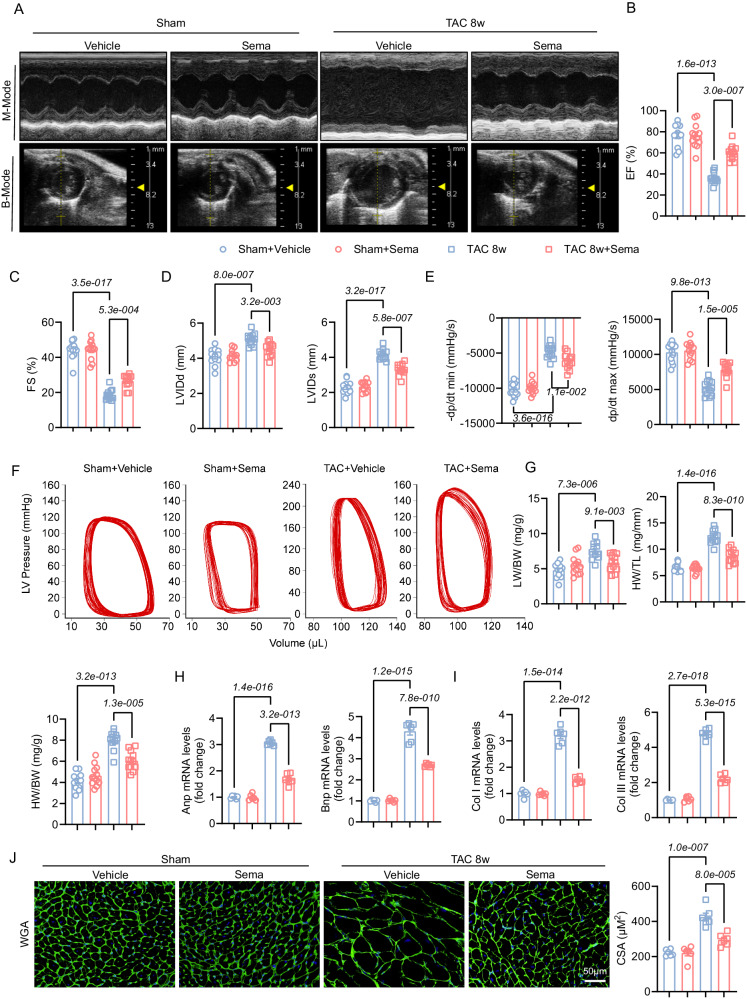
Sema attenuates cardiac hypertrophy, fibrosis and cardiac dysfunction in mice that underwent TAC for eight weeks. **A** Representative B- and M-mode echocardiographic imaging of the heart. **B**–**D** EF, FS, LVIDd and LVIDs were assessed by echocardiography (*n* = 12); EF: F (3, 44) = 54.15, *P* = 8.2e-015; FS: F (3, 44) = 101.2, *P* = 9.1e-020; LVIDd: F (3, 44) = 15.91, *P* = 3.8e-007; LVIDs: F (3, 44) = 90.69, *P* = 7.2e-019. **E** The maximum rate of isovolumetric systolic LV pressure increase ( + dp/dt max) and the minimum rate of isovolumetric diastolic LV pressure decrease (-dp/dt min) (*n* = 12); +dp/dt max: F (3, 44) = 52.79, *P* = 1.3e-014; -dp/dt min: F (3, 44) = 88.28, *P* = 1.2e-018. **F** The ventricular pressure-volume loop (P-V loop) (*n* = 6). **G** The ratio of LW, BW, HW, and TL (*n* = 12); HW/TL: F (3, 44) = 83.11, *P* = 3.7e-018; HW/BW: F (3, 44) = 47.17, *P* = 8.5e-014; LW/BW: F (3, 44) = 11.35, *P* = 1.2e-005. **H**, **I** The mRNA expression of ANP, BNP, collagen I and collagen III in the heart (*n* = 6); ANP: F (3, 20) = 336.5, *P* = 2.8e-017; BNP: F (3, 20) = 276.1, *P* = 1.9e-016; LW/BW: COL 1: F (3, 20) = 210.4, *P* = 2.7e-015; COL3: F (3, 20) = 495.5, *P* = 6.3e-019. **J** Myocardial hypertrophy was detected by WGA staining and then quantitatively analyzed (scale bar: 50 μm; *n* = 6); CSA: F (3, 20) = 36.38, *P* = 2.7e-008. All results are shown as the mean ± SEM and analyzed by one-way ANOVA followed by Bonferroni post hoc test (**B**–**E** and **G**–**J**). p values are indicated. Source data are provided as a Source Data file. EF, ejection fractions; FS, fractional shortening; LVIDd, left ventricular internal dimension at end-diastole; LVIDs, left ventricular internal dimension at end-systole; LW, lung weight; HW, heart weight; TL, tibial length; BW, body weight; BNP, B-type natriuretic peptide; ANP, A-type natriuretic peptide; WGA, wheat germ agglutinin.

### Sema reverses pathological myocardial remodeling induced by TAC

Clinically, many patients come for treatment only when they already have altered cardiac function. Thus, we next further verified whether Sema reversed pathological myocardial remodeling by administering Sema treatment after four weeks after TAC (Fig. 2A). We found that cardiac dysfunction was reversed in mice treated with Sema compared to that before the administration of the drug, as shown by the B- and M-mode echocardiograms, and elevated EF and FS (Fig. 2B–D). Moreover, WGA and HE staining revealed that the CSA of cardiomyocytes from Sema treatment mice was smaller than mice in control group (Fig. 2E–G). Likewise, Sema treatment mitigated collagen deposition (PSR staining), as assessed by reduced collagen volume in hearts (Fig. 2H, I). In addition, the heart weight to body weight (HW/BW) and heart weight to tibial length (HW/TL) ratio were significantly reduced after Sema administration (Fig. 2J). Meanwhile, the mRNA levels of ANP, BNP, COL I, and COL III also indicated that Sema significantly attenuated TAC-induced myocardial hypertrophy and fibrosis (Fig. 2K). 

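RNA-seq of left ventricular tissue measured the transcripts of the hearts in the reversal experiment. Transverse aortic constriction (TAC) narrows the aorta, so that the left ventricle pumps against a raised pressure, and Sema is an incretin receptor agonist. The study holds 21 libraries in 6 groups, all collected 8 weeks after surgery: Sham (n = 6), TAC 8W (n = 3), Sham + Sema 4W (n = 3) and TAC 8W + Sema 4W (n = 3), in which Sema was given for the last 4 weeks, and Sham + Sema 8W and TAC 8W + Sema 8W (n = 3 each), in which it was given for all 8 weeks. Total counts per library ranged over 10255847 to 17170139 (median 13001012) in Sham, 9807498 to 16457091 (median 10852533) in TAC 8W, 9502879 to 14205831 (median 13562523) in Sham + Sema 4W and 12933772 to 15190608 (median 13272843) in TAC 8W + Sema 4W. The authors trimmed the reads with cutadapt, aligned them with hisat2 to the mm10 genome and counted them per gene with featureCounts, and the deposited values are those raw counts. From there, 12626 of 22136 genes passed a filter on low counts, libraries were scaled by TMM, and all 21 libraries were fitted together with edgeR's quasi-likelihood test, whose p-values were adjusted over all genes by the Benjamini-Hochberg method at a threshold of 0.05. Gene lists of pathways and cell type markers were written before the data were examined, and 45 of them were tested with camera, whose p-values were adjusted over the lists.
The legend of Fig. S2 gives n = 3 per group. Which of the 6 shams it drew on is not named in the paper's text, so all 6 were used. The sources used here do not say whether each library comes from a separate mouse, so a p-value measures the spread between libraries. The labels give the daily dose as 60 mg/kg, and the paper gives 60 µg/kg in its results and methods and 60.0 mg/kg in its limitations, and the labels name cardiomyocytes where the paper names tissue. The count columns taken as TAC 8W + Sema 8W carry the word high, read as the high dose of the 8-week experiment, and those of both 4-week Sema groups an M that the paper does not explain. The Sham columns with M were matched by elimination and the TAC columns by that shared M, and no source says whether high and M mark dose or duration. By the running numbers of the sham titles, shams 1 to 3 were placed with the 8-week groups (12 libraries) and shams 4 to 6 with the 4-week Sema groups (9 libraries), a placing that no label states. Mitochondrially encoded genes took 20.2 to 40.8% of the counts in the first 12 libraries and 43.8 to 54.9% in the other 9, and TAC 8W and TAC 8W + Sema 4W lie on different sides of that gap.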

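Of the 548 genes that differed between TAC 8W and Sham (359 higher, 189 lower), 109 differed in the opposite direction between TAC 8W + Sema 4W and TAC 8W. Of these genes, called moved back here, 83 were higher with TAC and lower with Sema 4W, and 26 were lower with TAC and higher with Sema 4W. Comp, a cartilage protein also deposited in fibrotic matrix, had a log2 fold change of 4.69 (SE 0.62, edgeR adjusted p = 1.06e-04) in TAC 8W vs Sham and of -4.95 (SE 0.84, edgeR adjusted p = 0.00825) in TAC 8W + Sema 4W vs TAC 8W. Thbs1, a secreted thrombospondin, went from 4.65 (SE 0.58, edgeR adjusted p = 6.1e-05) to -4.26 (SE 0.75, adjusted p = 0.00865). Ltbp2, which binds fibrillin fibres, went from 5.23 (SE 0.65, edgeR adjusted p = 6.1e-05) to -3.95 (SE 0.81, adjusted p = 0.0177), and Col8a1, a short-chain collagen, from 3.32 (SE 0.52, edgeR adjusted p = 5.43e-04) to -3.97 (SE 0.70, adjusted p = 0.00865). Lgals4, a galectin, went the other way, from -4.11 (SE 0.78, edgeR adjusted p = 0.00318) to 3.96 (SE 0.81, adjusted p = 0.0175). Another 1 gene, Syt12, a synaptotagmin, rose in both comparisons, and it is named here after its values were seen. With Sema 4W, 152 genes rose and 202 fell against TAC 8W, each edgeR adjusted p counted over 12626 genes. More rose than fell under other settings, as in DESeq2 (578 higher and 431 lower) and with only the groups compared (99 higher and 18 lower). Other genes that rose were Lrg1, a secreted glycoprotein of the acute phase, by 2.98 (SE 0.52, edgeR adjusted p = 0.00859), Mt1, a metallothionein, by 2.82 (SE 0.56, adjusted p = 0.0139), and Ppig, a cyclophilin, by 2.82 (SE 0.73, adjusted p = 0.0413). Among those that fell were Emp1, an epithelial membrane protein, at -4.00 (SE 0.87, edgeR adjusted p = 0.024), Pamr1, a secreted regeneration factor of muscle, at -3.83 (SE 0.82, adjusted p = 0.0209). Fndc1 was at -3.64 (SE 0.73, adjusted p = 0.0149) and Igfbp3, which binds insulin-like growth factors, at -3.77 (SE 0.85, adjusted p = 0.0276). Zfp948 and Zfp52, which encode zinc finger proteins, had log2 fold changes of 3.19 (SE 0.85, edgeR adjusted p = 0.0458) and 3.12 (SE 0.81, adjusted p = 0.0428).
Both comparisons share the 3 TAC 8W libraries. Independent lists of these sizes would give 5.74 and 2.28 such genes. In 20 simulations with unchanged groups the highest count was 0, as the threshold leaves next to no calls there, so that count does not test the overlap. The fold changes of the 2 comparisons correlated at -0.585 over genes against a mean of -0.574 in the simulations, with a covariance of -0.513 against -0.146, a difference of -0.367. The TAC 8W libraries are too few to be split, so part of the overlap may come from sharing them. TAC 8W lies in the first set of libraries and TAC 8W + Sema 4W in the other, while the shams fall in both. A difference between the sets thus enters the 2 comparisons with opposite signs and may add to the overlap without any effect of Sema. The number moved back also depended on which shams were used. The number of genes changed by Sema 4W was 0 without TAC 8W replicate 1, 123 without TAC 8W replicate 3 and 23 without TAC 8W + Sema 4W replicate 1. It was 16 without TAC 8W + Sema 4W replicate 2 and 2403 without TAC 8W + Sema 4W replicate 3, and 2 with a term for the 2 sets of libraries. The number moved back was 0 without TAC 8W replicate 1 and 15 without TAC 8W + Sema 4W replicate 1. It was 11 without TAC 8W + Sema 4W replicate 2 and 215 without TAC 8W + Sema 4W replicate 3, and 1 with that term. Of the 15 genes named here as changed in TAC 8W + Sema 4W vs TAC 8W, the call held for 0 without TAC 8W replicate 1, 12 without TAC 8W replicate 2 (not Ppig, Zfp52 and Zfp948) and 10 without TAC 8W replicate 3. It held for 2 without TAC 8W + Sema 4W replicate 1 and 1 without TAC 8W + Sema 4W replicate 2. Among genes named here in Sema 4W vs TAC 8W, calls were lost by Igfbp3 in DESeq2, by Fndc1, Igfbp3, Syt12 and Zfp948 in limma-voom and by all but Lgals4, Ppig and Zfp948 with only the groups compared in the fit. They were lost by all 15 with a term for the set. For those in TAC 8W vs Sham, calls were lost by Syt12 with RLE size factors, with upper quartile factors, in limma-voom, against shams 1 to 3 alone and with a term for the set and by Col8a1 and Syt12 with a replicate block, and, in settings chosen after seeing the data, by Syt12 with the trend with GC content and length removed and without the 13 mitochondrial genes. A replicate block leaves shams 4 to 6 out of the sham mean, as only Sham holds replicates 4 to 6.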

Parallel transcriptomic analysis of myocardial tissue from mice in the reversal experiment revealed that the treatment of Sema significantly rescued TAC-induced changes at the gene level (Fig. S2A). 

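Genes of the matrix that surrounds heart cells were lower when Sema was given for the last 4 weeks of TAC. Of 56 measured genes of the extracellular matrix list, 28 fell and 0 rose (47 and 2 when adjusted over the list alone), with a median log2 fold change of -1.89. Mmp2, a matrix protease, had a log2 fold change of -2.85 (SE 0.51, edgeR adjusted p = 0.00865), Itga11, a collagen receptor, of -3.37 (SE 0.72, adjusted p = 0.0209), and Fn1, fibronectin, of -2.68 (SE 0.62, adjusted p = 0.0283). Of 44 genes of the cell migration list, 9 fell and 1 rose (14 and 1 when adjusted over the list alone), with a median of -0.82. The gene that rose was Ccl2, a chemokine that draws monocytes, at 3.60 (SE 0.93, edgeR adjusted p = 0.0413), while Cxcr4, the receptor of another chemokine, was at -2.18 (SE 0.56, adjusted p = 0.0413), and F2r, a thrombin receptor, at -2.38 (SE 0.61, adjusted p = 0.0413). In the blood vessel development list, 3 of 48 genes fell and 0 rose (10 and 1 when adjusted over the list alone), with a median of -0.74. These were Cxcr4, Pdgfra, a growth factor receptor of fibroblasts, at -1.94 (SE 0.51, edgeR adjusted p = 0.0432), and Esm1, a proteoglycan of endothelial tip cells, at -3.36 (SE 0.80, adjusted p = 0.0306). Against Sham, TAC 8W alone had raised 38 genes of the first list and 11 of the second (47 and 16 when adjusted over the list alone).
The camera adjusted p with Sema 4W was 1.09e-20 for extracellular matrix, 4.28e-06 for cell migration and 0.00322 for blood vessel development. None of the 3 calls held with an estimated correlation between genes, where adjusted p = 0.458 with an estimated correlation, then 0.536 and 0.64. Markers of other cells moved with these lists: of 10 fibroblast markers 3 fell (median -1.54; 7 when adjusted over the list alone) and of 10 macrophage markers 1, Adgre1 (median -1.75; 8 when adjusted over the list alone). The medians with Sema 4W ran, without single libraries, from -2.27 to -0.95 for extracellular matrix, from -1.17 to -0.14 for cell migration, from -0.99 to -0.39 for blood vessel development, from -1.83 to -1.10 for fibroblast markers and from -2.16 to -1.09 for macrophage markers. Counted in both directions, the genes past the threshold in the extracellular matrix, cell migration and blood vessel development lists numbered 0, 0 and 0 without TAC 8W replicate 1, 4, 0 and 0 without TAC 8W + Sema 4W replicate 1, 3, 0 and 0 without TAC 8W + Sema 4W replicate 2, 33, 17 and 11 without TAC 8W + Sema 4W replicate 3. They numbered 39, 12 and 6 without TAC 8W replicate 2, 21, 5 and 0 without TAC 8W replicate 3, and 0, 0 and 0 with a term for the set of libraries. TAC 8W + Sema 4W replicate 3 stands apart from its group. Its log2 CPM correlated with replicates 1 and 2 at 0.884 and 0.883, against 0.973 between those. Its correlation with gene length was 0.435, against -0.179 and -0.165. Of the 9 genes named here as changed in TAC 8W + Sema 4W vs TAC 8W, the call held for 0 without TAC 8W replicate 1, 8 without TAC 8W replicate 2 (not Ccl2) and 4 without TAC 8W replicate 3. It held for 0 without TAC 8W + Sema 4W replicate 1 and 0 without TAC 8W + Sema 4W replicate 2. Under other settings, calls were lost by Adgre1, Ccl2, Cxcr4, F2r, Fn1 and Pdgfra in limma-voom, by all but Mmp2 with only the groups compared in the fit and by all 9 with a term for the set. They were lost by Ccl2, Cxcr4 and F2r with a replicate block, and, in settings chosen after seeing the data, by Fn1 and Pdgfra with the trend with GC content and length removed.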

The reversal experiment showed significant enrichment of DEGs in extracellular matrix (ECM), cell migration, and blood vessel development pathways (Fig. S2B). It has been demonstrated that ECM plays an important role in pressure overload-induced heart failure, and excessive deposition of ECM proteins leads to fibrosis and deterioration of cardiac function^25^. Similarly, cell migration is crucial for fibrosis, with myofibroblasts under pressure overload conditions in HF showing enhanced migration abilities, secreting ECM proteins, and leading to myocardial remodeling and stiffening, thereby impairing cardiac function^26^. In addition, increased endothelial cell proliferation and promotion of angiogenesis significantly improve cardiac function in pressure overload-induced myocardial remodeling^27^. 

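Collagen genes were lower with Sema 4W than in TAC 8W alone. Of 21 measured collagens, 12 rose with TAC 8W (20 when adjusted over the list alone, median log2 fold change 1.6) and 13 fell with Sema 4W (19 when adjusted over the list alone, median -2.01), and none went the other way. Col1a1, a chain of fibrillar type I collagen, was at 72.0 ± 25.1 CPM (SD, n = 6) in Sham, 264 ± 218 CPM (SD, n = 3) in TAC 8W and 68.2 ± 20.2 CPM (SD, n = 3) in TAC 8W + Sema 4W, with log2 fold changes of 1.88 (SE 0.37, edgeR adjusted p = 0.00417) for TAC and -1.96 (SE 0.46, adjusted p = 0.0293) for Sema 4W. Col3a1, the chain of type III collagen, was at 1.6 (SE 0.37, edgeR adjusted p = 0.0126) and -1.71 (SE 0.45, adjusted p = 0.0465), and Col12a1, a collagen that binds fibrils, at 4.94 (SE 0.63, edgeR adjusted p = 7.98e-05) and -4.57 (SE 0.83, adjusted p = 0.00866). Of 20 genes of the activated fibroblast list, 14 rose with TAC 8W (median 2.60) and 9 fell with Sema 4W (median -2.80), or 16 and 15 when adjusted over the list alone. Of 12 hypertrophy and fetal genes, 11 rose with TAC 8W (11 when adjusted over the list alone, median 2.98), and 1 fell with Sema 4W (2 when adjusted over the list alone, median -0.52): Ccn2, a secreted growth factor of connective tissue, at 4.14 (SE 0.35, edgeR adjusted p = 1.13e-06) and -2.58 (SE 0.43, adjusted p = 0.00803). Nppa and Nppb, the natriuretic peptides released by a strained heart, rose by 3.93 (SE 0.65, edgeR adjusted p = 0.00100) and 3.55 (SE 0.47, adjusted p = 1.06e-04) with TAC 8W, and their values with Sema 4W were -1.62 (SE 0.78, edgeR adjusted p = 0.233) and 0.28 (SE 0.56, adjusted p = 0.786).

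**Figure D1:**
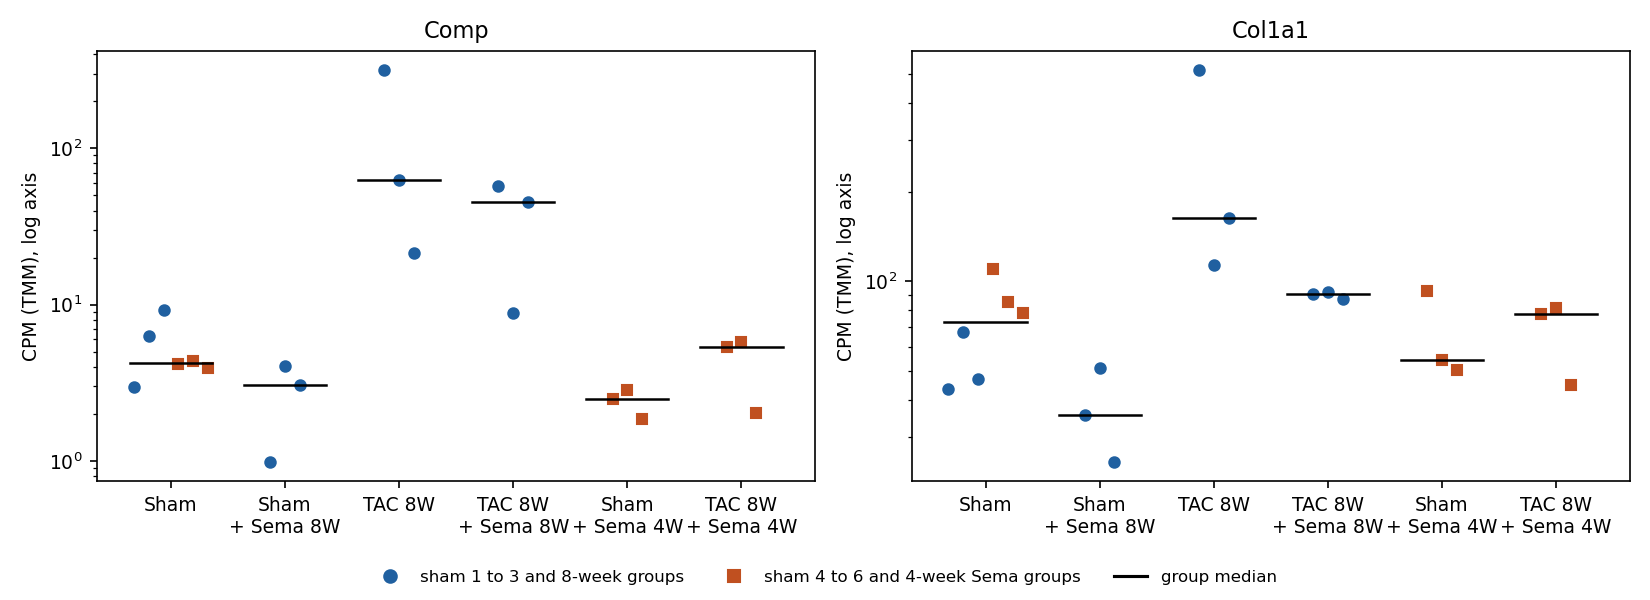
Normalized CPM (TMM scaling, log axis) of Comp and Col1a1 in each library, by group. Circles are shams 1 to 3 and the 8-week groups, squares are shams 4 to 6 and the 4-week Sema groups, and lines are group medians. In TAC 8W, Comp lies at 316, 62.9 and 21.3 CPM, above the 5.33, 5.77 and 2.01 CPM of TAC 8W + Sema 4W.

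The camera adjusted p was 2.12e-13 (adjusted p = 0.19 with an estimated correlation) for collagens with TAC 8W and 7.16e-11 (adjusted p = 0.458 with an estimated correlation) with Sema 4W. For the activated fibroblast list it was 3.01e-12 (adjusted p = 0.178 with an estimated correlation) and 4.66e-08 (adjusted p = 0.458 with an estimated correlation), and for hypertrophy and fetal genes 3.31e-18 (adjusted p = 0.00341 with an estimated correlation) and 0.0561. Without single libraries, the medians with TAC 8W ran from 0.86 to 1.99, 1.65 to 2.89 and 2.46 to 3.18, and those with Sema 4W from -2.46 to -1.12, -3.19 to -1.57 and -0.68 to -0.24, in the order collagens, activated fibroblast, hypertrophy and fetal genes. Counted in both directions, the genes past the threshold in the collagens, activated fibroblast and hypertrophy and fetal genes with Sema 4W numbered 0, 0 and 0 without TAC 8W replicate 1, 7, 8 and 2 without TAC 8W replicate 3, 0, 3 and 1 without TAC 8W + Sema 4W replicate 1. They numbered 0, 2 and 1 without TAC 8W + Sema 4W replicate 2, 14, 11 and 2 without TAC 8W + Sema 4W replicate 3, and 0, 0 and 0 with a term for the set of libraries. With TAC 8W, the counts in collagens were 2 without TAC 8W replicate 1 and 19 without TAC 8W replicate 2, and the activated fibroblast list gave 7 without TAC 8W replicate 1. Of the 6 genes named here as changed in TAC 8W vs Sham, the call held for 4 without TAC 8W replicate 1 (not Col1a1 and Col3a1). Of these, calls were lost by Col3a1 with only the groups compared in the fit, against shams 1 to 3 alone, against shams 4 to 6 alone and with a replicate block, and, in settings chosen after seeing the data, by Col3a1 in the 12 libraries of the 8-week set and with the trend with GC content and length removed. Of the 4 genes named here as changed in TAC 8W + Sema 4W vs TAC 8W, the call held for 0 without TAC 8W replicate 1 and 3 without TAC 8W replicate 3 (not Col3a1). It held for 1 without TAC 8W + Sema 4W replicate 1 (not Col12a1, Col1a1 and Col3a1) and 1 without TAC 8W + Sema 4W replicate 2 (not Col12a1, Col1a1 and Col3a1). Of those, calls were lost by Col12a1 and Col3a1 in limma-voom, by all 4 with only the groups compared in the fit and with a term for the set and by Col3a1 with a replicate block, and, in settings chosen after seeing the data, by Col3a1 with the trend with GC content and length removed.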

Sema exerts anti-fibrotic and anti-hypertrophic effects by attenuating ECM proteins (Fig. S2D), and, consistently, Sema application inhibits deterioration of cardiac function, development of cardiac fibrosis and cardiac hypertrophy in response to pressure overload (Fig. 2). These results suggest that Sema can also reverse TAC-induced pathological myocardial remodeling.

**Fig. 2:**
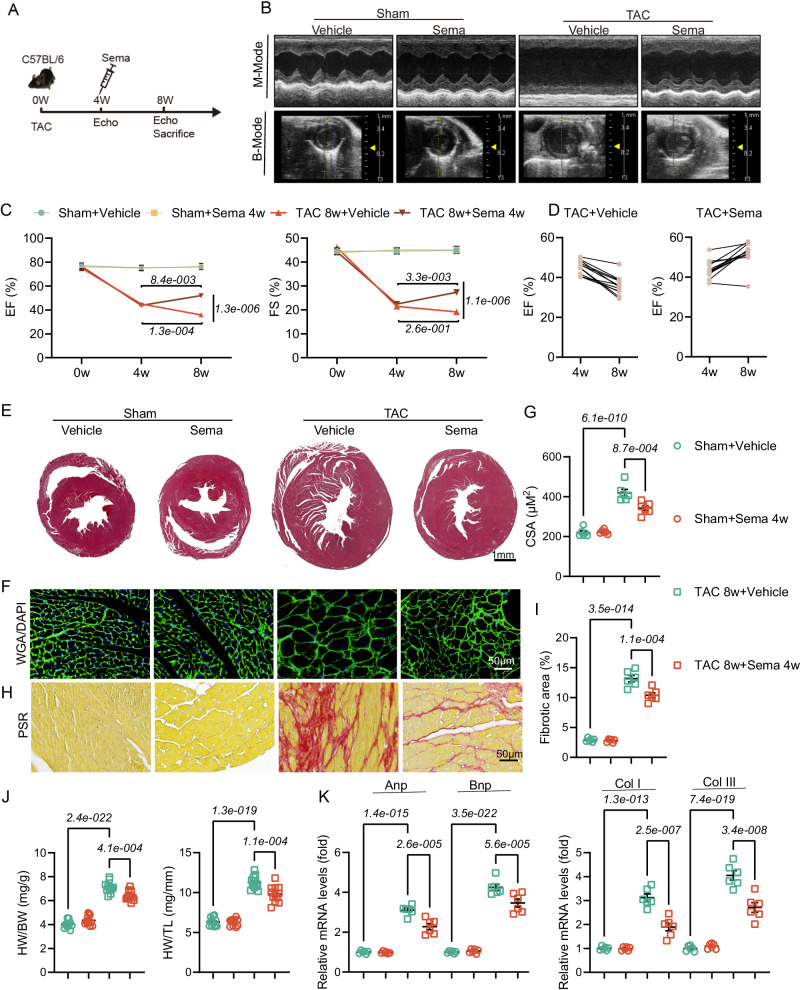
Sema reverses cardiac hypertrophy, fibrosis and dysfunction in mice that underwent TAC for eight weeks. **A** The time of TAC and Sema treatment (i.p.) in mice. **B** Representative B- and M-mode echocardiographic imaging of the heart. **C**, **D** Echocardiographic analysis of EF and FS in mice, data are presented as mean ± SEM (*n* = 6); EF: F (6, 88) = 25.78, *P* = 1.8e-017, F (1.947, 85.69) = 75.90 *P* = 2.0e-019, F (3, 44) = 124.5, *P* = 1.6e-021, F (44, 88) = 0.8118, *P* = 7.8e-001, F (6, 132) = 27.50, *P* = 4.1e-021, F (2, 132) = 80.98, *P* = 1.1e-023, F (3, 132) = 107.9, *P* = 2.4e-035; FS: F (6, 132) = 58.51, *P* = 7.9e-035, F (2, 132) = 144.4, *P* = 5.9e-034, F (3, 132) = 192.9, *P* = 4.6e-048, F (6, 132) = 58.51, *P* = 7.9e-035, F (2, 132) = 144.4, *P* = 5.9e-034, F (3, 132) = 192.9, *P* = 4.6e-048. **E** Representative histopathological cross-sectional images of mice hearts (scale bar: 1 mm; *n* = 6). **F**, **G** Myocardial hypertrophy was detected by WGA staining and then quantitatively analyzed (scale bar: 50 μm; *n* = 6); CSA: F (3, 20) = 70.58, *P* = 8.1e-011. **H**, **I** Myocardial fibrosis was detected by PSR staining and quantification of the collagen volume (scale bar: 50 μm; *n* = 6); Fibrotic area: F (3, 20) = 225.5, *P* = 1.4e-015. **J** The ratio of BW, HW, and TL (*n* = 12); HW/BW: F (3, 44) = 180.2, *P* = 1.0e-024; HW/TL: F (3, 44) = 140.2, *P* = 1.5e-022. **K** The mRNA expression levels of ANP, BNP, collagen I and collagen III in the heart (*n* = 6); ANP and BNP: F (7, 40) = 138.8, *P* = 5.2e-026; COLI and COL III: F (7, 40) = 82.22, *P* = 1.0e-021. All results are shown as the mean ± SEM and analyzed using one-way ANOVA followed by Bonferroni post hoc test **G**, **I** and **J**, **K**. For the analysis in (**C**,**D**), repeated measures two-way ANOVA followed by Sidak post hoc test was conducted. p values are indicated. Source data are provided as a Source Data file. EF, ejection fractions; FS, fractional shortening; LW, lung weight; HW, heart weight; TL, tibial length; BW, body weight; BNP, B-type natriuretic peptide; ANP, A-type natriuretic peptide; WGA, wheat germ agglutinin; PSR, picrosirius red.

### Sema reduces TAC-induced mitochondrial fusion and division and maintains normal mitochondrial morphology and function

Mitochondria are the energy centre of the heart, and dynamic mitochondrial division and fusion regulate fuel oxidative phosphorylation and the intracellular ATP supply in cardiomyocytes^28^. 

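In the treatment experiment, mice received Sema from surgery on, for all 8 weeks, and left ventricular RNA was sequenced, counted and fitted in the same run of steps as in the reversal experiment. The groups are Sham (n = 6), Sham + Sema 8W (n = 3), TAC 8W (n = 3) and TAC 8W + Sema 8W (n = 3), and the fit uses the same Sham and TAC 8W libraries for both experiments. Total counts ranged over 8897837 to 11295304 (median 10377892) per library in Sham + Sema 8W and 11617787 to 14583043 (median 14533882) in TAC 8W + Sema 8W. The titles of the Sham + Sema libraries name no duration, and they were taken as 8 weeks because the other such group is labelled 4 weeks. Mitochondrially encoded genes took 21.3 to 30.1% of the counts in TAC 8W and 20.2 to 23.2% in TAC 8W + Sema 8W. Over genes, the count relative to the mean of all libraries correlated with GC content at a Spearman rho of -0.172 to -0.0784 in TAC 8W and 0.203 to 0.564 in TAC 8W + Sema 8W, and with gene length at 0.035 to 0.40 and -0.231 to 0.138. Genes are not independent replicates, so these rho values describe the libraries and carry no test.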

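Sets of metabolic genes tended to higher levels in TAC 8W + Sema 8W than in TAC 8W. The camera values below use a preset correlation between genes, and with an estimated one 0 of the 60 sets tested passed. In the set of glutathione metabolism, which protects cells from oxidants, 45 of 58 measured genes had a positive log2 fold change (median 0.33, camera adjusted p = 4.27e-05). In the set of quinone metabolism, which holds the makers of the electron carrier ubiquinone, 22 of 31 measured genes had a positive log2 fold change (median 0.20, camera adjusted p = 0.00722). For the metabolism of benzene-containing compounds these values were 16 of 19 genes, a median of 0.48 and a camera adjusted p of 0.00259, and for that of cellular aldehydes 31 of 46 genes, 0.15 and 0.0148. For the regulation of fatty acid beta oxidation they were 12 of 20, 0.23 and 0.0239, and for the regulation of oxidative phosphorylation 15 of 22, 0.25 and 0.0335. Supplementary Data 3 lists 86 sets, of which 60 name all their members, together 948 genes matched by name, and could be tested. The median log2 fold change was positive in 49 of the 60 (range -0.27 to 0.48), and 29 sets passed camera as higher and 0 as lower. In TAC 8W vs Sham the median was negative in 42 of the 60, 3 sets passed as lower and 0 as higher: the metabolism of benzene-containing compounds (median -0.59, camera adjusted p = 0.00482, adjusted p = 0.385 with an estimated correlation), the negative regulation of fatty acid oxidation (-0.48, camera adjusted p = 0.00902) and the metabolism of fatty acid derivatives (-0.30, 0.0152), the last 2 with adjusted p = 0.362 with an estimated correlation.
For glutathione metabolism with Sema 8W, adjusted p = 0.117 with an estimated correlation, and fry called 0 of the 60 sets at the same threshold. The study selected these sets on the same libraries, so the counts are not independent evidence of their direction. Without TAC 8W replicate 1, 5 sets passed as changed with Sema 8W. The number was 15 with at least 10 counts in every library and, in a setting chosen after seeing the data, 10 with the trend with GC content and gene length removed. In TAC 8W vs Sham, 0 sets passed against shams 4 to 6 alone, 0 without TAC 8W replicate 1 and 9 without TAC 8W replicate 2.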

Transcriptome GSEA showed that 234/1366 upregulated gene sets were significant at FDR < 25% and enriched at nominal p value < 1% in the TAC 8w with Sema group; of these gene sets, 92 were related to the metabolism of carbohydrates, energy, lipid nucleotides, amino acids, and mitochondrial function (Fig. S3A, B; Supplementary Data 3). Thus, we hypothesized that Sema regulates the morphology and function of mitochondria in pathological myocardial remodeling. Mitochondrial respiratory chain proteins comprise five enzymatic complexes and guarantee the production of ATP^29^. 

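Genes of the nuclear-encoded respiratory chain, whose proteins pass electrons to oxygen and make ATP, lay slightly lower in TAC 8W than in Sham and slightly higher again with Sema 8W. Of 78 measured genes, 76 had a negative log2 fold change in TAC 8W vs Sham (median -0.32), and 71 had a positive one in TAC 8W + Sema 8W vs TAC 8W (median 0.37). Without single libraries these medians ran from -0.66 to -0.07 and from 0.12 to 0.68, and with the trend with GC content and gene length removed, chosen after seeing the data, that of Sema 8W was 0.21. Both comparisons share the TAC 8W libraries, so opposite signs arise without any effect. Over all genes 65.2% had opposite signs, against a mean of 69.7% in simulations with unchanged groups. Ndufv1, a subunit of complex I that takes electrons from NADH, was at -0.43 (SE 0.22, edgeR adjusted p = 0.306) and 0.56 (SE 0.25, adjusted p = 0.221). Uqcrc1, a core subunit of complex III, was at -0.54 (SE 0.24, edgeR adjusted p = 0.245) and 0.48 (SE 0.28, adjusted p = 0.38), and Sdhc, a membrane anchor of succinate dehydrogenase, at -0.40 (SE 0.25, edgeR adjusted p = 0.413) and 0.55 (SE 0.28, adjusted p = 0.312). The 13 genes of the mitochondrially encoded respiratory chain had a median of -1.61 in TAC 8W, all 13 below 0, but of -0.10 against shams 1 to 3 of the same set of libraries, of -2.39 against shams 4 to 6, and of -0.03 with a term for the set. With Sema 8W it was -0.97. There, mt-Atp8, an ATP synthase subunit whose gene overlaps mt-Atp6 so that reads may be shared, was at -5.27 (SE 0.97, edgeR adjusted p = 0.0104). Of 30 genes of fatty acid oxidation, 4 fell with TAC 8W (5 when adjusted over the list alone, median -0.55): Slc27a1, a fatty acid transporter, at -1.49 (SE 0.28, edgeR adjusted p = 0.00318), Acot1, a thioesterase, at -2.48 (SE 0.50, adjusted p = 0.00541), Acaa2 and Ucp3. Acaa2, a thiolase of beta oxidation, was at -1.26 (SE 0.29, adjusted p = 0.0135), and Ucp3, an uncoupling protein, at -2.43 (SE 0.61, adjusted p = 0.0238). With Sema 8W, Ucp3 rose by 2.45 (SE 0.66, edgeR adjusted p = 0.0404), the 1 call in this list (median 0.37). Of the 22 genes drawn in Fig. 3A, 18 had a negative value in TAC 8W, where 1, Acaa2, passed the test, and 13 a positive one with Sema 8W, where 0 passed. The study drew those genes from the same libraries, so their direction is not independent evidence.

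**Figure D2:**
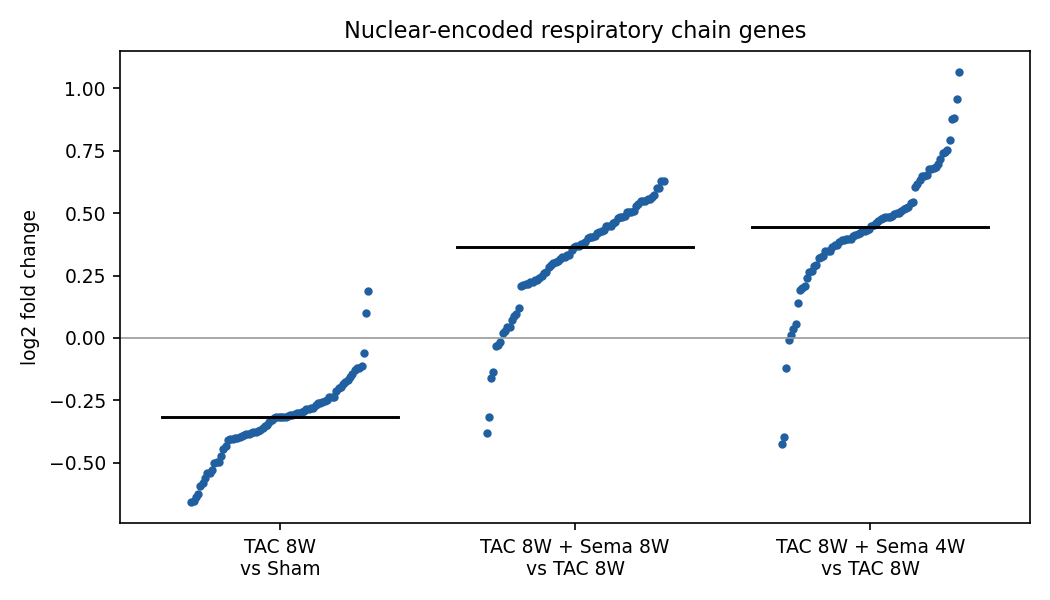
Log2 fold changes of the 78 nuclear-encoded respiratory chain genes in TAC 8W vs Sham, TAC 8W + Sema 8W vs TAC 8W and TAC 8W + Sema 4W vs TAC 8W, sorted within each comparison, each point a gene. Lines are medians, and the last comparison sets apart 2 groups of libraries with different mitochondrial shares of counts; its median is 0.44.

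In edgeR, 0 of the 78 genes passed in TAC 8W vs Sham, with 0 higher and 4 lower at an unadjusted p under 0.05, against 0 higher and 1 lower in DESeq2, 0 higher and 0 lower in limma-voom and 0 higher and 4 lower in limma-voom with quality weights. With Sema 8W edgeR called 0 as well, with 1 higher and 0 lower unadjusted, 0 higher and 0 lower in DESeq2, 0 higher and 0 lower in limma-voom and 10 higher and 0 lower with quality weights. Camera called the list lower with TAC 8W (adjusted p = 1.33e-09, adjusted p = 0.487 with an estimated correlation) and higher with Sema 8W (adjusted p = 6.34e-09, adjusted p = 0.731 with an estimated correlation). For the mitochondrially encoded respiratory chain with TAC 8W, edgeR passed 0 genes (10 when adjusted over the list alone), 0 higher and 10 lower at an unadjusted p, 0 higher and 10 lower in DESeq2, 0 higher and 0 lower in limma-voom and 0 higher and 8 lower with quality weights. For the genes of Fig. 3A with Sema 8W the counts were 0, 0 higher and 1 lower, 0 higher and 0 lower, 0 higher and 1 lower and 1 higher and 1 lower in the same order. For fatty acid oxidation the camera adjusted p was 7.2e-10 (adjusted p = 0.19 with an estimated correlation) with TAC 8W and 2.41e-05 (adjusted p = 0.685 with an estimated correlation) with Sema 8W. Medians without single libraries ran from -1.86 to -1.21 and -1.14 to -0.76 for the mitochondrially encoded respiratory chain with TAC 8W and Sema 8W, and from -0.77 to -0.36 and 0.20 to 0.62 for fatty acid oxidation. Of the 4 genes named here as changed in TAC 8W vs Sham, the call held for 1 without TAC 8W replicate 1 (not Acaa2, Acot1 and Ucp3) and 3 without TAC 8W replicate 2 (not Ucp3). It held for 3 without TAC 8W replicate 3 (not Ucp3). Under other settings, calls were lost by Ucp3 in limma-voom and against shams 4 to 6 alone, by Acaa2 against shams 1 to 3 alone and with a term for the set and by Acaa2, Acot1 and Slc27a1 with a replicate block, and, in settings chosen after seeing the data, by Acaa2 in the 12 libraries of the 8-week set. Ucp3 lost its call with Sema 8W without any one of the 6 libraries, and mt-Atp8 without TAC 8W replicate 1, TAC 8W + Sema 8W replicate 1 and TAC 8W + Sema 8W replicate 3. With Sema 8W, calls were lost by Ucp3 in limma-voom, and, in settings chosen after seeing the data, by Ucp3 with the trend with GC content and length removed.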

Transcriptome profiling showed the significant downregulation of most mitochondrial respiratory chain-related genes in hearts induced by TAC for eight weeks, whereas the hearts from the mice treated with Sema showed a reversed expression pattern (Fig. 3A). Next, we performed transmission electron microscopy (TEM) and observed that the administration of Sema restored the swelling of the mitochondrial matrix and the shortening and reduction in cristae induced by TAC (Fig. 3B, C). Additionally, the reduction abundance of mitochondria induced by TAC. After Sema treatment, mitochondrial numbers are restored (Fig. 3D). Since mitochondrial fragmentation is mainly caused by mitochondrial fission and fusion imbalance or mitochondrial apoptosis^29^, we further verified the protein and mRNA expression levels of mitochondrial fission (Drp1), fusion (Opa1 and Mfn2), apoptosis (Tom20 and COX IV) and mitochondrial respiration (SDHB, NDUFV2 and ATP5A1) markers by western blotting and PCR. The results showed that TAC induction led to increased mitochondrial fission and apoptosis and decreased fusion with impaired respiration, while Sema treatment ameliorated this imbalance and mitochondrial respiratory dysfunction (Fig. 3E, F). These results suggest that Sema treatment can improve impaired mitochondrial respiration and mitochondrial structural disturbances in TAC-induced pathological myocardial remodeling.

**Fig. 3:**
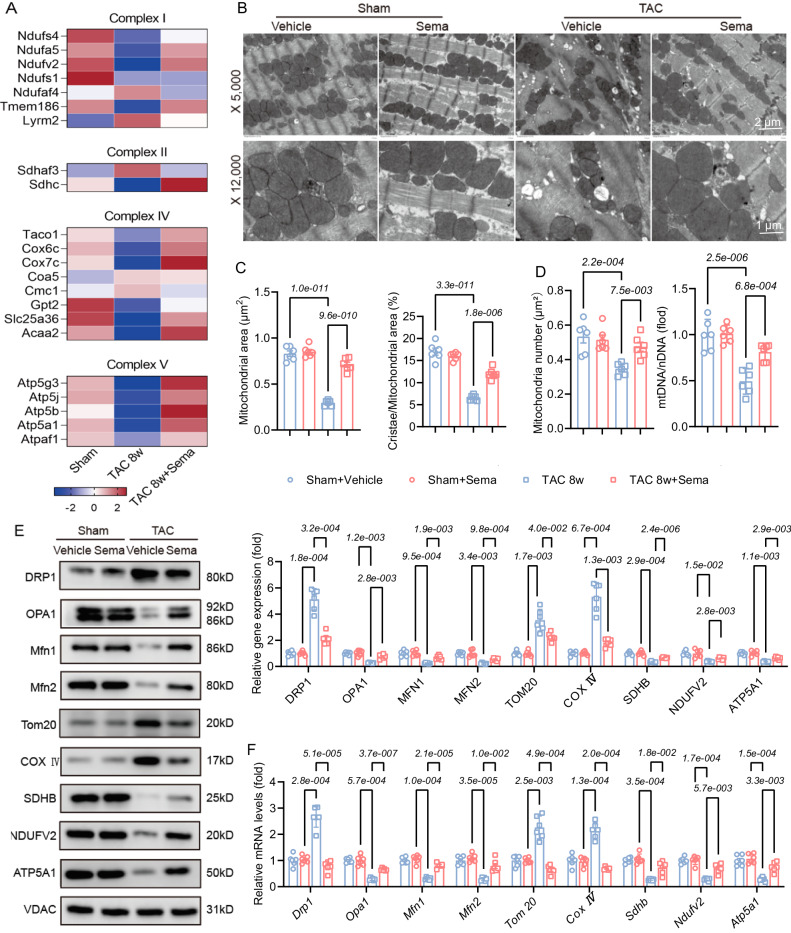
Sema restores mitochondrial dysfunction and morphology in pathological cardiac remodeling. **A** Heatmap showing the expression profile of mitochondrial respiratory chain signaling pathway gene sets in mouse cardiac tissue (*n* = 3). **B** TEM images of mouse cardiac tissues and quantification of the mitochondrial sectional area (scale bar: 2μm/1μm; *n* = 6). **C** The quantification of fragmented fused mitochondria (*n* = 6); Mitochondrial area: F (3, 20) = 109.4, *P* = 1.4e-012; Cristae/Mitochondrial area: F (3, 20) = 84.57, *P* = 1.6e-011. **D** The quantification of mitochondrial abundance by mitochondrial number and mtDNA/nDNA (*n* = 6); Mitochondrial number; F (3, 20) = 9.328, *P* = 4.6e-004; MtDNA/nDNA: F (3, 20) = 21.25, *P* = 2.0e-006. **E** Western blotting was used for protein quantitative analysis of mitochondrial function- and structure-related marker proteins Drp1, Opa1, Mfn2, Tom20, COX IV, SDHB, NDUFV2, and ATP5A1 and normalized to VDAC (*n* = 6 independent experiments with similar results); F (24, 160) = 67.22, *P* = 4.5e-071, F (3.243, 64.85) = 126.4, *P* = 8.4e-028, F (3, 20) = 72.44, *P* = 6.4e-011, F (20, 160) = 0.9693, *P* = 5.0e-001. **F** PCR was used for mRNA quantitative analysis of mitochondrial function- and structure-related marker proteins Drp1, Opa1, Mfn2, Tom20, COX IV, SDHB, NDUFV2 and ATP5A1 and normalized to VDAC (*n* = 6); F (24, 160) = 53.30, *P* = 6.3e-064, F (4.911, 98.21) = 49.04, *P* = 5.4e-025, F (3, 20) = 22.95, *P* = 1.1e-006, F (20, 160) = 1.417, *P* = 1.2e-001. All results are shown as the mean ± SEM, and analysis using one-way ANOVA followed by Bonferroni post hoc test (C-F) was conducted. p values are indicated. Source data are provided as a Source Data file. TEM, transmission electron microscopy; mtDNA, mitochondrial DNA; nDNA, nuclear DNA.

### Metabolome analysis shows that Sema ameliorates myocardial energy production by reducing glycolytic processes and lipid accumulation

Based on the above results of the transcriptome sequencing (Fig. S3A–C), we next performed untargeted metabolomics analysis. We found that the mass spectrometry metabolomics and lipidomics results were consistent with the transcriptome sequencing results, as there were significant differences in lipid and metabolism-related total metabolites (Fig. S4A–D). The normal heart relies primarily on fatty acid oxidation for energy supply. In patients with pathological cardiac remodeling, cardiac lipid oxidation and the TCA cycle are inhibited, glycolysis is enhanced but glucose oxidation is unchanged or reduced, and the lack of energy supply further leads to HF^13,30^. Therefore, we refined the metabolites of glycolysis and the TCA-related pathways. We found that after eight weeks of TAC, the levels of cardiac glycolysis-related metabolites (glucose 6-P, fructose 6-P, 3-PG, PEP, and pyruvate), the pentose phosphate pathway (PPP) (glucose-1-P, 6-PG, and ribose-5-P) and lipids (stearic acid et al) were significantly increased, but the amount of pyruvate entering the TCA cycle (citrate and aconitate) was reduced (Fig. 4A). Despite the increased glucose utilization, the PPP increases and the entry of pyruvate into the TCA cycle is decreased, which does not produce enough ATP for cardiac energy supply under TAC induction. The PPP is not used for myocardial energy supply but for nucleotide metabolism and fatty acid substrate production^7,31^. Surprisingly, our results show that administration of Sema reduces glycolysis levels and promotes pyruvate into the TCA cycle, thereby increasing ATP production (Fig. 4A). We further investigated lipid metabolism in TAC-induced pathological myocardial remodeling. We found that the TAC-induced increase in free fatty acids led to myocardial lipid accumulation, while myocardial lipid accumulation was significantly decreased after Sema treatment (Fig. 4B). In addition, the results of the in vitro NRVM assay with oil red O staining also confirmed that PE stimulation can also increase myocardial lipid accumulation (Fig. 4C). We next examined the mRNA levels of glycolytic key rate-limiting enzymes (HK2), TCA rate-limiting enzymes (IDH2 and PDH), lipid uptake and transport-related enzymes (CD36 and Slc27a1) and fatty acid β-oxidation (PDK4, ACOX1 and ACOT1) (Fig. 4D, E) and found that all were consistent with the metabolic results (Fig. 4A, B). Additionally, the same results were obtained for the western blot levels of glucose transporters (GLUT1 and GLUT4) and fatty acid transporters (CD36) (Fig. 4F, G). In conclusion, Sema treatment reduced glycolysis and promoted its substrates into the TCA cycle to increase myocardial energy supply and reduce the lipid accumulation of TAC-induced pathological myocardial remodeling.

**Fig. 4:**
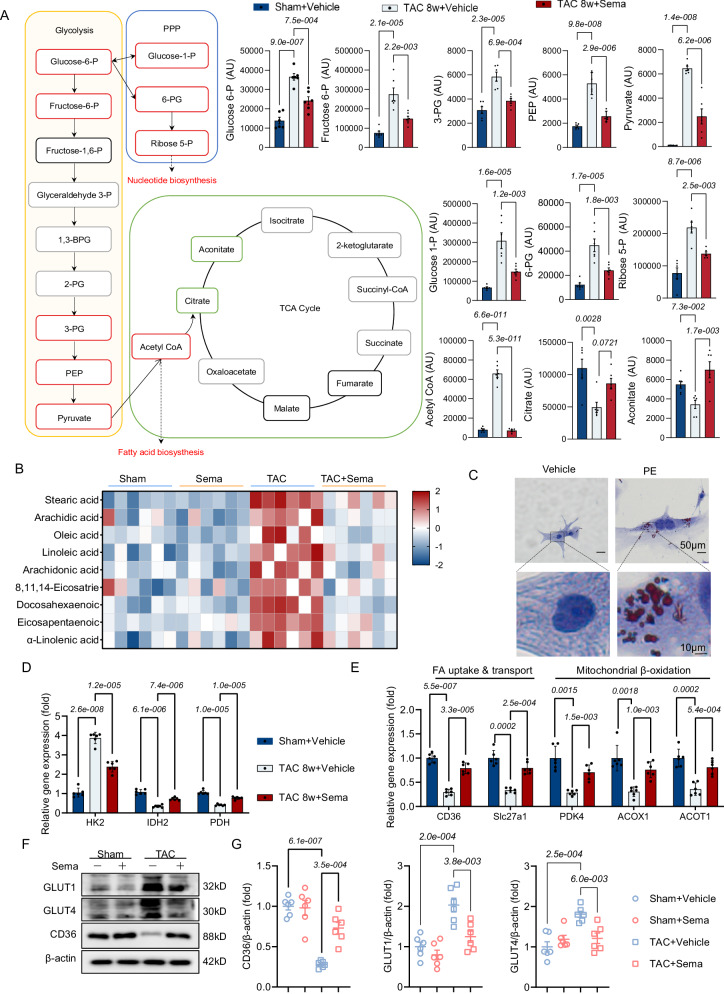
Sema can improve myocardial energy production by reducing glycolytic processes and lipid accumulation. **A** Untargeted metabolomics mass spectrometry-based pathway analysis of Sema therapeutic cardiometabolic characteristics, quantification of changes in glycolysis and the TCA products (the red/green boxes represent products that have changed significantly; *n* = 6); Glucose 6-P: F (2, 15) = 38.02, *P* = 1.3e-006; Fructose 6-P: F (2, 15) = 23.04, *P* = 2.7e-005;3-PG: F (2, 15) = 23.58, *P* = 2.3e-005; PEP: F (2, 15) = 58.41, *P* = 8.3e-008; Pyruvate: F (2, 15) = 72.71, *P* = 1.9e-008; Glucose 1-P: F (2, 15) = 24.41, *P* = 1.9e-005; 6-PG: F (2, 15) = 23.85, *P* = 2.2e-005; Ribose 5-P: F (2, 15) = 26.35, *P* = 1.2e-005;Acetyl CoA: F (2, 15) = 206.8 *P* = 1.2e-011; Citrate: F (2, 15) = 8.599, *P* = 0.0033; Aconitate: F (2, 15) = 9.583, *P* = 2.1e-003. **B** Heatmap showing the determination of the content of free fatty acids associated with untargeted lipid metabolomics (*n* = 6). **C** Oil red O staining of NRVMs (scale bar: 50μm/10μm; *n* = 3 independent experiments with similar results). **D** The mRNA expression levels of glycolysis and TCA cycle key rate-limiting enzymes HK2, IDH2 and PDH (*n* = 6); F (4, 30) = 208.2, *P* = 2.0e-021, F (1.325, 19.87) = 588.5, *P* = 3.9e-017, F (2, 15) = 38.78, *P* = 1.2e-006, F (15, 30) = 0.8990, *P* = 5.7e-001. **E** The mRNA expression levels of key enzymes associated with fatty acid uptake and transport and mitochondrial β-oxidation CD36, Slc27a1, PDK4, ACOX1 and ACOT1 (*n* = 6); F (8, 60) = 0.1, *P* > 9.9e-001, F (3, 41) = 0.3, *P* = 7.8e-001, F (2, 15) = 426, *P* = 6.1e-014, F (15, 60) = 0.3, *P* = 9.9e-001. **F** Western blot analysis of the glucose transport-associated proteins GLUT1 and GLUT4 and the lipid-associated transporter CD36 (*n* = 6 independent experiments with similar results). **G**. GLUT1, GLUT4, and CD36 protein quantification levels were normalized to β-actin (*n* = 6); CD36/β-actin: F (3, 20) = 27.98, *P* = 2.3e-007; GLUT1/β-actin: F (3, 20) = 15.61, *P* = 1.8e-005; GLUT4/β-actin: F (3, 20) = 10.23, *P* = 2.7e-004. All results are shown as the mean ± SEM, and analysis using one-way ANOVA followed by Bonferroni post hoc test (**A**, **D**, **E** and **G**) was conducted. p values are indicated. Source data are provided as a Source Data file. TCA, the tricarboxylic acid; NRVMs, neonatal rat ventricular myocytes.

### Sema regulates glycolipid metabolism through the downregulation of Creb5/NR4a1, downstream of PI3K/AKT, by the transcriptome

To determine how Sema ameliorates cardiac remodeling under chronic load stimulation, we evaluated transcriptomic alterations in the hearts of mice in the TAC-induced and Sema-treated groups. 

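Genes with the largest rises in TAC 8W against Sham included Gdf15, Sprr1a and Thbs4. Gdf15, a stress cytokine, had a log2 fold change of 5.91 (SE 0.66, edgeR adjusted p = 2.66e-05), and Sprr1a, a protein that shields stressed cells, of 5.54 (SE 1.02, adjusted p = 0.00252). Thbs4, a thrombospondin, was at 4.65 (SE 0.54, adjusted p = 2.99e-05). Acta1, the skeletal actin of the fetal heart, rose by 4.04 (SE 0.39, edgeR adjusted p = 3.52e-06) and Ankrd1, a stretch-sensing protein of the sarcomere, by 2.64 (SE 0.26, adjusted p = 3.52e-06). Among the genes that fell most were Gpr22, a receptor of cardiomyocytes, at -3.65 (SE 0.67, edgeR adjusted p = 0.00245), Inmt, a methyltransferase, at -3.43 (SE 0.55, adjusted p = 6.78e-04), and Penk, which encodes enkephalin, at -3.07 (SE 0.59, adjusted p = 0.00351). Another 3 genes that fell overlap a gene on the opposite strand, so that reads may be shared. These were Dbp, a clock-driven transcription factor, at -4.22 (SE 0.83, edgeR adjusted p = 0.00428), Pfkfb1, a regulator of glycolysis, at -4.12 (SE 0.53, adjusted p = 7.98e-05), and Phkg1, a kinase of glycogen breakdown, at -2.61 (SE 0.30, adjusted p = 2.99e-05). With Sema 8W, 49 genes rose and 468 fell against TAC 8W. Adh1, an alcohol dehydrogenase that also acts on retinol, rose by 3.29 (SE 0.49, edgeR adjusted p = 0.00538), Inmt by 3.21 (SE 0.58, adjusted p = 0.00992) and Dbp by 3.23 (SE 0.83, adjusted p = 0.0333). Klhl38, Arrdc2 and Pim3, the last a survival kinase, rose by 2.41 (SE 0.40, adjusted p = 0.0079), 2.35 (SE 0.51, adjusted p = 0.0171) and 2.24 (SE 0.33, adjusted p = 0.00538). Genes that fell included Postn, periostin of activated fibroblasts, at -3.79 (SE 0.90, edgeR adjusted p = 0.0226), and Aspn, a small proteoglycan of the matrix whose gene overlaps Cenpp, at -4.15 (SE 0.89, adjusted p = 0.0171). The chromatin remodeller Atrx, the kinase Rock1, Esf1 and Zfp62 were at -4.14 (SE 0.79, adjusted p = 0.0111), -3.93 (SE 0.75, adjusted p = 0.0111), -3.50 (SE 0.69, adjusted p = 0.0123) and -3.49 (SE 0.81, adjusted p = 0.0217).
Of the genes changed by TAC 8W, 54 were moved back by Sema 8W: 36 fell after a rise and 18 rose after a fall, and 0 changed in the same direction in both. Independent lists would give 13.3 and 0.733 such genes. Simulations with unchanged groups gave at most 0, which the threshold brings about and which does not test the overlap. The correlation of the fold changes was -0.383 against -0.582 in the simulations, and the covariance -0.274 against -0.145, a difference of -0.129. The TAC 8W libraries, which both comparisons share, are too few to be split, so part of the overlap may come from sharing them. With the trend of each library with GC content and gene length removed, a setting chosen after seeing the data, 51 genes passed with Sema 8W (21 higher and 30 lower) and 17 were moved back. The genes past the threshold numbered 152 without TAC 8W replicate 1 for TAC 8W. For Sema 8W the number was 5 without TAC 8W replicate 1, 166 without TAC 8W replicate 3 and 76 without TAC 8W + Sema 8W replicate 1. It was 336 without TAC 8W + Sema 8W replicate 2 and 3 without TAC 8W + Sema 8W replicate 3. For the genes moved back it was 0 without TAC 8W replicate 1, 103 without TAC 8W replicate 2 and 22 without TAC 8W replicate 3. It was 10 without TAC 8W + Sema 8W replicate 1, 31 without TAC 8W + Sema 8W replicate 2 and 1 without TAC 8W + Sema 8W replicate 3. Of the 11 genes named here as changed in TAC 8W vs Sham, the call held for 10 without TAC 8W replicate 1 (not Sprr1a). Of these, calls were lost by Sprr1a in limma-voom, in limma-voom with quality weights and against shams 1 to 3 alone and by Dbp and Sprr1a with a replicate block. Of the 12 genes named here as changed in TAC 8W + Sema 8W vs TAC 8W, the call held for 2 without TAC 8W replicate 1, 11 without TAC 8W replicate 2 (not Dbp) and 9 without TAC 8W replicate 3 (not Arrdc2, Dbp and Zfp62). It held for 7 without TAC 8W + Sema 8W replicate 1, 11 without TAC 8W + Sema 8W replicate 2 (not Postn) and 2 without TAC 8W + Sema 8W replicate 3. Of those, calls were lost by Aspn, Dbp, Esf1, Rock1 and Zfp62 in limma-voom, by Postn and Zfp62 with only the groups compared in the fit and by Dbp with a replicate block, and, in settings chosen after seeing the data, by Arrdc2, Atrx, Dbp, Esf1, Postn, Rock1 and Zfp62 with the trend with GC content and length removed.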

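Of 28 core genes of PI3K and AKT signaling, a pathway by which insulin and growth factors drive cell growth and glucose uptake, 1 fell with Sema 8W and 0 rose (2 and 0 when adjusted over the list alone), with a median log2 fold change of -0.34. Pik3ca, the catalytic subunit of PI3K, was at -1.33 (SE 0.40, edgeR adjusted p = 0.065), and Akt1, the kinase downstream of it, at 0.51 (SE 0.29, adjusted p = 0.377). In TAC 8W vs Sham, 1 gene of the list rose, Igf1r, the receptor of insulin-like growth factor, at 1.37 (SE 0.32, edgeR adjusted p = 0.0143). There, 2 genes rose and 1 fell when adjusted over the list alone, with a median of 0.42.
The camera adjusted p of the PI3K and AKT core list was 0.55 with Sema 8W and 0.0177 (adjusted p = 0.487 with an estimated correlation) with TAC 8W. At an unadjusted p under 0.05, edgeR gave 0 higher and 5 lower with Sema 8W, where DESeq2 called 0 higher and 2 lower. Without single libraries its median ran from -0.54 to 0.16 with Sema 8W, so its sign is not settled, and from 0.03 to 0.60 with TAC 8W. RNA counts do not measure the phosphorylation by which this pathway acts. The count of the list with Sema 8W was 0 without TAC 8W replicate 1 or 3 or TAC 8W + Sema 8W replicate 1 or 3 and 2 without TAC 8W + Sema 8W replicate 2. With TAC 8W it was 2 without Sham replicate 2, 3 or 6 and 0 without TAC 8W replicate 1. Under other settings, calls were lost by Igf1r with only the groups compared in the fit, against shams 1 to 3 alone, with a term for the set and with a replicate block, and, in settings chosen after seeing the data, by Igf1r in the 12 libraries of the 8-week set and with the trend with GC content and length removed.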

RNA sequencing (RNA-seq) and pathway analysis of differentially expressed genes (DEGs) in left ventricular tissue revealed a strong correlation between the PI3K/AKT signaling pathway and Sema treatment (Fig. 5A). Creb5 is a crucial component of the downstream signaling pathway of PI3K/AKT^32^. It is a member of the Creb (cAMP-responsive element-binding protein) family of proteins^33^. Studies have demonstrated that the Creb family plays a regulatory role in modulating the activity of NR4a1^34^. 

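Most of the 22 genes drawn in Fig. 5B, which code for matrix proteins, receptors and transcription factors, were higher in TAC 8W than in Sham and lower again with Sema 8W. With TAC 8W all 22 had a positive log2 fold change (median 1.90) and 13 rose, or 20 when adjusted over the list alone. With Sema 8W all 22 had a negative one (median -1.66) and 5 fell, or 16 when adjusted over the list alone. These were Thbs1, Hsp90aa1, Vegfa, Tlr4 and Col1a2. Thbs1 was at -3.69 (SE 0.72, edgeR adjusted p = 0.0123) and Hsp90aa1, an inducible chaperone that keeps kinases such as AKT folded, at -2.58 (SE 0.55, adjusted p = 0.0168). Vegfa, the growth factor of blood vessels, was at -1.44 (SE 0.34, adjusted p = 0.0226), Tlr4, a receptor of innate immunity, at -1.43 (SE 0.30, adjusted p = 0.0168), and Col1a2, the partner chain of Col1a1, at -1.53 (SE 0.42, adjusted p = 0.0428). With TAC 8W, Tlr4 was at 1.92 (SE 0.25, edgeR adjusted p = 9.02e-05) and Myc, a transcription factor of growth, at 2.70 (SE 0.46, adjusted p = 0.00127). Itga11 and Fn1 had values of -1.90 (SE 0.64, edgeR adjusted p = 0.101) and -1.82 (SE 0.60, adjusted p = 0.0921) with Sema 8W.
The study chose these genes on the same libraries for their direction, so the counts are not independent evidence of it. Their median ran from 0.94 to 2.21 with TAC 8W and from -1.92 to -0.86 with Sema 8W without single libraries. The number that fell with Sema 8W was 0 without TAC 8W replicate 1 or TAC 8W + Sema 8W replicate 3, 11 without TAC 8W replicate 2, 3 without TAC 8W replicate 3 and 1 without TAC 8W + Sema 8W replicate 1. The number that rose with TAC 8W was 5 without TAC 8W replicate 1. Of the 5 genes named here as changed in TAC 8W + Sema 8W vs TAC 8W, the call held for 0 without TAC 8W replicate 1, 3 without TAC 8W replicate 3 (not Col1a2 and Vegfa) and 1 without TAC 8W + Sema 8W replicate 1 (not Col1a2, Thbs1, Tlr4 and Vegfa). It held for 4 without TAC 8W + Sema 8W replicate 2 (not Col1a2) and 0 without TAC 8W + Sema 8W replicate 3. Under other settings, calls were lost by Col1a2 with RLE size factors, with upper quartile factors, in limma-voom, without the count filter, with only the groups compared in the fit, against shams 1 to 3 alone, against shams 4 to 6 alone and with a replicate block, and, in settings chosen after seeing the data, by Col1a2 in the 12 libraries of the 8-week set and without the 13 mitochondrial genes and by Col1a2, Hsp90aa1, Tlr4 and Vegfa with the trend with GC content and length removed.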

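Nr4a1, a nuclear receptor induced within minutes by stress and growth signals, was at 124 ± 26.6 CPM (SD, n = 3) in TAC 8W and lower, at 42.8, 41.5 and 34.9 CPM, in the 3 libraries of TAC 8W + Sema 8W. The shams fell into 2 levels, with 4.65, 8.46 and 4.36 CPM in shams 1 to 3 and 217, 81.7 and 240 CPM in shams 4 to 6. Creb5, a transcription factor that binds cAMP response elements, was near the limit of detection, at 1.54, 1.06 and 0.918 CPM in TAC 8W, 0.574, 0.454 and 0.345 CPM in TAC 8W + Sema 8W, and 0.164 to 0.81 CPM in Sham. Sham + Sema 8W hearts held 8.29, 4.03 and 6.26 CPM of Nr4a1. Nr4a1 lies on chromosome 15 of mm10 from 101254269 to 101274795 and Creb5 on chromosome 6 from 53287270 to 53700376.

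**Figure D3:**
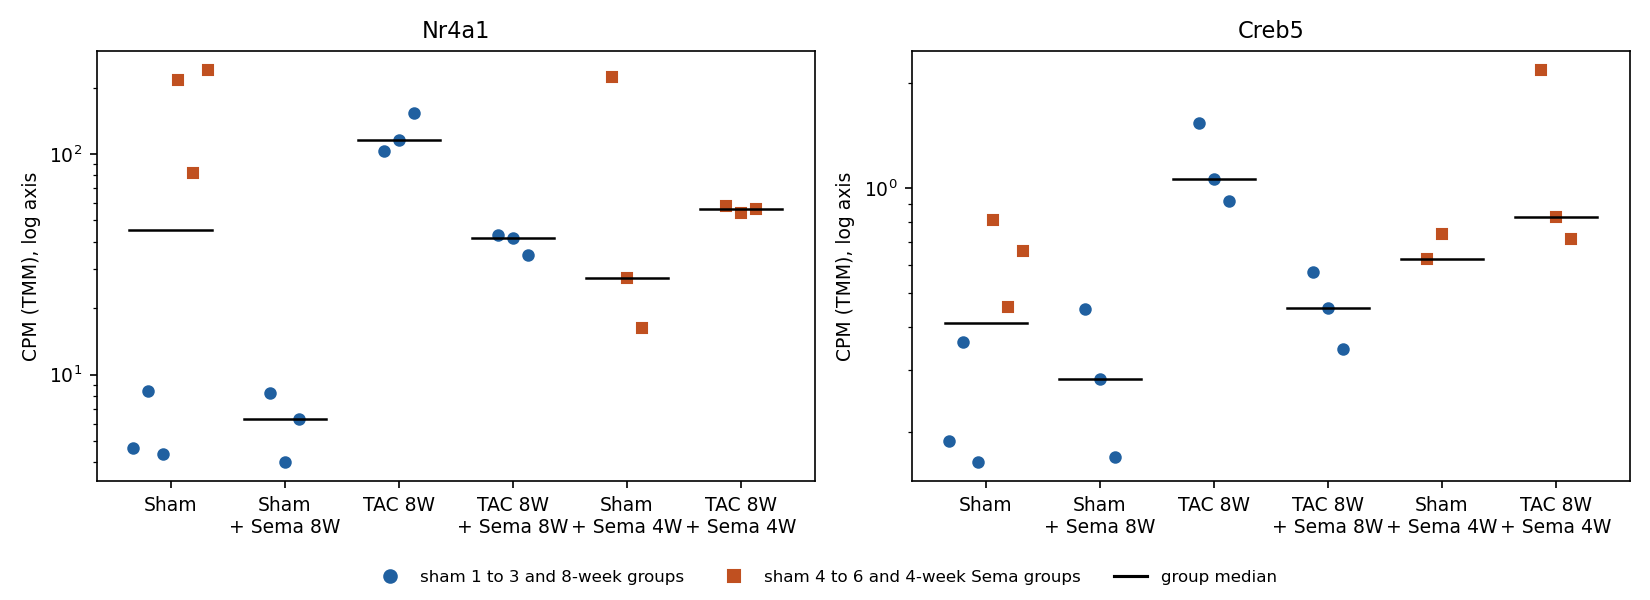
Normalized CPM (TMM scaling, log axis) of Nr4a1 and Creb5 in each library, by group, with symbols by set of libraries (circles, shams 1 to 3 and the 8-week groups; squares, shams 4 to 6 and the 4-week Sema groups) and lines at group medians. Of shams 4 to 6, 2 reach the lowest TAC 8W library in Nr4a1, and 1 Sham + Sema 4W library with 0 CPM of Creb5 is not drawn.

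With all 6 shams, the log2 fold change of TAC 8W vs Sham was 0.42 (SE 0.93, edgeR adjusted p = 0.854) for Nr4a1 and 1.42 (SE 0.58, adjusted p = 0.183) for Creb5. That of TAC 8W + Sema 8W vs TAC 8W was -1.64 (SE 1.1, edgeR adjusted p = 0.467) and -1.35 (SE 0.69, adjusted p = 0.303), with the libraries of TAC 8W all above those of TAC 8W + Sema 8W for both genes. With 3 against 3 libraries, chance gives full separation in either direction for 10% of genes. With the trend of each library with GC content and gene length removed, chosen after seeing the data, Creb5 with Sema 8W was at -0.171 (adjusted p = 0.957). The legend of Fig. 5B gives n = 3 and does not name the shams. With shams 1 to 3 alone the edgeR value for Nr4a1 in TAC 8W was 4.33 (adjusted p = 0.00437), with shams 4 to 6 alone -0.58 (adjusted p = 0.594), and with a term for the set of libraries 4.41 (adjusted p = 0.00213). With only the groups compared in the fit, Nr4a1 with Sema 8W was at -1.56 (adjusted p = 0.0176). In the 12 libraries of the 8-week set, chosen after seeing the data, it was at -1.55 (adjusted p = 0.0107). The joint fit estimates 1 dispersion per gene over all groups, so the 2 levels of Nr4a1 in the shams enter the SE of this comparison, which holds no sham. With only shams 1 to 3 or only shams 4 to 6 in the edgeR fit, adjusted p = 0.189 and 0.184. Creb5 passed in TAC 8W in limma-voom with quality weights, at 1.33 (adjusted p = 0.0393), and in edgeR in those 12 libraries, at 2.18 (adjusted p = 0.0367). With Sema 8W it passed under no setting at an adjusted p under 0.05.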

We further validated the analysis of PI3K/AKT pathway-related DEGs using RNA-seq data and found that Sema significantly reduced TAC-induced activation of the transcription factors (Creb5 and NR4a1) (Fig. 5B). 

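The other genes of the 2 families followed Creb5 and Nr4a1 in part. Of 13 measured genes of the CREB family, 11 had a positive log2 fold change in TAC 8W vs Sham (median 0.52) and 10 a negative one in TAC 8W + Sema 8W vs TAC 8W (median -0.76). None passed edgeR over all genes, and 2 and 2 did when adjusted over the list alone. Creb3l1 and Creb3l2, membrane-bound members released by stress of the secretory pathway, were at -1.37 (SE 0.42, edgeR adjusted p = 0.0687) and -1.39 (SE 0.69, adjusted p = 0.288) with Sema 8W. In the NR4A family of 3 nuclear receptors, Nr4a3 rose by 3.61 (SE 0.79, edgeR adjusted p = 0.00897) with TAC 8W, and its value with Sema 8W was -0.58 (SE 0.89, edgeR adjusted p = 0.775). Nr4a2 was at -0.43 (SE 0.99, edgeR adjusted p = 0.864) with TAC 8W, or 1.95 against shams 1 to 3 alone, and at -1.91 (SE 1.22, adjusted p = 0.437) with Sema 8W. For these genes, calls were lost by Nr4a3 with a replicate block.
At an unadjusted p under 0.05 edgeR gave 5 higher and 0 lower in the CREB family with TAC 8W and 0 higher and 3 lower with Sema 8W. DESeq2 called 0 higher and 0 lower with TAC 8W and 0 higher and 1 lower with Sema 8W. Limma-voom called 1 higher and 0 lower with TAC 8W and 0 higher and 0 lower with Sema 8W, and its quality weights 5 higher and 0 lower and 1 higher and 3 lower. In the NR4A family with Sema 8W, edgeR gave 0 higher and 0 lower at an unadjusted p and DESeq2, limma-voom and quality weights called none. The camera adjusted p of the CREB family was 0.0166 (adjusted p = 0.282 with an estimated correlation) and 0.0916. Its median ran from 0.38 to 0.54 with TAC 8W and from -0.91 to -0.44 with Sema 8W without single libraries. The count of the CREB family was 1 without Sham replicate 2 or 4 or TAC 8W replicate 2 with TAC 8W and 1 without TAC 8W replicate 2 with Sema 8W. The paper reasons from the lower level of Creb5 and NR4a1 under Sema in Fig. 5B, together with published links between PI3K/AKT and Creb5 and between CREB proteins and NR4a1, and from these it proposes an order of action among the 3. It then adds western blots of these proteins, immunoprecipitation of Creb5 with NR4a1 and an experiment with AKT inhibitors. That evidence is at the protein level and was not examined here.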

We concluded that Creb5 may act as a downstream of P13K/Akt to regulate NR4a1. Further analysis via western blotting showed that PI3K, phosphorylated AKT (p-AKT, Ser 473), Creb5, NR4a1 and phosphorylated NR4a1 (p-NR4a1) levels were significantly elevated by TAC, and Sema treatment counteracted these changes (Fig. 5C). The results revealed that TAC induced a synchronized elevation of NR4a1 in the nucleus and mitochondria (Fig. 5D). However, the ratio of nuclear to mitochondrial NR4a1 was decreased (Fig. 5E). Sema application increased the ratio of nuclear to mitochondrial NR4a1, suggesting that Sema reduced NR4a1 expression while decreasing its translocation to mitochondria. Immunoprecipitation experiments also determined that Creb5 and NR4a1 bind to each other in the heart (Fig. 5F). NR4a1 has been extensively studied as a nuclear receptor^35^. We found that treatment with Sema restored TAC-induced elevations in NR4a1 expression and reduced nuclear-mitochondrial translocation (Fig. 5B–E, G, H). These results suggest that Sema can counteract the TAC-induced activation of the PI3K/AKT/Creb5/NR4a1 signaling pathway and reduce NR4a1 nuclear-mitochondrial translocation to ameliorate TAC-induced cardiac remodeling.

**Fig. 5:**
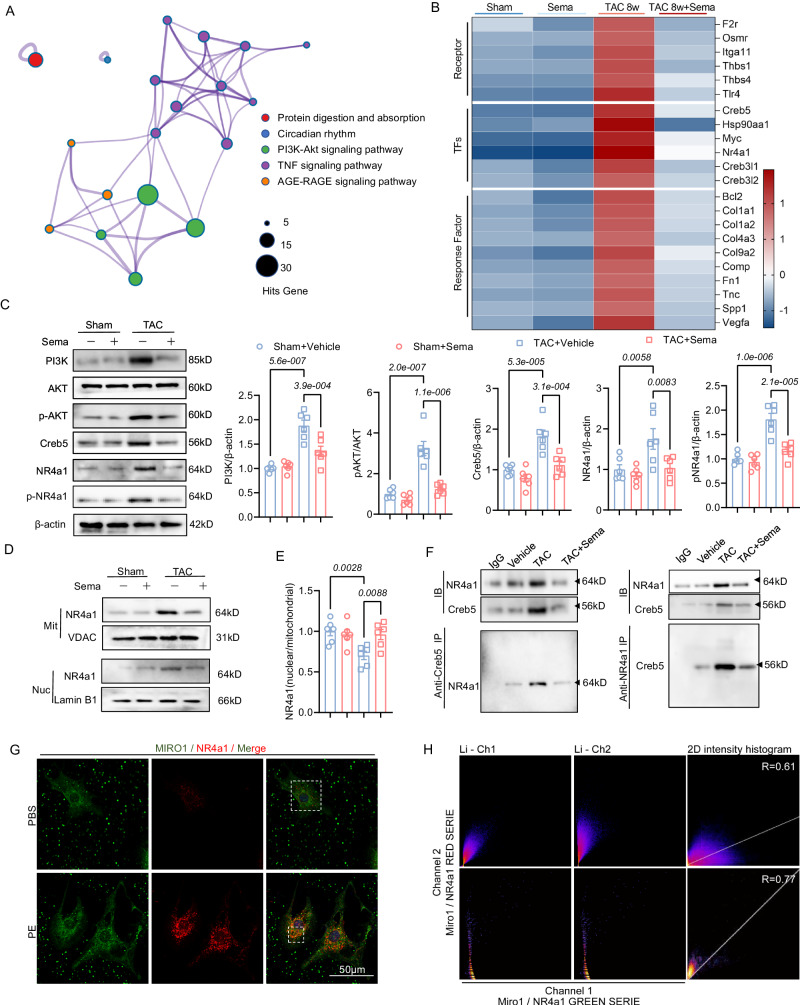
Sema can counteract the PI3K/AKT/Creb5 signaling pathway and reduce NR4a1 expression and mitochondrial-nuclear transport. **A** Based on joint DEGs and Venn diagram analysis, network maps show the key molecular pathways involved in the cardiac remodeling process and regulated by Sema (*n* = 3). **B** Heatmap showing key molecular signatures involved in the cardiac remodeling process and regulated by Sema (*n* = 3). **C** Western blot analysis and quantification of PI3K, AKT, p-AKT, Creb5, NR4a1 and p-NR4a1 in the cardiac tissue of Sema-treated mice 8 weeks after sham or TAC surgery and quantification levels were normalized to β-actin (*n* = 6 independent experiments with similar results); PI3K/β-actin: F (3, 20) = 24.21, *P* = 7.3e-007; pAKT/AKT: F (3, 20) = 34.29, *P* = 4.5e-008; Creb5/β-actin: F (3, 20) = 17.38, *P* = 8.6e-006; NR4a1/β-actin: F (3, 20) = 6.550, *P* = 0.0029; pNR4a1/β-actin: F (3, 20) = 25.74, *P* = 4.5e-007. **D**, **E** Western blot analysis and quantification of NR4a1 in mitochondrial and nuclear proteins and quantification levels were normalized NR4a1 (nuclear/mitochondrial) (*n* = 6 independent experiments with similar results); NR4a1 (nuclear/mitochondrial): F (3, 20) = 5.807, *P* = 5.0e-003. **F** Pull-down analysis showing the binding between Creb5 and NR4a1 in vitro (*n* = 6 independent experiments with similar results). **G**, **H** Representative images of MIRO1 (green) and NR4a1 (red) immunofluorescence staining in NRVMs are shown on the left, and colocalization Pearson’s correlation coefficient (PCC) analysis is shown on the right (scale bar: 50 μm; *n* = 3 independent experiments with similar results). All results are shown as the mean ± SEM, and analysis using one-way ANOVA followed by Bonferroni post hoc test (**C** and **E**) was conducted. For the analysis in (**G** and **H**), a co-localization PCC analysis was used. p values are indicated. Source data are provided as a Source Data file. DEGs, differentially expressed genes; TAC, transverse aortic constriction; NRVMs, neonatal rat ventricular myocytes.

### NR4a1 knockdown ameliorates glucolipid metabolic disorders, mitochondrial dysfunction and pathological cardiac remodeling

We further verified whether Sema affects Creb5/NR4a1 to improve TAC-induced pathological cardiac remodeling and metabolic dysfunction. First, western blotting experiments showed that AKT inhibitors counteracted the elevated expression of Creb5/NR4a1 protein after TAC (Fig. S5A, B). Next, NR4a1 knockdown mice were established using AAV9-shNR4a1 to assess its role in pathological cardiac remodeling. Western blotting experiments were performed to verify the successful establishment of shRNA/shNR4a1 mice (Fig. S6A). The shRNA and shNR4a1 mice were administered Sema or vector intervention under TAC induction or sham surgery for eight weeks. Echocardiographic results showed that NR4a1 deficiency attenuated TAC-induced cardiac dysfunction and increased both EF and FS (Fig. 6A, B). TAC-induced chronic stress resulted in a substantial increase in CSA, whereas these parameters were significantly reduced in NR4a1 knockdown mice (Fig. 6C, D). Previous studies have examined the effects of NR4a1 on mitochondrial function and structure^36^. Western blotting results suggested that NR4a1 knockdown can correct the impaired myocardial mitochondrial respiratory function caused by TAC-induced chronic stress (Fig. 6F–F), as evidence ATP5a, UQCRC2, MTCO1, SDHB and NDUF88 expression were significantly upregulated after NR4a1 knockdown. Impairment of mitochondrial function and structure is closely associated with HF, while disruption of glucolipid metabolism and mitochondrial damage can influence each other^37^. Then, we performed mass spectrometric metabolomic analysis of cardiac tissue from NR4a1 knockdown mice. The analysis revealed that NR4a1 knockdown counteracted the increase in glycolytic products and decreased TCA products and free fatty acid accumulation in pathological cardiac remodeling (Fig. 6G). This suggests that NR4a1 knockdown alters myocardial energy substrate utilization in response to the energy demands of pathological cardiac remodeling. Overall, these results suggest that the ameliorative effects of Sema on TAC-induced pathological cardiac remodeling are mainly dependent on the regulation of NR4a1 by Sema.

**Fig. 6:**
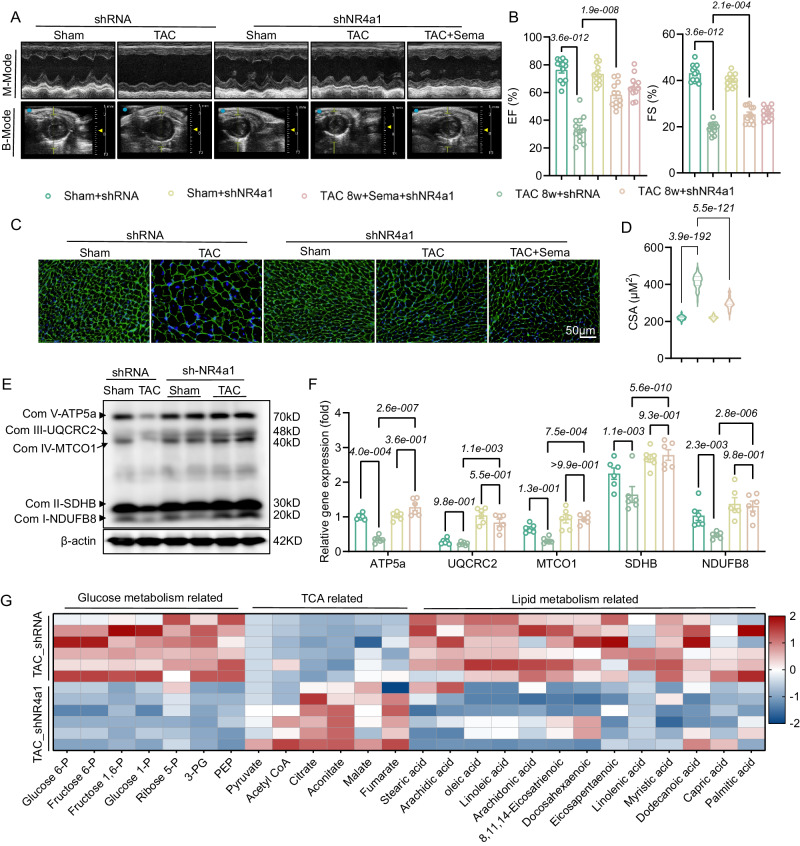
NR4a1 knockdown ameliorates disorders of glucolipid metabolism and ameliorates pathological cardiac remodeling. **A** Representative B- and M-mode echocardiographic imaging of shRNA/shNR4a1 mouse hearts. **B** Echocardiographic analysis of EF and ES in mice (*n* = 12); EF: F (4, 55) = 48.91, *P* = 1.7e-017; FS: F (4, 55) = 130.9, *P* = 2.0e-027. **C**, **D** Myocardial hypertrophy was detected by WGA staining and then quantitatively analyzed in shRNA/shNR4a1 mice (*n* = 6); F (3, 396) = 2018, *P* = 1.70e-239. **E**, **F** Western blot analysis and quantification of the mitochondrial respiratory chain proteins ATP5a, UQCRC2, MTCO1, SDHB and NDUF88 in the cardiac tissue of shRNA/shNR4a1 mice after sham or TAC surgery (*n* = 6 independent experiments with similar results); F (12, 100) = 1.789, *P* = 6.0e-002, F (4, 100) = 161.5, *P* = 1.0e-042, F (3, 100) = 62.10, *P* = 9.4e-023. **G** Mass spectrometry-based analysis of glycolipid metabolism and TCA-related substances in shRNA/shNR4a1 mice 8 weeks after sham or TAC surgery (scale bar: 50 μm; *n* = 6). All results are shown as the mean ± SEM, and analysis using one-way ANOVA followed by Bonferroni post hoc test (**B**, **D** and **F**) was conducted. p values are indicated. Source data are provided as a Source Data file. EF, ejection fractions; FS, fractional shortening; WGA, wheat germ agglutinin; TAC, transverse aortic constriction.

### Knockdown of NR4a1 abrogates cardiomyocyte hypertrophy and mitochondrial functional structure in vitro

To determine whether NR4a1 resists hypertrophy and ameliorates mitochondrial structure and function in isolated cardiomyocytes. We performed in vitro experiments with NRVMs and used PE to induce stress load-induced cardiac hypertrophy. We transfected NRVMs with NR4a1 siRNA or control siRNA, and the western blotting results showed successful transfection (Fig. S7A, B). The immunofluorescence results showed that the control siRNA administered with PE stimulation increased cardiomyocyte size, and the mRNA levels of BNP, ANP, and β-MHC were significantly increased. These effects were disrupted by NR4a1 knockdown (Fig. 7A, B). Then, we verified the effect of NR4a1 on mitochondria in isolated hypertrophic cardiomyocytes, and mitochondrial immunofluorescence staining showed that NR4a1 knockdown abrogated PE-induced mitochondrial division (Fig. 7C). In addition, we measured the OCR of NRVMs in vitro. In the NRVMs stimulated with PE and transfected with control siRNA, oxidative respiration was significantly decreased, and ATP production decreased. However, in NRVMs transfected with NR4a1 siRNA, oxidative respiration was significantly improved, and ATP production was increased (Fig. 7D, E). These results suggest that the knockdown of NR4a1 also abrogated PE-stimulated cardiomyocyte hypertrophy and mitochondrial dysfunction in vitro.

**Fig. 7:**
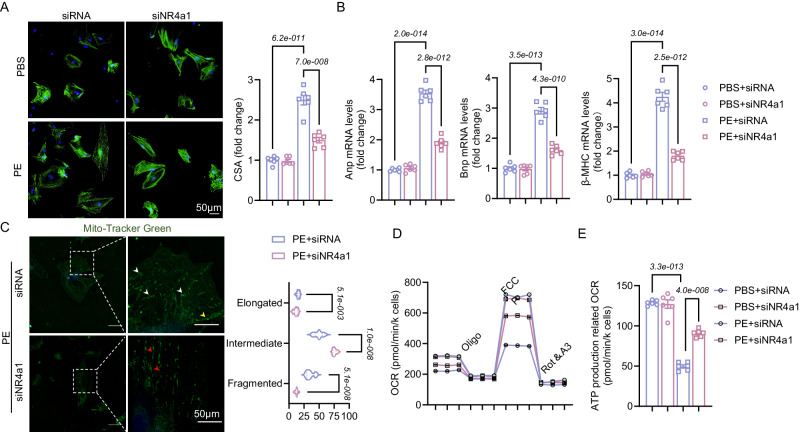
NR4a1 knockdown improves the effects of pathological cardiac remodeling and mitochondrial function in vitro. **A** Immunofluorescence staining and quantification of a-actinin in NRVMs reproducing siRNA/siNR4a1 virus after PE/PBS stimulation (scale bar: 50 μm; *n* = 3 independent experiments with similar results); F (3, 20) = 86.03, *P* = 1.3e-011. **B** The mRNA levels of the myocardial hypertrophy indicators ANP, BNP and β-MHC (scale bar: 50 μm; *n* = 6); Anp: F (3, 20) = 279.7, *P* = 1.7e-016; Bnp: F (3, 20) = 149.5, *P* = 7.3e-014; β-MHC: F (3, 20) = 213.2, *P* = 2.4e-015. **C** Representative confocal image of mitochondrial morphology stained by MitoTracker and the quantification of fragmented, intermediate, and elongated mitochondria (scale bar: 50/20 μm; *n* = 6). **D** NRVMs transfected with siRNA and siNR4a1 were subjected to an OCR assay. OCR was normalized by the total number of cardiomyocytes in each group (six pore cells per group; *n* = 6). **E** ATP production-coupled respiration in D (*n* = 6); F (3, 20) = 149.7, *P* = 7.2e-014. All results are shown as the mean ± SEM, and analysis using a one-way ANOVA followed by Bonferroni post hoc test (**A**–**C** and **E**) was conducted. For the analysis in **D**, repeated measures two-way ANOVA followed by Sidak post hoc test was conducted. p values are indicated. Source data are provided as a Source Data file. PE, phenylephrine; NRVMs, neonatal rat ventricular myocytes; OCR, oxygen consumption rate; FCCP, carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone.

### NR4a1 overexpression counteracts the ameliorative effect of Sema on pathological myocardial remodeling

To provide more convincing evidence that NR4a1 in cardiomyocytes is the target for the effect of Sema on TAC-induced pathological cardiac remodeling, we established a mouse model injected with AAV9-NR4a1. We performed TAC surgery in NR4a1-overexpressed mice, and evaluated the viral efficiency in hearts 8 weeks later (Fig. S6B), the results indicated that the heart transfection was successful, but did not significantly affect the expression of NR4a1 in the liver, kidney and brain (Fig. S6B, Fig. S6E). As expected, overexpression of NR4a1 in cardiomyocytes did not exacerbate the TAC-induced reduction in LVEF and LVFS but counteracted the therapeutic effect of Sema on TAC-induced cardiac dysfunction (Fig. 8A, B). After TAC surgery, the myocardial size and CSA of mice treated with AAV9-NR4a1 injection were also not reduced after Sema treatment (Fig. 8C–E). Furthermore, we detected the protein levels of mitochondrial respiratory chain complexes in cardiac tissues from mice with NR4a1 overexpression and those with NR4a1 knockdown and found that mitochondrial respiratory function improved in Sema-treated mice with or without NR4a1 knockdown eight weeks after TAC. In contrast, mitochondrial respiration-related protein was inhibited in mice overexpressing NR4a1 with or without Sema treatment (Fig. S6C–D). Overall, these data suggest that NR4a1 overexpression alone does not exacerbate TAC-induced pathological cardiac remodeling but counteracts the therapeutic effect of Sema, further confirming that NR4a1 is a target of Sema in pressure overload-induced cardiac remodeling and dysfunction.

**Fig. 8:**
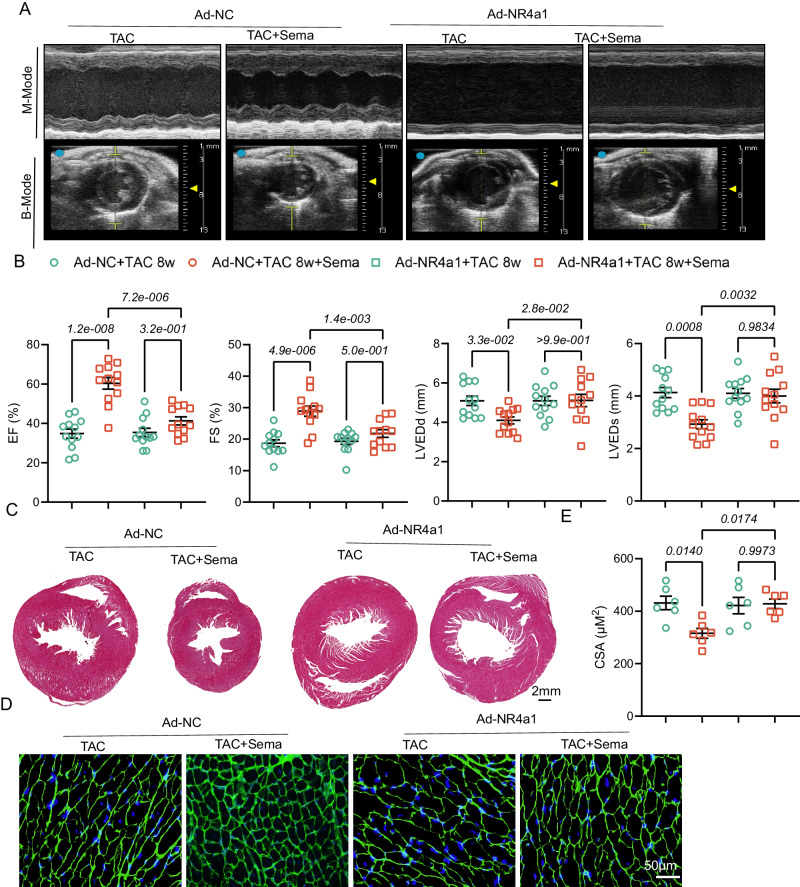
NR4a1 overexpression exacerbates cardiac remodeling and dysfunction in mice that underwent TAC for eight weeks. **A** Representative B- and M-mode ultrasound images of AAV9-NC and AAV9-NR4a1 mice 8 weeks after sham or TAC surgery. **B** Echocardiographic analysis of EF, FS, LVIDd and LVIDs in mice (*n* = 12); EF: F (3, 44) = 24.81, *P* = 1.5e-009; FS: F (3, 44) = 13.84, *P* = 1.7e-006; LVIDd: F (3, 44) = 4.115, *P* = 1.2e-002; LVIDs: F (3, 44) = 7.995, *P* = 0.0002. **C** Representative histopathological cross-sectional images of mouse hearts (scale bar: 2 mm; *n* = 6). **D**, **E** Myocardial hypertrophy was detected by WGA staining and then quantitatively analyzed (scale bar: 50 μm; *n* = 6); F (3, 20) = 5.364, *P* = 0.0071. All results are shown as the mean ± SEM, and analysis using one-way ANOVA followed by Bonferroni post hoc test (**B** and **E**) was conducted. p values are indicated. Source data are provided as a Source Data file. AAV9, adeno-associated virus 9; TAC, transverse aortic constriction; EF, ejection fractions; FS, fractional shortening; LVIDd, diastolic left ventricular internal diameters; LVIDs, systolic left ventricular internal diameters; WGA, wheat germ agglutinin.

## Discussion

Although numerous studies have shown that cardiac energy metabolism is altered in pathological cardiac remodeling and that the resulting myocardial energy deficit can lead to further HF, there is minimal research on therapeutic targets and drugs based on this energy shift^2,38^. Sema ameliorated and reversed the cardiac dysfunction of myocardium remodeling induced by chronic stress loading and significantly reduced cardiomyocyte volume and matrix collagen deposition. Vacuolization, swelling, and cristae breaks of mitochondria were observed in pressure-overloaded hearts. These alterations trigger disorders in the mitochondrial oxidative respiratory chain and ATP production capacity. However, these disorders can be treated and prevented by Sema. These data suggest that changes in mitochondrial structure and function induce a metabolic paradigm shift. This allows more glucose to enter the glycolytic process but not be fully oxidized. This occurs in parallel with a decrease in fatty acid consumption, resulting in lipid accumulation. The role of the pyruvate-lactate axis metabolic pattern in the control of hypertrophy has been reported^39^. In contrast, we found that Sema decreases glycolysis and free fatty acid accumulation by maintaining mitochondrial function and promoting the TCA cycle to increase the energy supply. Mechanistically, we demonstrated that Sema exerts its regulatory effect on myocardial energy metabolism via the regulation of Creb5/NR4a1 in vitro and in vivo. Transcriptional activation of NR4a1 by Creb5 disturbed the balance of glycolipid metabolism and promoted glycolysis and lipid accumulation. Sema can counteract the transcriptional activation of Creb5/NR4a1 in myocardium remodeling. In summary, we conclude that Sema is a potential drug that can improve myocardial energy metabolism in pathological cardiac remodeling and thus achieve therapeutic effects.

The majority of ATP in the healthy heart is derived from mitochondrial oxidative metabolism, whereas the end-stage failing heart undergoes a drastic shift in energy metabolism. Van Bilsen et al. proposed that in the initiation of HF, myocardial fatty acid, glucose, ketone body, and branched-chain amino acid metabolism is disturbed, leading to alterations in myocardial structure and function^26,40^. Moreover, metabolic disturbances contribute to the disruption of mitochondrial morphology and function. Subsequently, metabolic changes and loss of mitochondrial function reinforce each other and further aggravate the process of HF^24,41^. Fusion and fission cycles are critical for mitochondrial function and biogenesis. OPA1 is obligatory for the regulation of mitochondrial inner membrane fusion, and Mfn1/2 coordinates mitochondrial outer membrane integration^42^. However, fission is executed by Drp1 in response to various physiological cues^43^. Consistently, enhanced O-GlcNAcylation of Drp1 in failing hearts promotes mitochondrial fragmentation and inhibits mitochondrial DNA repair^44^. Sema has an ameliorative effect on metabolic disorders in patients with obesity, but the mechanism is unknown. In contrast, we found that Sema regulates the expression of mitochondrial regulatory proteins, reduces mitochondrial fission, and restores the expression of mitochondrial respiration-related complex proteins in response to stress. Our study verified that Sema markedly improved mitochondrial morphology and function in HF (Fig. 5), which may provide a mechanism for Sema to act on metabolic disorders.

Myocardial energy substrates are biased towards glycolysis to ensure a continuous energy output. Increased glycolysis increases pyruvate production, but reduced pyruvate oxidation leads to a reduction in substrates entering the TCA to produce ATP. Excess pyruvate produces lactic acid, and high lactate levels increase visceral fibrosis and cardiac dysfunction^45^. A decrease in the expression of fatty acid transporter proteins and key rate-limiting enzymes of β-oxidation impairs fatty acid oxidation. The mismatch between uptake and oxidation results in lipid accumulation, thereby producing unfavorable lipid substances, such as ceramides and diacylglycerols. This lipid accumulation leads to mitochondrial dysfunction, which in turn exacerbates HF^41^. Fatty acid accumulation causes insulin resistance through insulin signaling cascades, which counteracts increased glucose uptake and glycolysis^46^. Glucose serves as the most efficient energy substrate (ATP production/O_2_ consumption). Theoretically, increased glucose utilization could alleviate HF energy deficiency. Nevertheless, we found a reduction in the expression of fatty acid transport proteins (e.g., CD36) and β-oxidation key rate-limiting enzymes (e.g., ACOX1) upon pressure overload, which caused a reduction in fat oxidation and fatty acid accumulation (Fig.  4B, E). Simultaneously, mitochondrial respiratory chain-associated complexes (e.g., ATP synthase) function abnormally and deter complete glucose oxidation (Figs.  3A, 4A). Increased myocardial glycolysis leads to enhanced O-GlcNAcylation-mediated mitochondrial dysfunction and structural damage^47^. However, O-GlcNAcylation interferes with electron transport chain processes and enzymes involved in aerobic respiration, further interfering with substrate oxidation processes^33,48^. Moreover, the upregulation of glycolytic bypass pathways, such as Hexosamine Biosynthetic Pathway (HBP), exacerbates glycation levels and contributes to cardiac hypertrophy^49^. Based on the reduced fatty acid oxidation and lipid accumulation in the remodeled myocardium, can we increase fatty acid oxidation to reverse cardiac function? Surprisingly, clinical trials have shown that beta-lipid-lowering drugs do not affect new-onset HF^50^. Furthermore, the use of acipimox (a lipolytic inhibitor), which substantially reduces free fatty acids but causes a sudden decline in cardiac function in patients with dilated cardiomyopathy, has no effect on healthy individuals^51^. We can conclude that directly reversing the metabolism of the failing heart back to fatty acid oxidation as a substrate for myocardial energy may instead be detrimental to cardiac function. Therefore, directly promoting glucose oxidation, rather than reversing it to normal metabolism, may be more useful to improve energy metabolism in the failing heart.

The ongoing quest for efficacious treatments in HF has underscored the imperative need for therapeutic agents capable of enhancing mitochondrial function and promoting glucose oxidation, thereby addressing the critical energy deficit prevalent among HF patients. Despite the potential of certain compounds, such as DCA and elamipretide, to augment these metabolic pathways, their clinical application remains constrained by adverse toxicological profiles and insufficient efficacy in patient populations^10,12^. This delineates a significant therapeutic void, necessitating the exploration of compounds with minimized side effects and heightened clinical action. Further expanding our understanding of metabolic regulation post-myocardial infarction, GLP-1RA have emerged as vital players^52^. Untargeted metabolomic analyzes conducted on the ventricles of infarcted mice reveal that mitochondria and metabolism constitute the principal targets of short-acting GLP-1RA therapy in the aftermath of an infarction^53,54^. In this context, our study introduces Sema as a promising candidate poised to bridge this gap. Notably, Sema has demonstrated its potential by engaging in the regulation of the oxidative respiratory chain complex. This involves key processes such as the dimerization of ATP synthase (Complex V), a pivotal step in maintaining mitochondrial function and morphology. Such regulatory mechanisms are crucial for enhancing ATP production, which in turn meets the increased myocardial energy demands by attenuating free fatty acid concentrations and optimizing the TCA cycle.

Acetyl coenzyme A, which is increased during glycolysis, is one of the substrates of glycosylation (Fig. 4A). The glycolytic bypass HBP pathway is increased after TAC, and glycosylation levels are increased^49^. However, the increases in glycosylation levels due to HBP can increase susceptibility to HF^55^. The PPP produces lipid precursors, promotes nucleotide metabolism and increases NADPH production^56^. However, G6PD glycosylation reduces the production of NADPH, allowing elevations in the PPP that promote lipid and nucleotide synthesis^57^. Moreover, nucleotide metabolism and cardiomyocyte hypertrophy are closely related^58^. This suggests that HBP and PPP products may interact to influence cardiac hypertrophy. Our study confirms this conjecture, as the activation of the PPP was consistent with lipid accumulation and cellular hypertrophy (Figs.  1 and 4).

NR4a1 is a pivotal transcription factor that plays a significant role in pathological myocardial remodeling. Reduced expression of NR4a1 and its dependent activation of the HBP have been shown to mitigate adverse myocardial remodeling^59^. Additionally, NR4a1 has been identified as a key regulator in inhibiting cardiac fibrosis following myocardial infarction by modulating glycolysis^60^. Despite its crucial functions, NR4a1 lacks an identified endogenous ligand^61^. Studies have identified several structurally diverse compounds that activate or inactivate nuclear NR4a1^62^. Notably, Cytosporone B, a natural agonist for NR4a1, has been explored for its therapeutic potential in cancer and fibrosis-related diseases^63^. Moreover, the compound ethyl 2-[2,3,4-trimethoxy-6-(1-octanoyl) phenyl] acetate (TMPA) has demonstrated antagonistic effects on NR4a1 function in diabetic mice, offering promising avenues for metabolic disorder management^64^. However, the implications of these compounds for nuclear transcription modulation of NR4a1 and their effects on nuclear translocation within the context of cardiovascular disease remain unexplored. The dual nature of NR4a1’s activity necessitates a balanced approach to its modulation, reflecting the variable trends observed across different experimental models. The regulation of NR4a1 extends beyond direct modulators, involving critical signaling pathways such as PI3K/AKT and downstream factors like Creb^65^. Creb has been implicated in neuroinflammation amelioration and blood-brain barrier stabilization post-intracerebral hemorrhage through NR4a1 regulation^34^. Given Creb5’s role as an important downstream effector of PI3K/AKT and a member of the Creb family, the potential regulatory influence of Creb5 on NR4a1 warrants investigation. Our study introduces Sema, highlighting its capacity to correct abnormal NR4a1 expression mediated by Creb5 in the TAC model, thus ameliorating metabolic dysregulation associated with myocardial remodeling. Transcriptomic analyzes have further elucidated the dependency of Sema’s therapeutic effects on the Creb5/NR4a1 axis, specifically in the regulation of glycolipid metabolism during pathological myocardial remodeling (Fig. 5).

Notably, NR4a1’s translocation from the nucleus to mitochondria underscores its vital role in mitochondrial function regulation^66^, suggesting that targeting NR4a1 to improve metabolism may offer significant therapeutic benefits. Our research demonstrated increased NR4a1 expression and phosphorylation under stress conditions, accompanied by its nuclear-to-mitochondrial translocation, thereby disrupting mitochondrial integrity (Figs.  5 and 6). Through the employment of adenoviral constructs for NR4a1 knockout and overexpression, we validated Sema’s beneficial effects on glucolipid metabolism and mitochondrial dysfunction in pathological myocardial remodeling via NR4a1 modulation (Figs.  6–8). Sequencing data from the Sema reversal experiment indicated a consistent trend in genes within the Creb5/NR4a1 pathway with those observed in initial Sema treatment, highlighting the significance of this regulatory axis (Fig. S2C, Fig. 5B). Moreover, the regulation of cell migration, primarily mediated by the MAPK and ERK cascades (Fig. S2E), was validated to influence myofibroblast behavior through NR4a1 modulation^67^. Moreover, metformin’s ability to ameliorate hyperglycemia-induced endothelial dysfunction by modulating NR4a1^68^, suggests a close relationship between NR4a1 and vascular development. Additionally, NR4a1 is implicated in high-fat-associated endothelial dysfunction through the promotion of the CaMKII-Parkin-mitochondrial autophagy pathway in endothelial cells^69^, highlighting the importance of mitochondrial pathway regulation by NR4a1. 

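In the reversal experiment Nr4a1 lay at 58.4, 54.3 and 56.4 CPM in the 3 libraries of TAC 8W + Sema 4W, below each TAC 8W library, and Creb5 at 2.18, 0.824 and 0.715 CPM, 1 library above all 3 of TAC 8W and 2 below them. The log2 fold change against TAC 8W was -1.14 (SE 1.10, edgeR adjusted p = 0.554) for Nr4a1 and 0.04 (SE 0.67, adjusted p = 0.98) for Creb5. Sham + Sema 4W held 224, 27.4 and 16.3 CPM of Nr4a1. Of the 16 genes drawn in Fig. S2C, 9 fell with Sema 4W and 0 rose (13 and 1 when adjusted over the list alone, median -2.26). Col1a2 was at -2.24 (SE 0.43, edgeR adjusted p = 0.0109), while Tnc, tenascin of the injured matrix, was at 2.06 (SE 0.71, edgeR adjusted p = 0.108) and Hsp90aa1 at 1.05 (SE 0.52, adjusted p = 0.25). Of the genes drawn in Fig. 5B, 7 fell with Sema 4W and 0 rose (10 and 1 when adjusted over the list alone, median -1.54).
Both lists were chosen by the study on these libraries, so their direction is not independent evidence. With a term for the set of libraries, the edgeR value for Nr4a1 with Sema 4W was -6.08 (adjusted p = 0.0142) and that for Creb5 -1.32, not past the threshold. The term is estimated from the shams, so it carries the gap in Nr4a1 between shams 4 to 6 and shams 1 to 3. Not all Sham + Sema 4W libraries, placed in the set of shams 4 to 6, lay as high as those shams. Whether the gap is an offset of the whole set is therefore open. With only the groups compared in the edgeR fit, Nr4a1 was at -1.12 (adjusted p = 0.101). Creb5 was at -0.62 without TAC 8W + Sema 4W replicate 1, at -0.02 without TAC 8W replicate 2 and at -0.10 without TAC 8W replicate 3. The medians with Sema 4W ran from -2.52 to -1.21 for Fig. S2C and from -1.83 to -0.61 for Fig. 5B without single libraries. Counted in both directions, the genes past the threshold in the genes of Fig. S2C and Fig. 5B numbered 0 and 0 without TAC 8W replicate 1, 1 and 1 without TAC 8W + Sema 4W replicate 1, 1 and 1 without TAC 8W + Sema 4W replicate 2. They numbered 13 and 11 without TAC 8W + Sema 4W replicate 3, and 1 and 1 with a term for the set of libraries. Of the genes named here, calls were lost by Col1a2 with only the groups compared in the fit and with a term for the set. From the trend shared by Fig. S2C and Fig. 5B, the paper reasons that the Creb5/NR4a1 axis is of significance for the action of Sema.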

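Genes that respond to MAPK and ERK signaling, the kinase cascade downstream of growth factor receptors, tended to lower levels with Sema 4W than in TAC 8W. Of 15 genes of the MAPK and ERK feedback list, 13 had a negative log2 fold change (median -1.17) and 0 passed edgeR over all genes, or 8 lower and 1 higher when adjusted over the list alone. Etv4, a transcription factor activated by ERK, was at -2.64 (SE 0.87, edgeR adjusted p = 0.0949) after a rise of 3.09 (SE 0.69, edgeR adjusted p = 0.0105) with TAC 8W, and Egr1, an early response gene, at -2.24 (SE 0.74, edgeR adjusted p = 0.0929). With TAC 8W, Etv4 was the 1 gene of the list that rose (4 when adjusted over the list alone, median 0.96). Among the cell migration genes, Hbegf, a growth factor shed from the cell surface, rose by 2.85 (SE 0.37, edgeR adjusted p = 9.02e-05) and Tgfb2, a transforming growth factor, by 2.89 (SE 0.43, adjusted p = 2.99e-04) with TAC 8W, and their values with Sema 4W were -0.50 (SE 0.44, edgeR adjusted p = 0.512) and -1.59 (SE 0.52, adjusted p = 0.0898). S1pr1, a sphingosine receptor of blood vessels, rose by 1.48 (SE 0.33, edgeR adjusted p = 0.0104) with TAC 8W.
At an unadjusted p under 0.05, edgeR gave 1 higher and 10 lower in the MAPK and ERK feedback list with Sema 4W, and DESeq2 called 1 higher and 6 lower, limma-voom 0 higher and 1 lower and its quality weights 2 higher and 9 lower. The camera adjusted p of the list was 3.59e-04 with Sema 4W (adjusted p = 0.536 with an estimated correlation) and 3.62e-06 with TAC 8W (adjusted p = 0.19 with an estimated correlation). The median of the list ran from -1.36 to -0.78 with Sema 4W and from 0.61 to 1.29 with TAC 8W without single libraries. RNA counts do not measure the activity of the kinases. The count with Sema 4W was 2 without TAC 8W replicate 2 and 5 without TAC 8W + Sema 4W replicate 3, and with TAC 8W 2 without Sham replicate 4, 0 without TAC 8W replicate 1 and 2 without TAC 8W replicate 2. Of the 4 genes named here as changed in TAC 8W vs Sham, the call held for 2 without TAC 8W replicate 1 (not Etv4 and S1pr1) and 3 without TAC 8W replicate 3 (not S1pr1). Under other settings, calls were lost by Etv4 and S1pr1 against shams 1 to 3 alone and with a replicate block and by S1pr1 with a term for the set.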

The intricate relationship between NR4a1 and various metabolic and cellular pathways underscores its therapeutic potential, particularly in myocardial remodeling and associated metabolic disorders. Our findings concerning Sema’s modulation of NR4a1 through the Creb5 pathway offer insights into potential treatments for cardiovascular diseases, paving the way for future research in this domain.

The map of drug targeting at single-cell predicts the Sema showed strongest effects on P cells compared with other cardiac cells. And P cells were found to promote autonomic nervous activity through nerve growth factor (NGF) signaling^70^. Acetylcholine released by autonomic nervous of the vagal nerve in hearts mainly acts on myocardial M muscarinic receptors. In the cardioprotection provided by remote ischemic regulation, the vagus nerve stimulates intestinal peptide secretion of GLP-1, and then GLP-1R activation reduces the size of myocardial infarction by a mechanism involving M muscarinic receptors^71^. M muscarinic receptor activation has been shown to improve cardiac function in various heart diseases^72,73^. Additionally, recent research has included muscarinic receptor activation as a potential cardiac beneficial signaling pathway in the analysis of myocardial transcriptomics in mice with myocardial infarction^74^. Therefore, we speculate that the protective effect of Sema in myocardium remodeling may also be related to the activation of M muscarinic receptors. We performed M muscarinic receptor blockade experiments with Atro and found that the improvement of Sema on cardiac function were significantly blocked by Atro (Fig. S8), and Atro blockade does not affect the weight loss effect of Sema (Fig. S8A), which also suggests that the effect of Sema on the heart may be independent of its effect on body weight. Recent studies have confirmed that the anti-inflammatory benefits of Sema require GLP-1R in the central nervous system (CNS), and Atro blocks do not affect the anti-inflammatory effects of GLP-1RA^75^. This difference may be due to the fact that GLP-1R in the CNS is predominantly located on neurons and GLP-1R in the heart is predominantly located on P cells, and the physiological functions of the two types of cells are very different. In summary, we believe that Sema may exert cardioprotective effects by activating GLP-1R expressed by P cells, triggering the release of acetylcholine, and regulating ventricular function by activating M muscarinic receptors. Although this conclusion is not supported by exhaustive experiments, these findings still provide the possibility that Sema modulates ventricular muscle through acetylcholine.

In conclusion, as GLP-1RA glucose-lowering drugs have been increasingly used in clinical practice, their cardiovascular benefits have also been identified. Our study validated the clinically relevant finding that Sema, a GLP-1RA, has significant therapeutic effects on pathological myocardial remodeling. More importantly, Sema was shown to regulate myocardial energy metabolism based on the regulation of NR4a1 in pathological cardiac remodeling. Specifically, Sema not only reduces glycolysis and free fatty acid accumulation but also increases glucose oxidation and promotes the conversion of its metabolite pyruvate to the TCA cycle. Thus, the TCA produces more ATP for myocardial energy supply, which ameliorates hypertrophy, fibrosis and cardiac dysfunction in pathological cardiac remodeling. In conclusion, this study not only identifies Sema as a potential therapeutic agent for pathological myocardial remodeling but also suggests NR4a1 as a key target for regulating the myocardial glucolipid metabolic pathway. More importantly, the study may have valuable implications for patients with HF with obesity in clinical practice.

### Limitations of the study

In this comprehensive evaluation of Sema’s impact on myocardial remodeling, our investigation employed a dose-response approach, administering 4.0, 12.0, or 60.0 mg/kg/day of Sema. The findings highlight a dose-dependent reduction in body weight across these doses without liver function compromise (Fig. 1), with both the lowest and highest doses of Sema providing protective effects against pathological myocardial remodeling. Interestingly, the intermediate dose of 12.0 mg/kg/day was associated with diminished cardiac function, suggesting a nuanced relationship between Sema dosage and cardiac health that warrants further exploration to understand the underlying mechanisms fully. Moreover, the exclusive use of male mice limits the generalizability of these findings across genders, pointing to the need for gender-inclusive studies to fully ascertain the therapeutic potential of Sema. Furthermore, while the TAC model is a robust method for simulating pressure overload-induced cardiac hypertrophy in rodents^76^, it falls short of capturing the multifaceted etiology of human cardiac disease, including genetic predispositions and susceptibility factors. This limitation emphasizes the importance of employing diverse experimental models to enhance our understanding of Sema’s therapeutic implications in a broader, more clinically relevant context.

## Methods

### Animals

All animal experiments were performed using male mice to ensure that sex difference influences were excluded, and all animals were housed in specific pathogen-free (SPF) facilities condition with 20-25 °C temperature and 45-55% humidity on a regular 12-hour lightdark cycle, and approved by the Animal Welfare Ethics Committee at Renmin Hospital of Wuhan University (No. WDRM20220803B). All mice were fed with an irradiated chow diet (#1035 for reproductive feeding and #1025 for maintenance feeding, Beijing HFK Bioscience Co., Ltd, Beijing, China), with free access to drinking water. C57BL/6 J male mice were purchased from the Institute of Laboratory Animal Science, Chinese Academy of Medical Sciences (Beijing, China). The 8-week-old male mice were acclimated in a quarantine room for 1 week before the subsequent experiments. In the TAC surgical induce model of pathological myocardial remodeling under chronic pressure overload, all the male mice injected with Sema and its vehicle underwent TAC surgery or sham surgery as a control group^77^. Sema was purchased from the Master of Bioactive Molecules, and was used based on available studies and biopotency conversions^78,79^. Mice were injected intraperitoneally with doses of 4.0, 12.0 or 60.0 μg/kg/day or the control drug-solution vehicle for eight weeks for subsequent experiments^79^. Atropine (Atro) was purchased from the Master of Bioactive Molecules. The male mice were intraperitoneally injected with Atro 1 mg/kg/day for blocking M muscarinic receptors. Body weight was monitored and recorded weekly.

### Adeno-associated virus 9 construction of NR4a1 overexpression or knockdown mouse model

To specifically knock down NR4a1 in cardiomyocytes, adeno-associated virus 9 (AAV9) carrying short hairpin NR4a1 (AAV9-shNR4a1) with cTNT as the promoter and its control vector (AAV9-shRNA) were constructed by Design Gene Biotechnology (Shanghai, China). The AAV9-shNR4a1 or AAV9-shRNA was orbitally injected at 50 μl per mouse (1×10^13^ pfu/ml). To specifically overexpress NR4a1 in cardiomyocytes, AAV9 carrying NR4a1 (AAV9-NR4a1) genomic particles and vector with green fluorescent protein (AAV9-NC) were injected in male mice via orbital veins. One week later, TAC surgery was performed and Sema treatment was administered. Then, the heart was collected eight weeks after the administration of the treatment.

### Echocardiograph

Echocardiography was performed at 4 or 8 weeks after TAC. Echocardiography was analyzed with a 10-MHz linear array ultrasound transducer equipped with a 30-MHz probe (Vevo 3100 system Visual Sonics)^77,80^. First, the mice were anaesthetised with a mixture of 4% isoflurane and 0.5 L/min oxygen. Conductive adhesive was applied to the copper plate of the physiological information monitoring table and the paws of the mice were secured to obtain electrocardiogram (ECG) and respiratory information. The probe was positioned in the parasternal short-axis view and M-mode ultrasound images were acquired for left ventricular internal dimension at end-diastole and end-systole (LVIDd and LVIDs). Multiple cardiac cycles were tracked and traced along the endocardial (Endo) trajectory of the anterior wall of the LV, and then the Endo of the posterior wall of the LV was similarly traced. On this basis, the following calculated values can be obtained: LV end-diastolic volume (EDV), LV end-systolic volume (ESV), stroke volume, ejection fractions (EF) and fractional shortening (FS). Notably, the LVFS was calculated by the formula: LVFS= (LVIDd−LVIDs)×100/LVIDd. The LVEF was also evaluated using the Teichholtz formula: LVEF = ([100 − Y]×0.15) + Y; Y = (LVIDd^2^ − LVIDs^2^)×100/LVIDd^2^.

The maximum rate of isovolumetric systolic LV pressure increase ( + dp/dt max) and maximum rate of isovolumetric diastolic LV pressure decrease (-dp/dt max) were also counted. For subsequent data statistics, three to five consecutive cardiac cycles were recorded continuously in the presence of nonrespiratory spikes. After the echocardiogram, mice were euthanized under anesthesia (pentobarbital sodium 80 mg/kg; intraperitoneal). Peripheral blood was collected, hearts and lungs were weighed, and tibial length was measured. The intact hearts were immersed in 10% potassium chloride and arrested in diastole. Then, the hearts were soaked in formalin for subsequent pathology-related experiments in kerosene sections. Left ventricular tissue from the mice was harvested for subsequent fractionation, transcriptional sequencing and metabolic mass spectrometry.

### Neonatal rat ventricular myocyte isolation and culture

Neonatal rat ventricular cardiomyocytes (NRVMs) were isolated from the hearts of three-day-old neonatal suckling rats^77^. In brief, the neonatal rats were euthanised with isoflurane and then the hearts were harvested. Hearts were treated 3-4 times at 37 °C with fresh Ca^2 +^ -free HBSS solution containing 0.125% trypsin to isolate cardiac tissue. The supernatant containing the isolated cells was collected and centrifuged at 1200 rpm for 8 minutes. The supernatant is gently aspirated and medium is added to mix the cells. The isolated cells were cultured for 1 hour in DMEM containing 1.0 g/L D-glucose, 10% FBS, 100 U/mL penicillin and 0.1 mg/mL streptomycin. Cardiomyocytes suspended in the supernatant were then collected and transferred to six-well or 24-well plates and placed in a 5% CO_2_ incubator at 37 °C for subsequent studies. Simulating the effects of in vitro drug treatment, phenylephrine (PE) stimulation was given for 48 hours, and drug treatment was given for 48 hours. Small siRNA oligonucleotides (RiboBio, Guangzhou, China) were transfected with Lipo-6000 reagent (Beyotime Biotechnology, China) according to the manufacturer’s instructions. Western blotting assays were performed to demonstrate the potency of the transfected siRNA.

### Blood glucose measurements and glucose tolerance test

In the modeled mice, the blood glucose levels in both standard and diabetic animals were determined using a kit reagent (Exactech blood glucose strip) according to the glucose oxidase method. Fasting blood glucose measurements were performed weekly. After the mice were fasted, blood glucose was measured using glucose test strips (Roche, Mannheim, Germany). Briefly, the tip of the tail of the mice was cut with scissors, the first drop of blood was discarded, and the effluent blood was placed on a blood glucose test strip for blood glucose measurement. The glucose tolerance test (GTT) was performed one week before collecting peripheral blood and hearts. Specifically, mice were fasted overnight, and blood glucose levels were measured at five time points: 15, 30, 60, 90 and 120 minutes after intraperitoneal glucose injection.

### Total cholesterol, triglycerides, alanine transaminase and aspartate transaminase measurements

Orbital venous blood was collected from experimental mice and centrifuged for plasma. Enzymatic kit reagents were purchased from Nanjing Jiancheng Bioengineering Institute (Nanjing, China) and used to determine total cholesterol and triglycerides (TG). Serum concentrations of the liver enzymes alanine aminotransferase (ALT) and aspartate aminotransferase (AST) were determined by an automated biochemical analyzer (ADVIA® 2400 Siemens Ltd, Tarrytown, NY, USA)^81^.

### Measuring mitochondrial respiratory function with OCR

To observe mitochondrial respiratory function, the above isolated NRVMs were cultured in cell dishes for 48 hours and placed in wells coated with 1% Matrigel for analysis with Seahorse BioSciences XF^e^ 24 Extracellular Flux Analyzers (Seahorse BioSciences Asia, Pudong, Shanghai). After stimulating the cells with PE or Sema, measurements were taken for five consecutive days with daily medium changes, and the oxygen consumption rate (OCR) was measured using the Cell Mito Stress Kit (Seahorses Biosciences, 103015). Data were normalized to the number of cells measured on culture plates by 4-pyr6-diamino-2-phenylindole (DAPI) staining according to the Seahorse Cell Mito Stress Kit protocol with oligomycin final concentration of 1.5 µM, FCCP final concentration of 2.5 µM, and rotenone/antimycin A final concentration of 0.5 µM.

### Histological analysis and immunofluorescence staining of tissues and cells

Cardiac tissue that had been fixed in sections was stained with picrosirius red (PSR), and collagen volume was measured for analysis. Hematoxylin-eosin staining (HE) and wheat germ agglutinin (WGA) staining were used to observe the extent of hypertrophy in the mouse myocardium in vivo. Successfully stimulated NRVMs were incubated overnight at 4 °C with primary antibodies against a-actinin (Abcam #ab108198 1:1000), NR4a1 (CST #3960 1:1000) or anti-MIRO1 (ABCAM #ab188029 1:1000)^82^. The next day, treated with secondary antibodies (goat anti-mouse IgG Alexa Fluor 488 secondary antibodies Invitrogen #A11001 IF 1:200; goat anti-rabbit lgG Alexa Fluor 568 secondary antibodies Invitrogen #A11011 IF 1:200)for 60 min at 37°C, the nuclei were stained with DAPI and sealed for photographic purposes. PSR and HE images were acquired with an Aperio VERSA 8 (Leica Biosystems), and immunofluorescence and WGA images were acquired with an Olympus BX53. All images were analyzed using Image-Pro Plus 6.0.

### Transmission electron microscopy (TEM) imaging and mitochondrial morphology assessment

TEM and mitochondrial morphological protocols were performed based on our previous studies on mitochondria^83^. After successful modeling, the mice were anesthetized and euthanized after eight weeks of TAC. The hearts were quickly removed and placed in freezing tubes in liquid nitrogen for subsequent cutting. Left ventricular cardiac tissue was cut into small pieces approximately 2-3 mm thick, immediately fixed in electron microscopic solution (2.5% glutaraldehyde) for 24 hours, stained with toluidine blue for the more conspicuous areas, stained with 4% methanolic uranyl acetate and Reynolds lead citrate stain, and observed with a transmission electron microscope to observe the ultrastructure of mouse myocardial mitochondria (TM -3000; Hitachi, Ltd, Tokyo, Japan).

### Transcriptome sequencing analysis

The total high-purity RNA from mouse cardiac tissue was first isolated and converted into raw sequences by base calling for quality control using software^84^. Then, hisat2 software was used for comparison with the reference gene group, and valid comparison reference genes were obtained by feature count soft count gene number. The basic data after using all resources and software are shown in the table (Table S1) below and used for data analysis and plotting. Differentially expressed genes between groups with Limma moderated t test correction (*P* < 0.1).

### Untargeted metabolomics analysis based on HPLC-Zeno TOF-MS/MS

In this experiment, a total of 36 samples were analyzed, consisting of six groups: TAC 8 W+Sema, sham+Sema, TAC 8 W, sham, TAC 8 W+shRNA, and TAC 8 W+shNR4a1. Each group contained six biological replicates. In addition, quality control samples were prepared by mixing nine randomly selected samples from the aforementioned 36 samples. The specific method is the mouse cardiac tissue was separated and homogenized in ultrafiltered water. Subsequently, 4 times the volume of acetonitrile-methanol solution (50% v/v) was added to the tissue homogenate, followed by ultrasonic lysis for 10 minutes and refrigeration for 1 hour to precipitate the protein. The supernatant was obtained by centrifugation and dried under high-purity nitrogen gas. The supernatant was reconstituted using 50% v/v acetonitrile in water and centrifuged again. The supernatants were then collected and transferred to vials, and quality control samples were made.

The metabolites were dissolved by liquid chromatography using mobile phase A and then separated via ExionLC™ Series UHPLC. Mobile phase A was an aqueous solution containing 0.1% formic acid; mobile phase B was acetonitrile. The liquid phase gradient settings were as follows: 0–2.0 min, 1% B; 2.0–12.0 min, 1%–99% B; 12.0–19.0 min, 99% B; 19.0–19.1 min, 99%–1% B; and 19.1–21.9 min, 1% B. The flow rate was maintained at 300 nL/min. The metabolites were separated by the Kinetex® polar C18 reverse phase column (Strata™-X, Phenomenex, 00D-4759-AN), and then injected into an ESI ion source for ionization and then into a SCIEX-ZenoTOF 7600 system (AB Sciex Pte. Ltd). The TOF MS experiment settings were as follows: spray voltage, 5.5 kV; declustering potential, 60 V; collision energy, 10 V; and scan range, 60–1000 Da with an accumulation time of 0.15 s. The TOF MS/MS settings were as follows: declustering potential, 60 V; and collision energy, 35 ± 15 V. The secondary mass spectrometry scan ranged between 25 and 1000 Da. The data acquisition mode was performed using the Data Independent Acquisition (IDA) program, and the zeno threshold was set at 2000000 cps.

Metabolite identities were confirmed based on inter self-built libraries and MetDNA (http://www.metdna.zhulab.cn). The identity process settings of inter self-built libraries were as follows: 5 ppm error tolerance in precursor ion m/z and fragment ion spectra; and less than 5% shift in retention time relative to purified standard metabolites. The relative quantification of metabolites was determined by the peak area of the precursor ion, which was normalized to total protein. Statistical analysis was performed using MetaboAnalyst 5.0 (https://www.metaboanalyst.ca). Graphs were generated via R and GraphPad Prism 9.4.1 (associated data was provided in Supplementary Data 1).

### Western blotting and immunoprecipitation

To check the interaction relationship between Creb5 and NR4a1, proteins were extracted by lysis of NRVMs or cardiac tissue with a RIPA lysis buffer system (Santa Cruz Biotechnology, sc-24948). Protein concentrations of all samples were quantitatively and uniformly extracted with BCA. Then, they were configured in 10% SDS‒PAGE gels, and separated by electrophoresis of equal amounts of protein on the samples. Then, the proteins were transferred to PVDF membranes with a transfer solution at a specific voltage. After the proteins were blocked in 5% skim milk for one hour, they were incubated overnight with the primary target protein antibody (anti-DRP1,SANTA #SC-32898 1:1000; anti-OPA1, SANTA #sc-30573 1:1000; anti-Mfn1, SANTA #sc-50330 1:1000; anti-Mfn2, SANTA #sc-100560 1:1000; anti-Tom20, SANTA #sc-17764 1:1000; anti-COX IV, CST #11967 1:1000; anti-SDHB, ABclonal #A23832 1:2000; anti-NDUFV2, ABclonal #A7442 1:2000; anti-ATP5A1, proteintech #14676-1-AP 1:1000; anti-VDAC, ABCAM #ab191440 1:1000; anti-GLUT1, ABclonal #A11208 1:1000; anti-GLUT4, ABCAM #ab654 1:1000; anti-CD36 proteintech #18836-1-AP 1:2000; anti-β-Actin, CST #4970 1:1000; anti-PI3K, CST #4257 1:1000; anti-Akt, CST #4691 1:1000; anti-p-Akt (Ser473), CST #4691 1:1000; anti-NR4a1, CST #3960 1:1000; anti-Creb5, ABCAM #ab168928 1:1000; anti-P-NR4a1, CST #5095 1:1000; anti-Lamin B1, proteintech #12987-1-AP 1:1000; anti-UQCRC2, ABclonal #A4366 1:1000, anti-MTCO1, ABclonal #A17889 1:1000; anti-NDUFB8, ABclonal #A19732 1:1000). The next day, the membrane was incubated with a secondary antibody of the same species (mouse or rabbit) for one hour, and immunoblotting was detected using the Chemidoc Touch Imaging System (Bio-Rad, USA). Coimmunoprecipitation assays were carried out according to the standard method purchased from Beyotime (Shanghai, China). Protein A + G agarose electrophoresis was performed according to the instructions for the experiment. Anti-immunoglobulin G antibody and anti-Creb5 antibody were incubated together with lysates of mouse left ventricular cardiac tissue overnight at 4 °C with rotation and then incubated with protein A + G agarose for 3-4 hours at 4 °C. Then, the magnetic beads were repeatedly washed 4-5 times with prechilled PBS and boiled with 1× SDS loading buffer. The supernatant was then subjected to western blotting to determine the interaction between Creb5 and NR4a1.

### Quantitative real-time polymerase chain reaction (qRT‒PCR)

To determine mRNA expression, total RNA was extracted from each sample group using TRIzol reagent, and cDNA synthesis was performed using a Transcription First Strand cDNA Synthesis Kit (Roche, Basel, Switzerland). Then, 480 SYBR green dye was used for quantitative real-time PCR. Gene expression was determined by reverse transcription-polymerase chain reaction using a Roche LightCycler 1 detection system. RNA levels were normalized to β-actin levels, and changes in CT cycle values between groups were compared. The expression of the target genes in each group were compared using the 2^-ΔΔCT^ method and normalized using statistical analysis (the sequence is shown in Supplementary Data 2).

### Data analysis

All data in this study are expressed as the mean ± SEM, and statistical analysis was performed using GraphPad Prism 9.4.1 software. Guided by preliminary data analysis, comparisons between two groups with a normal distribution and homogeneity of variance were performed using an unpaired two-tailed Student′s t test, whereas one-way analysis of variance (ANOVA) followed by Bonferroni post hoc test was conducted for comparisons among three or more groups. Analyzes with p < 0.05 were considered statistically significant, and the corresponding p values are indicated above each legend. Related software and algorithms are listed in Table S1. We collected data from animal studies in a blinded manner and performed the final statistical analysis.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Dataset1

Dataset2

Dataset 3

Reporting Summary

### Source data

source data

## Data Availability

The data supporting the findings from this study are available within the manuscript and its supplementary information. Source data are provided with this paper. Any additional raw data are available from the corresponding author upon reasonable request. The datasets generated for the RNA-seq are available through the Gene Expression Omnibus under accession code GSE262105. The Metabolomic data generated in this study have been deposited in MassIVE under accession code ID: MSV000094408. Source data are provided with this paper.

# Supplementary material for: Semaglutide ameliorates cardiac remodeling in male mice by optimizing energy substrate utilization through the Creb5/NR4a1 axis
**Source:** Nat Commun. 2024 Jun 4;15:4757. doi: 10.1038/s41467-024-48970-2

## SUPPLEMENTAL MATERIAL

### Supplemental Figures

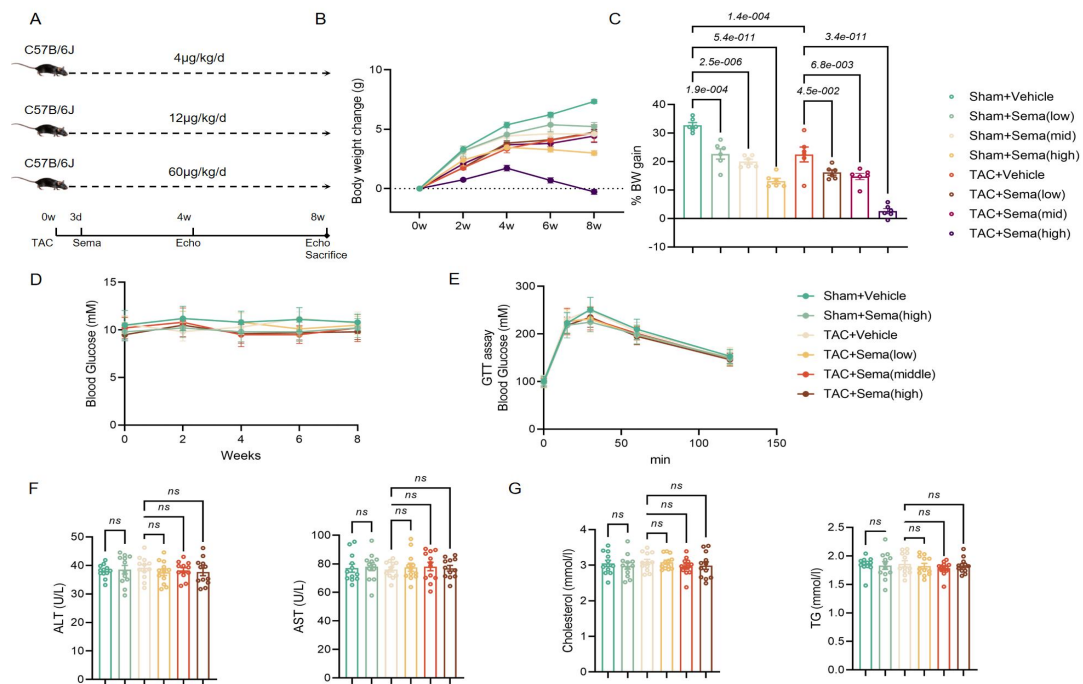

**Figure S1. Effects of different doses of Sema on body weight and glycolipids in mice that underwent TAC for eight weeks.** (A) Mouse model intervention timeline diagram. (B-C) Effect of different doses of Sema on body weight of mice after sham or TAC surgery  $n=6$ ; BW gain:  $F(5, 66) = 4.917$ ,  $P = 0.0007$ . (D) Effects on fasting blood glucose in mice treated with different doses of Sema every two weeks after sham or TAC surgery ( $n=6$ ). (E) The results of the GTT after eight weeks of treatment with different doses of Sema  $n=6$ . (F) Detection of the liver function indicators ALT and AST after eight weeks of treatment with different doses of Sema ( $n=12$ ); ALT:  $F(5, 66) = 0.2430$ ,  $P = 0.9419$ ; AST:  $F(5, 66) = 0.09683$ ,  $P = 0.9924$ . (G) Measurement of total cholesterol and triglyceride levels after eight weeks of treatment with different doses of Sema ( $n=12$ ); Cholesterol:  $F(5, 66) = 0.4508$ ,  $P = 0.8112$ ; TG:  $F(5, 66) = 0.3203$ ,  $P = 0.8991$ . All results are shown as the mean  $\pm$  SEM, and analysis using one-way ANOVA followed by Bonferroni post hoc test (C and F-G) was conducted. For the analysis in (B and D-E), repeated measures two-way ANOVA followed by Sidak post hoc test was conducted. p values are indicated. Source data are provided as a Source Data file. TAC, transverse aortic constriction; GTT, glucose tolerance test; TG, triglycerides; ALT, liver enzymes alanine aminotransferase; AST, aspartate aminotransferase.

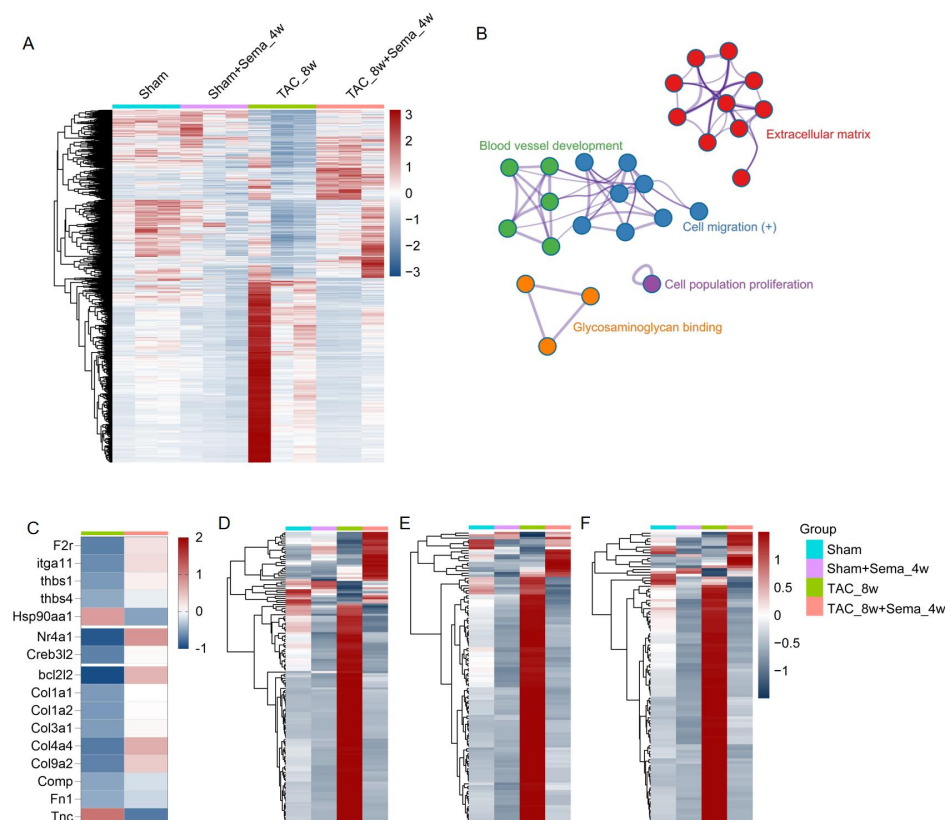

**Figure S2. Sema reverses cardiac hypertrophy, fibrosis and dysfunction in mice induced by TAC by regulating ECM deposition, cell migration, and vascular development pathways.** (A). Heat map of gene level changes in the sema reversal experiment, n=3. (B). Gene Set Enrichment Analysis (GSEA) analysis network maps show key molecular pathways involved in the cardiac remodeling process and regulated by Sema n=3. (C). Heat map showing key molecular signatures both involved in the cardiac remodeling process and regulated by Sema, n=3. (D-F). Heatmap showing changes in genes involved in the ECM deposition, cell migration, and vascularization pathways involved and regulated by Sema during the reversal experiments, n=3. All results are shown as the mean±SEM. p values are indicated.

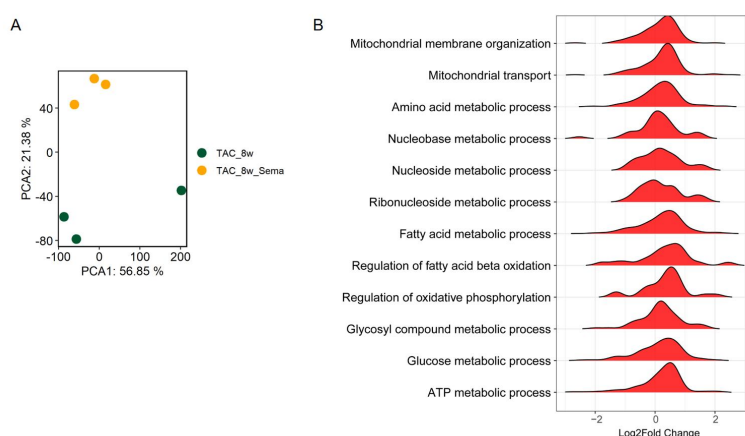

**Figure S3. Transcriptome analysis of Sema ameliorates energy metabolism in pathological cardiac remodeling.** (A) Cardiac tissues were harvested for transcriptome analysis. PCA (principal component analysis) is shown (n=3). (B) Gene set enrichment analysis (GSEA) of mitochondrial function and energy metabolism-related pathways identified 12 significantly altered pathways (n=3). All results are shown as the mean±SEM. p values are indicated.

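The 3 libraries of TAC 8W + Sema 8W lay apart from the 3 of TAC 8W along the first principal component of their log2 CPM, which holds the largest share of the differences between libraries. The first component took 56.9% and the second 20.3% of the variance over the 12626 genes. On the first, TAC 8W scored 78.4, 4.41 and 38.0, and TAC 8W + Sema 8W scored -33.0, -14.7 and -73.1. Over all 21 libraries of the 6 groups, the first component took 40.6% and the second 14.0%. The score of TAC 8W replicate 2 lay closest to those of the treated hearts. The components describe these libraries and carry no test.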

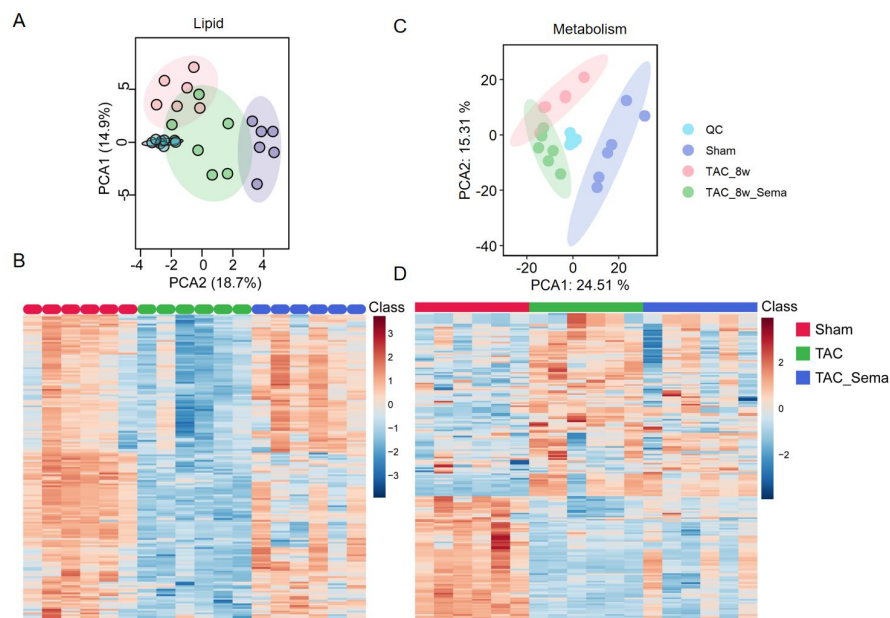

**Figure S4. Effects of 8 weeks of Sema treatment on lipid and energy metabolism in pathological cardiac remodeling.** (A-B) Untargeted metabolomics analysis of lipidomics and metabolomics-related total heatmap and PCA map (n=6). (C-G) Metabolome-based analysis of the energy metabolism-related total heatmap and PCA map (n=6). All results are shown as the mean±SEM. p values are indicated. PCA, principal component analysis.

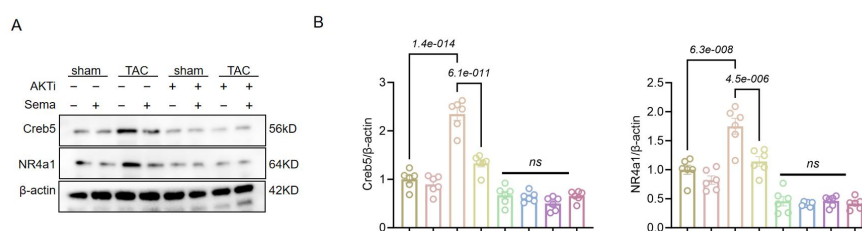

**Figure S5. The therapeutic effects of Sema and elevated Creb5/NR4a1 due to myocardial hypertrophy can be counteracted after the use of AKT inhibitors.** (A) Protein blot levels of Creb5 and NR4a1 under stimulation with AKT inhibitors in the Sema or vehicle groups (n=6 independent experiments with similar results). (B) Quantitative protein map of Creb5 and NR4a1, normalized to β-actin (n=6); Creb5/β-actin: F (7, 40) = 62.37, P = 1.62e-019; NR4a1/β-actin: F (7, 40) = 39.19, P = 5.96e-016. All results are shown as the mean±SEM, and analysis using one-way ANOVA followed by Bonferroni post hoc test was conducted. p values are indicated. Source data are provided as a Source

Data file.

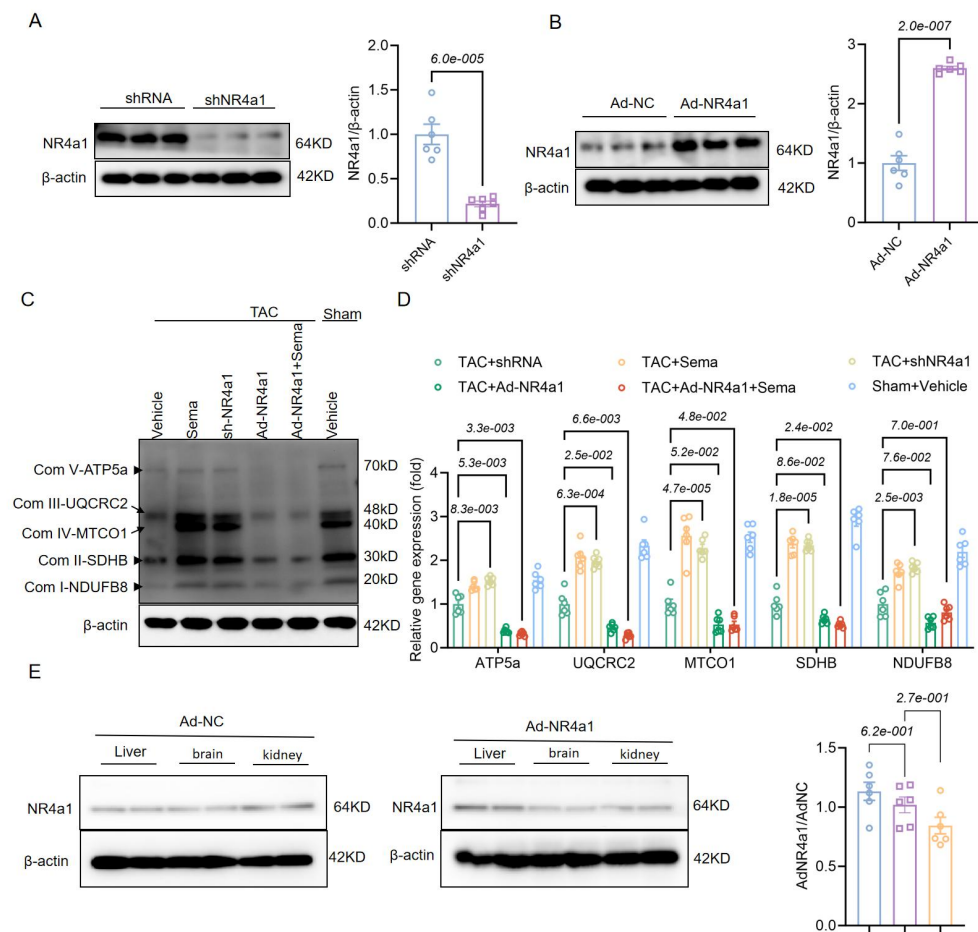

**Figure S6. Effects on mitochondrial function after NR4a1 knockdown or overexpression.** (A) Western blot analysis of NR4a1 knockdown efficiency and its quantification normalized to  $\beta$ -actin (n=6 independent experiments with similar results);  $t(6) = 6.614$ ,  $p = 6.0e-005$ . (B) Western blot analysis of NR4a1 overexpression efficiency and its quantification with  $\beta$ -actin as a standard (n=6 independent experiments with similar results);  $t(6) = 12.49$ ,  $p = 2.0e-007$ . (C-D) Western blot analysis of NR4a1 overexpression or knockdown of mitochondrial respiratory chain proteins in mice, normalized to  $\beta$ -actin (n=6 independent experiments with similar results);  $F(20, 120) = 10.53$ ,  $P = 4.1e-018$ ,  $F(2.387, 71.62) = 59.11$ ,  $P = 2.4e-017$ ,  $F(5, 30) = 207.6$ ,  $P = 2.5e-022$ ,  $F(30, 120) = 2.802$ ,  $P = 4.0e-005$ . (E) Western blot of protein expression in mouse liver, kidney, brain after NR4a1 overexpression (n=6 independent experiments with similar results);  $F(2, 15) = 4.237$ ,  $P = 3.5e-002$ . All results are shown as the mean $\pm$ SEM, and analyzed (A, B) using an unpaired two-tailed Student's t test. For the analysis in (D), repeated measures two-way ANOVA followed by Sidak post hoc test was conducted, p values are indicated. Source data are provided as a Source Data file.

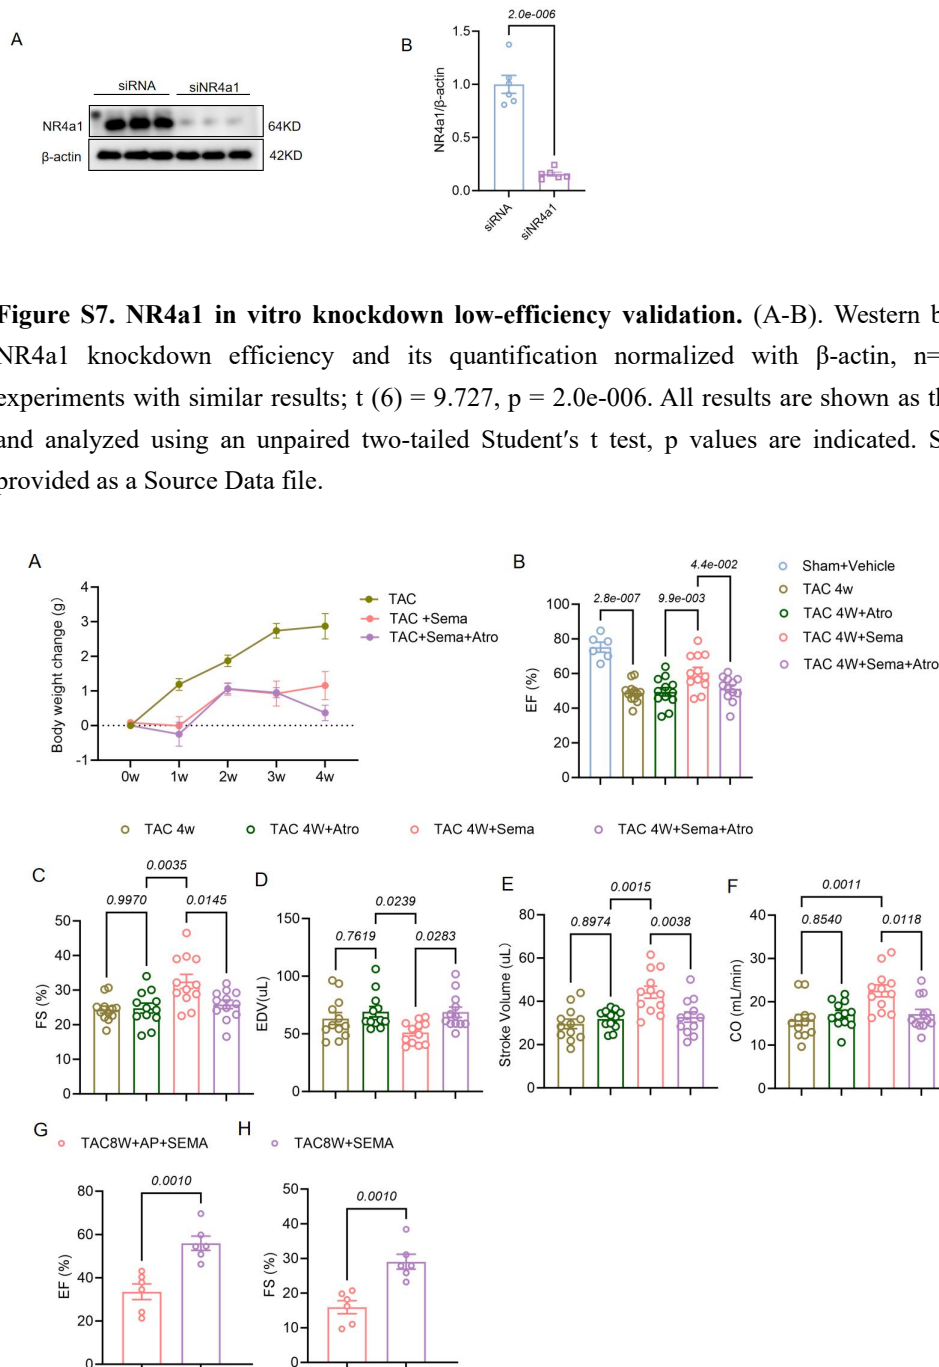

**Figure S8. Cardioprotection induced by Sema is mediated by a muscarinic mechanism.** (A) Effect of Atro on body weight of mice after TAC surgery n=12. (B-E) Cardiac function of mice after TAC 4W (EF, FS, EDV and Stroke Volume) n=12; EF:  $F(4, 49) = 15.02$ ,  $P = 4.4e-008$ ; FS:  $F(3, 44) = 6.564$ ,  $P = 0.0009$ ; EDV:  $F(3, 44) = 3.837$ ,  $P = 0.0159$ ; Stroke Volume:  $F(3, 44) = 8.680$ ,  $P = 0.0001$ . (F) The Cardiac output of mice n=12;  $F(3, 44) = 6.471$ ,  $P = 0.0010$ . (G-H) Cardiac function of mice after TAC 8W (EF and FS) n=6; EF:  $t(6) = 4.565$ ,  $p = 0.0010$ ; FS:  $t(6) = 4.599$ ,  $p = 0.0010$ . All results are shown as the mean  $\pm$  SEM, and analysis using one-way ANOVA followed by Bonferroni post hoc test (A-F) was conducted. For the analysis in (G and H), using an unpaired two-tailed Student's t test. p values are indicated. Source data are provided as a Source Data file. CO, Cardiac output; EF, ejection fractions;

FS, fractional shortening.

Supplemental Tables

Table S1

| Transcriptomic profiling and metabolism analysis |                                                                                                   |
|--------------------------------------------------|---------------------------------------------------------------------------------------------------|
| REAGENT                                          | Uniform Resource Identifier                                                                       |
| GSEA                                             | <a href="http://www.gsea-msigdb.org/gsea">http://www.gsea-msigdb.org/gsea</a>                     |
| Metascope                                        | <a href="http://www.metascope.org/gp/index.html">http://www.metascope.org/gp/index.html</a>       |
| Cytoscape                                        | <a href="http://cytoscape.org">http://cytoscape.org</a>                                           |
| R                                                | <a href="http://www.r-project.org">http://www.r-project.org</a>                                   |
| MetaboAnalyst                                    | <a href="http://www.metaboanalyst.ca">http://www.metaboanalyst.ca</a>                             |
| MetDNA                                           | <a href="http://www.metdna.zhulab.cn">http://www.metdna.zhulab.cn</a>                             |
| OSI                                              | <a href="http://www.nxhh.net/qkwenda/1460782.html">http://www.nxhh.net/qkwenda/1460782.html</a>   |
| Inter Self-built libraries                       | /                                                                                                 |
| MS-DIAL                                          | <a href="http://prime.psc.riken.j.msdiag/main.html">http://prime.psc.riken.j.msdiag/main.html</a> |

Western blot images

Figure S5A

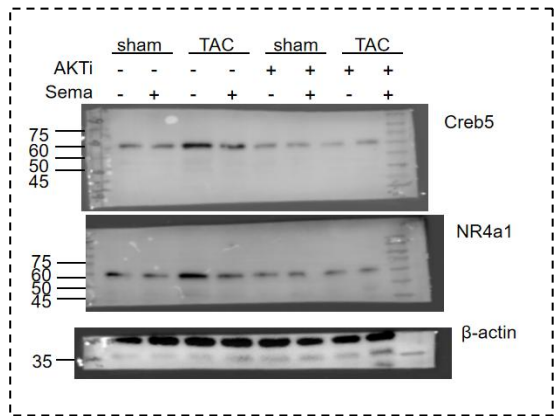

**Figure S6A**

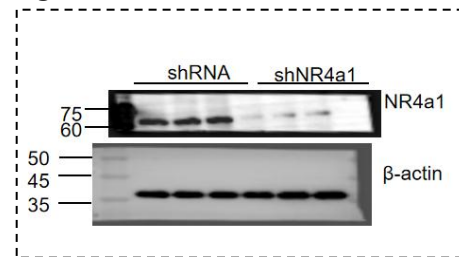

**Figure S6B**

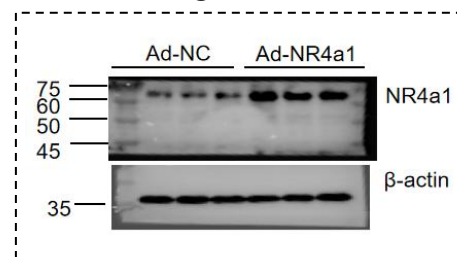

**Figure S6C**

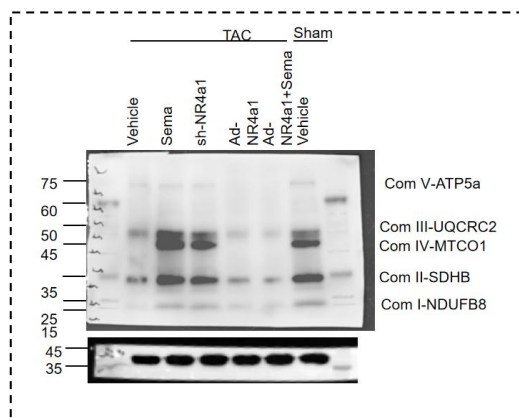

**Figure S6E**

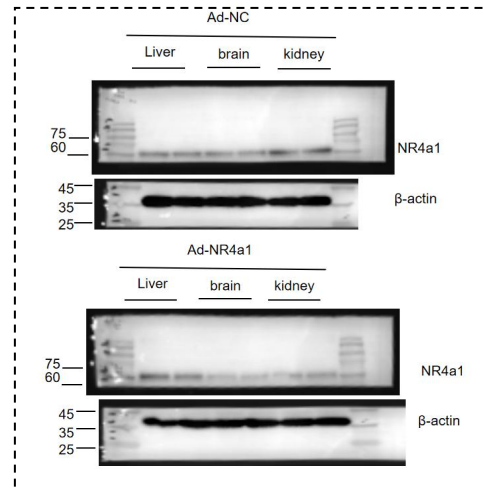

**FigureS7A**

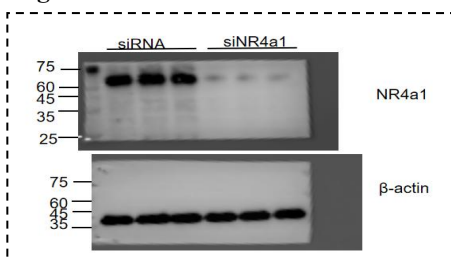

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Semaglutide ameliorates cardiac remodeling in male mice by optimizing energy substrate utilization through the Creb5/NR4a1 axis
**Source:** Nat Commun. 2024 Jun 4;15:4757. doi: 10.1038/s41467-024-48970-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Non-targeted metabolomics-related data

File Name: Supplementary Data 2

Description: Primer List

File Name: Supplementary Data 3

Description: GSEA report of our RNA-sequencing data based on hallmark gene sets. 

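Supplementary Data 3 is the output of a gene set enrichment analysis (GSEA) for TAC 8W + Sema 8W against TAC 8W. Such an analysis ranks all genes by their difference between the groups and asks whether the members of a set gather at an end of the ranking. Each line gives a set, its size, the member genes that were measured, an enrichment score, the score normalized for the size of the set, a nominal p-value and a false discovery rate. The table holds 86 sets, nearly all from Gene Ontology and with names of metabolism and mitochondrial processes. For 60 of them the list of genes is whole, and for 26 it breaks off within the cell. At the thresholds the paper names, a nominal p of 0.01 and an FDR of 25%, camera with its preset correlation called 21 of the 60 whole sets higher with Sema 8W in the counts, 9 without TAC 8W replicate 1 and 3 with an estimated correlation. The FDR of camera was adjusted over these 60 sets, each of which passes both thresholds in the paper's table. The gene set collection itself was not used here, so sets outside the table were not tested.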

GSEA was performed using a two-sided permutation test, using False Discovery Rate (FDR) indicator adjustments were made for multiple comparisons.

# Supplementary material for: Semaglutide ameliorates cardiac remodeling in male mice by optimizing energy substrate utilization through the Creb5/NR4a1 axis
**Source:** Nat Commun. 2024 Jun 4;15:4757. doi: 10.1038/s41467-024-48970-2
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Vevo®3100 high resolution Preclinical Imaging 496 System (FUJIFILM Visu alSonics,Toronto, Canada), DP74 fluoescence microscope (OLYMPUS, Tokyo,Japan), ChemiDoc™XRS+ System (Bio-Rad Laboratories, Inc.), Roche LightCycler 480 system, BioTek microplate reader (Winooski, Vermont, USA), NanoPhotometer®spectrophotometer (IMPLEN, CA, USA), Qubit®RNA Assay Kit on a Qubit®2.0 Fluorometer (Life Technologies, CA, USA), NEBNext®Ultra™ RNA Library Prep Kit Illumina® (NEB, USA), The VAHTS mRNA-seq V8 Library Prep Kit (Illumina), ExionLC™ Series UHPLC (USA), SCIEX-ZenoTOF 7600 system (AB Sciex Pte. Ltd)
Data analysis	Image-Pro Plus 6.0 software (Media Cybernetics, Bethesda, MD, USA), Image Lab Software (version6.0, Bio-Rad Laboratories, Inc.), Image J ofware (version6.0, Bio-Rad, Hercules, CA, USA), GraphPad Prism (version 9.0), Excel

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data supporting the findings from this study are available within the manuscript and its supplementary information. Source data are provided with this paper. Any additional raw data are available from the corresponding author upon reasonable request. The datasets generated for the RNA-seq are available through the Gene Expression Omnibus (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE262105>). The Metabolomic data generated in this study have been deposited in MassIVE under accession code ID: MSV000094408.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

anti-DRP1 (SANTA SC-32898 1:1000), anti-OPA1 (SANTA sc-30573 1:1000), anti-Mfn1 (SANTA sc-50330 1:1000), anti-Mfn2 (SANTA sc-100560 1:1000), anti-Tom20 (SANTA sc-17764 1:1000), anti-COX IV (CST #11967 1:1000), anti-SDHB (ABclonal A23832 1:2000), anti-NDUFV2 (ABclonal A7442 1:2000), anti-ATP5A1 (proteintech 14676-1-AP 1:1000), anti-VDAC (ABCAM ab191440 1:1000), anti-GLUT1 (ABclonal A11208 1:1000), anti-GLUT4 (ABCAM ab654 1:1000), anti-CD36 (proteintech 18836-1-AP 1:2000), anti- β -Actin (CST #4970 1:1000), anti-PI3K (CST #4257 1:1000), anti-Akt (CST #4691 1:1000), anti-p-Akt (Ser473) (CST #4691 1:1000), anti-NR4a1 (CST #3960 1:1000), anti-Creb5 (ABCAM ab168928 1:1000), anti-P-NR4a1 (CST #5095 1:1000), anti-Lamin B1 (proteintech 12987-1-AP 1:1000), anti-MIRO1 (ABCAM ab188029 1:1000), anti-UQCRC2 (ABclonal A4366 1:1000), anti-MTCO1 (ABclonal A17889 1:1000), anti-NDUFB8 (ABclonal A19732 1:1000), anti-a-actinin (Abcam ab108198 1:1000), goat anti-mouse IgG Alexa Fluor 488 secondary antibodies Invitrogen A11001 IF (1:200); goat anti-rabbit IgG Alexa Fluor 568 secondary antibodies Invitrogen A11011 IF (1:200).

Validation

All antibodies in this study were used and validated according to the provided data sheets and references for the specific technique (western blot, immunostaining or COIP) found directly on the manufacturer's website.

1. anti-DRP1: <https://www.scbt.com/zh/p/dr1-antibody-h-300#citations>
2. anti-OPA1: <https://www.scbt.com/zh/p/opa1-antibody-c-15>
3. anti-Mfn1: <https://www.scbt.com/zh/p/mfn1-antibody-h-65>
4. anti-Mfn1: <https://www.scbt.com/zh/p/mfn2-antibody-xx-1>
5. anti-COXIV: <https://www.cellsignal.cn/products/primary-antibodies/cox-iv-4d11-b3-e8-mouse-mab/11967>
6. anti-SDHB: <https://abclonal.com.cn/catalog/A23832>
7. anti-NDUFV2: <https://abclonal.com.cn/catalog/A7442>
8. anti-VDAC: <https://www.abcam.cn/products/primary-antibodies/vdac1porin-antibody-ab191440.html>
9. anti-GLUT1: <https://abclonal.com.cn/catalog/A11208>
10. anti-GLUT4: <https://www.abcam.cn/products/primary-antibodies/glucose-transporter-glut4-antibody-ab654.html>
11. anti-CD36: <https://ptgcn.com/products/CD36-Antibody-18836-1-AP.htm>
12. anti- β -Actin: <https://www.cellsignal.cn/products/primary-antibodies/b-actin-13e5-rabbit-mab/4970>
13. anti-PI3K: <https://www.cellsignal.cn/products/primary-antibodies/pi3-kinase-p85-19h8-rabbit-mab/4257>
14. anti-Akt: <https://www.cellsignal.cn/products/primary-antibodies/akt-pan-c67e7-rabbit-mab/4691>
15. anti-p-Akt: <https://www.cellsignal.cn/products/primary-antibodies/phospho-akt-ser473-d9e-xp-174-rabbit-mab/4060>
16. anti-NR4a1: <https://www.cellsignal.cn/products/primary-antibodies/nur77-d63c5-xp-174-rabbit-mab/3960>
17. anti-Creb5: <https://www.abcam.cn/products/primary-antibodies/creb5-antibody-ab168928.html>
18. anti-p-NR4a1: <https://www.cellsignal.cn/products/primary-antibodies/phospho-nur77-ser351-d22g5-rabbit-mab/5095>
19. anti-Lamin B1: <https://ptgcn.com/products/LMNB1-Antibody-12987-1-AP.htm>
20. anti-MIRO1: <https://www.abcam.cn/products/primary-antibodies/miro1-antibody-cl1083-ab188029.html>
21. anti-UQCRC2: <https://abclonal.com.cn/catalog/A4366>
22. anti-NDUFB8: <https://abclonal.com.cn/catalog/A19732>
23. anti-a-actinin: <https://www.abcam.cn/products/primary-antibodies/alpha-actinin-4-antibody-epr25332-ab108198.html>
24. goat anti-mouse IgG Alexa Fluor 488 secondary antibodies: <https://www.thermofisher.cn/cn/zh/antibody/product/Goat-anti-Mouse-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11001>
25. goat anti-rabbit IgG Alexa Fluor 568 secondary antibodies: <https://www.thermofisher.cn/cn/zh/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11011>

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

All animals were housed in specific pathogen-free (SPF) facilities (20-25°C and 45-55% humidity) and approved by the Animal Welfare Ethics Committee at Renmin Hospital of Wuhan University (No. WDRM20220803B). C57BL/6J male mice were purchased from the Institute of Laboratory Animal Science, Chinese Academy of Medical Sciences (Beijing, China). The 8-week-old male mice were kept in Individually Ventilated Cages with a density of 4-6 mice per cage under a specific pathogen-free. All mice were fed with an irradiated chow diet (#1035 for reproductive feeding and #1025 for maintenance feeding, Beijing HFK Bioscience Co., Ltd, Beijing, China), with free access to drinking water. All mice were sacrificed at indicated times by cervical dislocation.

Wild animals

No wild animals was used in this study.

Reporting on sex	All animal experiments were performed using male mice to ensure that sex difference influences were excluded.
Field-collected samples	No field-collected samples were used in the study.
Ethics oversight	All the experimental procedures were approved by the Animal Care and Use e Committee of Renmin Hospital of Wuhan University, and were also in accordance with the Guidelines for the Care and Use of Laboratory Animals published by the US National Institutes of Health.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	<i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>
Novel plant genotypes	<i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i>
Authentication	<i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>

How the deposited data were processed for this re-analysis (not part of the article)

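Left ventricular tissue was profiled by RNA-seq in 21 libraries from 6 groups of mice: Sham (n = 6) and TAC 8W, TAC 8W + Sema 8W, TAC 8W + Sema 4W, Sham + Sema 8W and Sham + Sema 4W (n = 3 each). The study's processing notes and methods state that the authors trimmed the reads with cutadapt 1.11, aligned them with hisat2 to mm10 and assigned them to genes with featureCounts 1.6.0, and the values as deposited are the resulting raw counts, whole numbers with 1 column per library. The gene annotation and the strand setting are not given in the sources used here. The reads themselves were not analysed here, and no library was pooled or left out. All 21 columns were matched to samples, 0 columns were left over, and where titles and column names differ they were matched by elimination or by reading the column name: high as the dose of the 8-week experiment, and M, which no source explains, as the 4-week groups.

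Gene IDs were looked up in GENCODE M21, which named 22041 of 22136 genes, 21909 of them protein-coding, while 95 were not found and 20 symbols belonged to more than 1 ID. Total counts per library were 8897837 to 17170139 (median 12933772). 4828 genes had no count, 7818 had at least 10 in every library, and filterByExpr of edgeR kept 12626 genes (minimum count 10, minimum total 15, 6 groups). The counts were scaled by TMM and fitted with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with 1 mean per group. The common dispersion was 0.138, a biological coefficient of variation of 37.2%. P-values are two-sided and adjusted over all genes tested by the Benjamini-Hochberg method, with a threshold of 0.05. SE values are standard errors of log2 fold changes, and CPM values use a prior count of 2 where logged. The spread between libraries exceeded counting noise in every group (chi-square per degree of freedom at least 6.5, on genes with 20 or more counts per pair). On simulated data, edgeR recovered 83% of genes with a 4-fold change in TAC 8W vs Sham.

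The comparisons were TAC 8W vs Sham, TAC 8W + Sema 8W vs TAC 8W, TAC 8W + Sema 4W vs TAC 8W, each group with Sema vs Sham, the interaction of TAC and Sema 8W, and both durations of Sema against each other. Replicate numbers do not pair the libraries: of 45 correlations between same-numbered libraries 14 exceeded 0.1, with a mean of -0.0318 against 0.00889 for different numbers, so no block was used in the reported values. Gene lists, 45 in number, were tested with camera at a preset correlation of 0.01, and with an estimated correlation and fry, from limma 3.58.1. The gene sets of Supplementary Data 3 with whole gene lists were tested the same way. The genes named are, for each main comparison, the 8 with the largest rise and fall among those past the threshold with a mean of at least 5 CPM and no overlap between groups, every gene that the paper names, and up to 4 members of a reported list with the smallest p. Some genes that these rules select are not reported here. Principal components used log2 CPM over all genes kept, with gene scaling and the 500 most variable genes as alternatives.

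The alternatives tried were RLE and upper quartile factors, DESeq2 1.42.0, limma-voom with and without quality weights, a robust prior, no count filter and a stricter one, only the groups compared in the fit, either set of shams, a term for the set of libraries, a replicate block, the thresholds of a p under 0.1 that the paper names for limma, and leaving out each library. After the data were seen, the fit of the 12 libraries of the 8-week set, the removal of each library's trend with GC content and length (splines with 5 degrees of freedom) and leaving out the 13 mitochondrial genes were added. Random draws used the seed 20240601. Proteins, metabolites and PCR data of the paper were not analysed here.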

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

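Of the tests below, leaving out the 13 mitochondrial genes, both tests of Nr4a1 alone, the acute response, Sema in Sham hearts with and without single libraries, the trend behind the calls of Sema 8W and the matched lists without single libraries were chosen after the result was seen.

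Comp, Thbs1 and most collagens were lower in TAC 8W + Sema 4W than in TAC 8W, but these groups lie in different sets of libraries, with mitochondrially encoded genes at 21.3 to 30.1% and 43.8 to 49.0% of the counts. Over genes, the log2 fold changes of Sema 4W correlated with the difference between shams 4 to 6 and shams 1 to 3 (Spearman rho 0.604; the other 9 splits of the shams gave at most 0.544, and Sema 8W gave -0.00402), so a difference between the sets may be part of the 354 calls. Without the 13 mitochondrial genes, 333 of 354 genes kept their call. TMM scaling already allows for a few abundant genes that shift, so few calls could change whatever the cause. The count therefore does not decide whether the mitochondrial share, or what it stands for, plays a part. An effect of Sema on the matrix also stays open: with a term for the set, estimated from the shams, the extracellular matrix list had a median of -1.95 (median SE 0.684) against -1.89 (0.496) without it, and 0 instead of 28 genes passed as the SE grew. The list gave 0 without TAC 8W replicate 1, 4 without TAC 8W + Sema 4W replicate 1 and 3 without TAC 8W + Sema 4W replicate 2, and the calls of Sema 4W numbered 0 without TAC 8W replicate 1, 123 without TAC 8W replicate 3, 23 without TAC 8W + Sema 4W replicate 1, 16 without TAC 8W + Sema 4W replicate 2 and 2403 without TAC 8W + Sema 4W replicate 3.

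Nr4a1 and other early response genes, which cells switch on within minutes of a stimulus, were high in TAC 8W and also in shams 4 to 6. Pressure overload alone does not account for it, since 2 of 6 shams lay at or above the lowest TAC 8W library in Nr4a1, and the sets alone do not, since that library held 12.2 times the highest of shams 1 to 3 from its own set (103 against 8.46 CPM). A candidate explanation that stays open is an acute response around tissue collection in shams 4 to 6: without the NR4A genes, 20 of 22 immediate early genes were higher there (median log2 fold change 0.86, camera p = 1.45e-05, and p = 0.165 with an estimated correlation). For Nr4a1 between these shams, the exact permutation test (two-sided) gave p = 0.1, the smallest that 3 against 3 libraries allow. Fos and Atf3 were lower in all 6 shams than in any TAC 8W library, while in Egr1 1 of 6 shams lay at or above the lowest, so an effect of pressure overload on early response genes is open as well.

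Respiratory chain genes tended higher and long, AT-rich genes lower with Sema 8W, and the TAC 8W + Sema 8W libraries differ from TAC 8W in their trend with GC content. Of the 78 nuclear-encoded respiratory chain genes none passed the threshold (camera adjusted p = 6.34e-09, adjusted p = 0.731 with an estimated correlation). The trend stays open for this list: its median of 0.365 lay at the 100th percentile of 10000 random lists matched on GC content, length and expression, whose central 95% ran from 0.111 to 0.271, but without TAC 8W replicate 1 it was 0.116 and inside the central 95%, 0.00761 to 0.152. It lay above those lists without each of the other 5 libraries, and was 0.21 with the trend removed. An effect of Sema that does not need TAC stays open as well, since in Sham + Sema 8W vs Sham within the 12 libraries of the 8-week set the median was 0.64, or 0.37 with the trend removed. Sham + Sema 8W replicate 3 stands apart there, with a correlation with gene length of -0.364 against 0.156 and 0.218 in the other 2, and without it the median was 0.187, or 0.146 with the trend removed, the lowest of the values without single libraries. For the 517 calls of Sema 8W the trend stays open: 42 kept their call with it removed, the median size fell from 1.87 to 1.14 (median SE 0.434 and 0.383), and 514 kept their sign. Genes that fell had a median GC content of 42.6% against 54.2% for genes that rose, and the calls numbered 5 without TAC 8W replicate 1, 166 without TAC 8W replicate 3, 76 without TAC 8W + Sema 8W replicate 1, 336 without TAC 8W + Sema 8W replicate 2 and 3 without TAC 8W + Sema 8W replicate 3.

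Between Sema 8W and Sema 4W in TAC 8W hearts, 1913 genes differed by a direct test (860 without TAC 8W + Sema 8W replicate 3 and 2994 without TAC 8W + Sema 4W replicate 3; 18 with a term for the set). In Sham hearts, none of which received Sema, 1221 genes differed between shams 4 to 6 and shams 1 to 3, 635 higher and 586 lower of 10061 tested. Over all genes rather than those drawn in Fig. S2, Sham + Sema 4W differed from Sham in 918, but in 0 against shams 4 to 6 of its own set (edgeR; 1464 at an unadjusted p under 0.05). Without single libraries its count was 0 without Sham replicate 1, 2, 3, 5 or 6 or Sham + Sema 4W replicate 1 or 3, 3251 without Sham replicate 4 and 1827 without Sham + Sema 4W replicate 2. With Sema 8W, 5 heat shock genes fell (0 without TAC 8W replicate 1 or TAC 8W + Sema 8W replicate 3, 3 without TAC 8W replicate 2, 1 without TAC 8W replicate 3 or TAC 8W + Sema 8W replicate 1 and 2 without TAC 8W + Sema 8W replicate 2) and 4 cell cycle genes fell (0 without TAC 8W replicate 1 or TAC 8W + Sema 8W replicate 1, 2 or 3 and 1 without TAC 8W replicate 3), and apart from Hsp90aa1 these are not among the genes drawn in Fig. 5B or S2C. With the trend with GC content and length removed, none of either list was called. In the 6 shams, 1 library lay far from the others in log2 CPM for Dbp (Sham replicate 3, gap over range 0.824), Etv4 (Sham replicate 1, gap over range 0.653), Hbegf (Sham replicate 4, gap over range 0.639), Ndufv1 (Sham replicate 4, gap over range 0.792), Nr1d1 (Sham replicate 3, gap over range 0.781), Sprr1a (Sham replicate 6, gap over range 0.63) and Tgfb2 (Sham replicate 6, gap over range 0.676): 7 of 54 measures exceeded the critical value, where chance gives about 1 in 20.

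Other splits of the same libraries, fitted with the compared groups alone, were counted for each comparison. They ignore the sets of libraries, so a low share of splits does not part the groups from the sets. For TAC 8W vs Sham, 2 of 84 splits, the real one among them, reached the real count (480 against 1671 genes in the highest other split). That highest split sets shams 4 to 6 against the rest and so follows the sets, and the term for the set gives 280 genes. For TAC 8W + Sema 8W vs Sham it was 2 of 84 too (1724 against 1889, again shams 4 to 6, with 424 genes under that term). For TAC 8W + Sema 4W vs Sham it was 3 of 84 (430 against 4148, with sham 4 among the Sema hearts, and 254 under the term). For Sham + Sema 4W vs Sham it was 3 of 84 as well (1302 against 2705), and there the term leaves 0 genes, as shams 4 to 6 alone do. These shares lie under 0.05, the limit set beforehand. None was corrected for the number of comparisons, so chance is not taken as excluded. For the interaction (4 against 780), 4 of 100 splits, the real one among them, reached the real count. That share is just under 0.05 and was not corrected for the number of comparisons. The fit of all libraries calls 0 genes there and the term 60, so chance is not taken as excluded for the interaction. For the genes moved back, 2 of 100 splits, the real one among them, reached the real count with Sema 8W (51 against 245, shams 4 to 6, and 54 under the term). With Sema 4W it was 2 of 100 as well (57 against 2291, and 1 under the term). These splits shuffle the Sham, TAC 8W and Sema labels together and so remove the effect of TAC too. They cannot decide whether the moving back alone is due to chance. These fits hold Sham, TAC 8W and the Sema group together, whereas the setting with only the groups compared fits each comparison apart. Splits that call several times the real count point to a structure among the libraries other than the groups. In Sham + Sema 8W vs Sham no gene was called in this fit (0 against 1255, shams 4 to 6), so the 84 splits decide nothing there. Chance cannot be excluded for the number of gene lists in TAC 8W vs Sham (25 against 30; 13 of 84 splits). With 3 against 3 libraries the 10 splits are too few for a share under 0.05. The values there were 314 against 0 genes and 17 against 26 lists for Sema 8W, 117 against 0 genes and 19 against 30 lists for Sema 4W, and 1263 against 0 genes between both. For Sema 8W, 8 of the 10 splits, the real one among them, called at least 17 lists, and the median of the others was 20. For Sema 4W, 4 of the 10 called at least 19 lists, and the median of the others was 14. Other groupings of the same libraries thus called as many lists or more, so these counts, made at the preset correlation, do not set the real groups apart.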

How the results depend on the processing

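Restriction to the 12 libraries of the 8-week set, removal of the trend with GC content and length and leaving out the 13 mitochondrial genes were chosen after the data were seen, and the other settings before.

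Of 41 genes that the text names as changed by TAC 8W, 23 kept that call under every setting that tested them and without each library, among them Gdf15, Comp, Thbs1, Ltbp2, Acta1, Nppa and Nppb. Of 34 changed by Sema 8W 3 did, Adh1, Herpud1 and Pim3, and of 36 changed by Sema 4W 0 did. Of the comparisons of named genes with a setting, 2612 stayed on their side of the threshold, 539 in the same direction lost their call, 45 gained one and 27 reversed. For the gene lists past the threshold in the reported values these numbers were 1189, 273, 0 and 0. Lists not called there were not followed, so no list could gain a call in this tally.

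The values as reported were 548 for TAC 8W vs Sham, 517 for TAC 8W + Sema 8W vs TAC 8W, 354 for TAC 8W + Sema 4W vs TAC 8W, 1 for Sham + Sema 8W vs Sham, 918 for Sham + Sema 4W vs Sham, 1403 for TAC 8W + Sema 8W vs Sham, 595 for TAC 8W + Sema 4W vs Sham, 0 for Interaction of TAC and Sema 8W, 1913 for TAC 8W + Sema 8W vs TAC 8W + Sema 4W, 54 for moved back by Sema 8W, 109 for moved back by Sema 4W, 28 for lists of TAC 8W vs Sham, 19 for lists of TAC 8W + Sema 8W vs TAC 8W, 20 for lists of TAC 8W + Sema 4W vs TAC 8W, 3 for sets of Supplementary Data 3 in TAC 8W vs Sham and 29 for sets of Supplementary Data 3 in TAC 8W + Sema 8W vs TAC 8W. Counts under each setting follow where they moved by more than 1.5 times, or to or from 0. Values of Nr4a1 and Creb5 in the 3 main comparisons follow where they moved by more than 1.5 times, crossed the threshold or reversed, and those of other genes and of the interaction where they reversed. Apart from settings that use fewer libraries or genes, the cause was not tested.

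With DESeq2, the counts were 925 for TAC 8W vs Sham, 864 for TAC 8W + Sema 8W vs TAC 8W, 1009 for TAC 8W + Sema 4W vs TAC 8W, 40 for Sham + Sema 8W vs Sham, 2956 for Sham + Sema 4W vs Sham, 1109 for TAC 8W + Sema 4W vs Sham, 70 for Interaction of TAC and Sema 8W, 121 for moved back by Sema 8W and 266 for moved back by Sema 4W. With limma-voom, the counts were 0 for Sham + Sema 8W vs Sham, 0 for Sham + Sema 4W vs Sham and 2 for Interaction of TAC and Sema 8W. With quality weights in limma-voom, the counts were 2487 for TAC 8W vs Sham, 3429 for TAC 8W + Sema 8W vs TAC 8W, 6905 for TAC 8W + Sema 4W vs TAC 8W, 615 for Sham + Sema 8W vs Sham, 2217 for Sham + Sema 4W vs Sham, 3585 for TAC 8W + Sema 8W vs Sham, 5623 for TAC 8W + Sema 4W vs Sham, 1780 for Interaction of TAC and Sema 8W, 6074 for TAC 8W + Sema 8W vs TAC 8W + Sema 4W, 793 for moved back by Sema 8W, 1267 for moved back by Sema 4W and 1 for sets of Supplementary Data 3 in TAC 8W vs Sham. With upper quartile factors, the counts were 0 for Sham + Sema 8W vs Sham. With no count filter, the counts were 5 for Interaction of TAC and Sema 8W. With genes at 10 or more counts in every library, the counts were 185 for TAC 8W + Sema 4W vs TAC 8W, 5 for Interaction of TAC and Sema 8W, 70 for moved back by Sema 4W, 5 for sets of Supplementary Data 3 in TAC 8W vs Sham and 15 for sets of Supplementary Data 3 in TAC 8W + Sema 8W vs TAC 8W. With only the groups compared in the fit, the counts were 314 for TAC 8W + Sema 8W vs TAC 8W, 117 for TAC 8W + Sema 4W vs TAC 8W, 0 for Sham + Sema 8W vs Sham, 4 for Interaction of TAC and Sema 8W, 1263 for TAC 8W + Sema 8W vs TAC 8W + Sema 4W and 15 for moved back by Sema 4W. Against shams 1 to 3 alone, the counts were 197 for TAC 8W vs Sham, 698 for TAC 8W + Sema 4W vs TAC 8W, 0 for Sham + Sema 8W vs Sham, 3578 for Sham + Sema 4W vs Sham, 249 for TAC 8W + Sema 8W vs Sham, 1011 for TAC 8W + Sema 4W vs Sham, 30 for moved back by Sema 8W and 59 for moved back by Sema 4W. Against shams 4 to 6 alone, the counts were 1153 for TAC 8W vs Sham, 750 for TAC 8W + Sema 4W vs TAC 8W, 377 for Sham + Sema 8W vs Sham, 0 for Sham + Sema 4W vs Sham, 158 for TAC 8W + Sema 4W vs Sham, 19 for Interaction of TAC and Sema 8W, 393 for moved back by Sema 4W, 17 for lists of TAC 8W vs Sham and 0 for sets of Supplementary Data 3 in TAC 8W vs Sham. With a term for the set of libraries, the counts were 280 for TAC 8W vs Sham, 2 for TAC 8W + Sema 4W vs TAC 8W, 0 for Sham + Sema 8W vs Sham, 0 for Sham + Sema 4W vs Sham, 424 for TAC 8W + Sema 8W vs Sham, 254 for TAC 8W + Sema 4W vs Sham, 60 for Interaction of TAC and Sema 8W, 18 for TAC 8W + Sema 8W vs TAC 8W + Sema 4W and 1 for moved back by Sema 4W. With the replicate number as a replicate block, the counts were 165 for TAC 8W vs Sham, 0 for Sham + Sema 8W vs Sham, 3076 for Sham + Sema 4W vs Sham, 159 for TAC 8W + Sema 8W vs Sham, 30 for moved back by Sema 8W and 44 for moved back by Sema 4W. That block leaves shams 4 to 6 out of the sham mean. With camera at an estimated correlation, the counts were 1 for lists of TAC 8W vs Sham, 0 for lists of TAC 8W + Sema 8W vs TAC 8W, 0 for lists of TAC 8W + Sema 4W vs TAC 8W, 0 for sets of Supplementary Data 3 in TAC 8W vs Sham and 0 for sets of Supplementary Data 3 in TAC 8W + Sema 8W vs TAC 8W. With fry, the counts were 14 for lists of TAC 8W vs Sham, 1 for lists of TAC 8W + Sema 8W vs TAC 8W, 7 for lists of TAC 8W + Sema 4W vs TAC 8W, 6 for sets of Supplementary Data 3 in TAC 8W vs Sham and 0 for sets of Supplementary Data 3 in TAC 8W + Sema 8W vs TAC 8W. With genes scaled to unit variance, the shares were 46.4% for 6 libraries, PC1, 24.4% for 6 libraries, PC2, 35.4% for 21 libraries, PC1 and 14.5% for 21 libraries, PC2. On the 500 most variable genes, the shares were 69.0% for 6 libraries, PC1, 14.1% for 6 libraries, PC2, 49.3% for 21 libraries, PC1 and 13.2% for 21 libraries, PC2. With only the 12 libraries of the 8-week set, the counts were 0 for Sham + Sema 8W vs Sham, 572 for TAC 8W + Sema 8W vs Sham, 7 for Interaction of TAC and Sema 8W and 5 for sets of Supplementary Data 3 in TAC 8W vs Sham. With the trend with GC content and length removed, the counts were 51 for TAC 8W + Sema 8W vs TAC 8W, 575 for TAC 8W + Sema 4W vs TAC 8W, 2476 for Sham + Sema 4W vs Sham, 4 for Interaction of TAC and Sema 8W, 17 for moved back by Sema 8W and 10 for sets of Supplementary Data 3 in TAC 8W + Sema 8W vs TAC 8W. At an unadjusted p under 0.1 in limma-voom, the counts were 3667 for TAC 8W vs Sham, 3621 for TAC 8W + Sema 8W vs TAC 8W, 4332 for TAC 8W + Sema 4W vs TAC 8W, 1557 for Sham + Sema 8W vs Sham, 5798 for Sham + Sema 4W vs Sham, 4296 for TAC 8W + Sema 8W vs Sham, 3838 for TAC 8W + Sema 4W vs Sham, 2260 for Interaction of TAC and Sema 8W, 4934 for TAC 8W + Sema 8W vs TAC 8W + Sema 4W, 1291 for moved back by Sema 8W and 1694 for moved back by Sema 4W. At an adjusted p under 0.1 in limma-voom, the counts were 1078 for TAC 8W vs Sham, 1011 for TAC 8W + Sema 8W vs TAC 8W, 926 for TAC 8W + Sema 4W vs TAC 8W, 2 for Sham + Sema 8W vs Sham, 2396 for Sham + Sema 4W vs Sham, 2154 for TAC 8W + Sema 8W vs Sham, 1032 for TAC 8W + Sema 4W vs Sham, 3 for Interaction of TAC and Sema 8W, 2870 for TAC 8W + Sema 8W vs TAC 8W + Sema 4W, 167 for moved back by Sema 8W and 284 for moved back by Sema 4W.

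Nr4a1 in TAC 8W vs Sham was at 0.42, and at 2.04 with limma-voom, 2.24 with quality weights in limma-voom, 4.33 against shams 1 to 3 alone, -0.58 against shams 4 to 6 alone (reversed), 4.41 with a term for the set of libraries, 4.43 with the replicate number as a replicate block and 4.36 with only the 12 libraries of the 8-week set. Creb5 in TAC 8W vs Sham was at 1.42, and at 1.33 with quality weights in limma-voom, 2.15 against shams 1 to 3 alone, 0.83 against shams 4 to 6 alone, 2.25 with a term for the set of libraries, 2.26 with the replicate number as a replicate block and 2.18 with only the 12 libraries of the 8-week set. Nr4a1 in TAC 8W + Sema 8W vs TAC 8W was at -1.64, and at -1.56 with only the groups compared in the fit and -1.55 with only the 12 libraries of the 8-week set. Creb5 in TAC 8W + Sema 8W vs TAC 8W was at -1.35, and at -0.17 with the trend with GC content and length removed. Nr4a1 in TAC 8W + Sema 4W vs TAC 8W was at -1.14, and at -6.08 with a term for the set of libraries. Creb5 in TAC 8W + Sema 4W vs TAC 8W was at 0.043, and at 0.099 with RLE size factors, 0.015 with upper quartile factors, 0.09 with DESeq2, -0.20 with limma-voom (reversed), 0.48 with quality weights in limma-voom, 0.087 with no count filter, 0.083 with only the groups compared in the fit, 0.08 against shams 1 to 3 alone, 0.11 against shams 4 to 6 alone, -1.32 with a term for the set of libraries (reversed), -0.013 with the replicate number as a replicate block (reversed), 0.30 with the trend with GC content and length removed and 0.11 with the 13 mitochondrial genes left out. Creb5 in Interaction of TAC and Sema 8W was at -0.88, and at 0.18 with the trend with GC content and length removed (reversed). Nr4a1 in Interaction of TAC and Sema 8W was at 2.26, and at -1.57 against shams 1 to 3 alone (reversed), -1.72 with a term for the set of libraries (reversed), -1.68 with the replicate number as a replicate block (reversed) and -1.58 with only the 12 libraries of the 8-week set (reversed). Hbegf in TAC 8W + Sema 4W vs TAC 8W was at -0.50, and at 0.14 with quality weights in limma-voom (reversed) and 0.69 with a term for the set of libraries (reversed). Hsp90aa1 in TAC 8W + Sema 4W vs TAC 8W was at 1.05, and at -0.63 with a term for the set of libraries (reversed). Nppb in TAC 8W + Sema 4W vs TAC 8W was at 0.28, and at -0.067 with limma-voom (reversed) and -0.13 with the trend with GC content and length removed (reversed). Nr4a2 in TAC 8W vs Sham was at -0.43, and at 0.64 with limma-voom (reversed), 0.26 with quality weights in limma-voom (reversed), 1.95 against shams 1 to 3 alone (reversed), 2.04 with a term for the set of libraries (reversed), 2.17 with the replicate number as a replicate block (reversed) and 1.97 with only the 12 libraries of the 8-week set (reversed).

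Leaving out 1 library at a time gave 152 to 572 for TAC 8W vs Sham, 3 to 630 for TAC 8W + Sema 8W vs TAC 8W, 0 to 2403 for TAC 8W + Sema 4W vs TAC 8W, 0 to 2 for Sham + Sema 8W vs Sham, 0 to 3251 for Sham + Sema 4W vs Sham, 466 to 1599 for TAC 8W + Sema 8W vs Sham, 111 to 2294 for TAC 8W + Sema 4W vs Sham, 0 to 9 for Interaction of TAC and Sema 8W, 860 to 2994 for TAC 8W + Sema 8W vs TAC 8W + Sema 4W. It gave 0 to 103 for moved back by Sema 8W, 0 to 215 for moved back by Sema 4W, 0.17 to 0.98 for Nr4a1, TAC 8W vs Sham, 1.13 to 1.66 for Creb5, TAC 8W vs Sham, -1.72 to -1.46 for Nr4a1, TAC 8W + Sema 8W vs TAC 8W, -1.53 to -1.05 for Creb5, TAC 8W + Sema 8W vs TAC 8W, -1.21 to -0.96 for Nr4a1, TAC 8W + Sema 4W vs TAC 8W, -0.62 to 0.37 for Creb5, TAC 8W + Sema 4W vs TAC 8W, 17 to 28 for lists of TAC 8W vs Sham, 6 to 20 for lists of TAC 8W + Sema 8W vs TAC 8W, 11 to 21 for lists of TAC 8W + Sema 4W vs TAC 8W, 0 to 9 for sets of Supplementary Data 3 in TAC 8W vs Sham, 5 to 37 for sets of Supplementary Data 3 in TAC 8W + Sema 8W vs TAC 8W, -1.12 to -0.50 for Creb5, Interaction of TAC and Sema 8W, 1.71 to 2.55 for Nr4a1, Interaction of TAC and Sema 8W, -0.74 to -0.012 for Hbegf, TAC 8W + Sema 4W vs TAC 8W, 0.90 to 1.28 for Hsp90aa1, TAC 8W + Sema 4W vs TAC 8W, -0.044 to 0.78 for Nppb, TAC 8W + Sema 4W vs TAC 8W, -2.30 to 0.049 for Fn1, TAC 8W + Sema 8W vs TAC 8W and -0.67 to 0.27 for Nr4a2, TAC 8W vs Sham. Nppb in TAC 8W + Sema 4W vs TAC 8W reversed to -0.013 without TAC 8W + Sema 4W replicate 1. Nppb in TAC 8W + Sema 4W vs TAC 8W reversed to -0.044 without TAC 8W + Sema 4W replicate 2. Fn1 in TAC 8W + Sema 8W vs TAC 8W reversed to 0.049 without TAC 8W replicate 1. Nr4a2 in TAC 8W vs Sham reversed to 0.27 without Sham replicate 6.

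Scaling and other settings changed how the calls divide. For TAC 8W vs Sham, 300 higher and 250 lower genes passed with upper quartile factors and 433 higher and 492 lower in DESeq2, against 359 higher and 189 lower with TMM. For TAC 8W + Sema 4W vs TAC 8W, RLE size factors gave 236 higher and 204 lower, no count filter 235 higher and 204 lower, DESeq2 578 higher and 431 lower, shams 4 to 6 alone 511 higher and 239 lower, only the groups compared 99 higher and 18 lower, and TMM 152 higher and 202 lower. For Sema 8W the division was 49 higher and 468 lower, and 21 higher and 30 lower with the trend removed. For TAC 8W + Sema 4W vs Sham, upper quartile factors gave 326 higher and 240 lower, with a median log2 fold change over all genes of -0.11, against 427 higher and 168 lower. Over all genes, that median was -0.18 for the interaction and -0.12 for Sema 8W vs TAC 8W under TMM, -0.06 for the interaction under upper quartile factors, and 0.00645 for Sema 8W with the trend removed.

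The robust prior, DESeq2 and plain limma-voom give no separate value for camera. Spike-ins on simulated counts showed what the depth and the spread between libraries limit: of 100 genes changed 4-fold, edgeR recovered 83 in TAC 8W vs Sham, 69 with Sema 8W and 74 with Sema 4W, and of 100 changed 2-fold it recovered 30, 14 and 13.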

Differences from the paper's values

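All settings named here were fixed before the data were examined unless said otherwise.

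In Supplementary Data 3 all 60 sets with whole gene lists pass the paper's thresholds as higher with Sema 8W by its GSEA. The paper's own count covers a larger collection of sets. These 60 are a part of it in which every set had passed, so 60 is a ceiling. Camera on the deposited counts gave 21 of the 60 at those thresholds, and the tests differ: GSEA ranks genes within the study's samples and camera compares a set with all other genes. The FDR of camera was adjusted over the 60 sets alone. None of the settings fixed beforehand came within 1.5 times of that ceiling of 60. They gave 18 with RLE size factors, 20 with upper quartile factors, 14 with quality weights, 31 with no count filter, 12 with the stricter filter, 17 with only the groups compared, 18 and 20 with either set of shams, 21 with a term for the set, 22 with a replicate block, 9 to 23 without single libraries (the lowest without TAC 8W replicate 1) and 3 each with an estimated correlation and with fry.

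The paper states that most respiratory chain genes fell with TAC and that Sema reversed this. Of the 22 genes of Fig. 3A, 18 had a negative log2 fold change with TAC 8W, the paper's direction, and 1 of them passed the threshold. With Sema 8W, 13 of the 22 had a positive one, little more than an even split. The study drew these genes from the same libraries, so neither tally is independent evidence. With Sema 8W edgeR passed none (0 higher and 1 lower at an unadjusted p under 0.05), DESeq2 0 higher and 0 lower, limma-voom 0 higher and 1 lower, and quality weights 1 higher and 1 lower. At an unadjusted p under 0.1 in limma-voom, 4 were lower and 2 higher with TAC 8W, and 3 higher and 1 lower with Sema 8W.

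The paper names Creb5 and NR4a1 as raised by TAC and lowered by Sema at 8 weeks. Here the directions were the paper's, except for Nr4a1 with TAC 8W against shams 4 to 6 alone at -0.58, and no edgeR call was made with all 6 shams: Nr4a1 was at 0.42 with TAC 8W and -1.64 with Sema 8W, and Creb5 at 1.42 and -1.35. Settings that called Nr4a1 raised by TAC 8W were quality weights, at 2.24 (adjusted p = 0.0441), shams 1 to 3 alone, at 4.33 (adjusted p = 0.00437), the term for the set, at 4.41 (adjusted p = 0.00213), the replicate block, at 4.43 (adjusted p = 0.00469) and, chosen after seeing the values, the 12 libraries of the 8-week set, at 4.36 (adjusted p = 1.21e-05). All of these but quality weights compare TAC 8W with shams 1 to 3, so they are not separate evidence. The block does so because replicates 4 to 6 occur in Sham alone, where each is fitted by its own term. With Sema 8W, Nr4a1 was called lower with only the groups compared, at -1.56 (adjusted p = 0.0176) and in those 12 libraries, at -1.55 (adjusted p = 0.0107). With Sema 4W it was at -1.14 (edgeR adjusted p = 0.554), and called lower only under the term for the set, at -6.08 (adjusted p = 0.0142). That term is estimated from the shams, so the value carries the gap in Nr4a1 between shams 4 to 6 and shams 1 to 3. Whether that gap is an offset of the whole set is open, so this call is no firm evidence of a fall. Creb5 was called raised by TAC 8W with quality weights, at 1.33 (adjusted p = 0.0393) and in the 12 libraries of the 8-week set, at 2.18 (adjusted p = 0.0367), and no setting called it lower with Sema 8W at an adjusted p under 0.05. With the trend with GC content and length removed, also chosen after seeing the values, Creb5 with Sema 8W was at -0.171 (adjusted p = 0.957). Both genes are measured in those 12 libraries. Over all settings the adjusted p ran from 1.21e-05 to 0.949 for Nr4a1 and from 0.0367 to 0.606 for Creb5 with TAC 8W, and from 0.0107 to 0.811 and 0.118 to 0.957 with Sema 8W. The paper's methods name a p under 0.1 for limma without saying whether it is adjusted. In limma-voom the unadjusted p of Creb5 was 0.00564 with TAC 8W and 0.0328 with Sema 8W, both under that value, and its adjusted p 0.0798 and 0.201. Nr4a1 had an unadjusted p of 0.0649 with TAC 8W, under that value, and of 0.188 with Sema 8W, and an adjusted p of 0.279 and 0.471. At an unadjusted p under 0.1, 22 of the 22 genes of Fig. 5B were higher with TAC 8W and 19 lower with Sema 8W, and at an adjusted p under 0.1 18 and 7.

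In Fig. S2C, its colours read by eye, 14 of the 16 genes are drawn lower in TAC 8W than in TAC 8W + Sema 4W, and Hsp90aa1 and Tnc higher. Here the tally goes the other way in all of them: 14 were lower with Sema 4W than in TAC 8W, Nr4a1 at -1.14 among them, and Hsp90aa1, at 1.05, and Tnc, at 2.06, were higher. The paper's text describes the trend in the reversal experiment as that of Fig. 5B, where the genes are lower with Sema 8W, the direction that those 14 genes had here. Creb5, not drawn in Fig. S2C, was at 0.04 with Sema 4W, with limma-voom at -0.20, the term for the set at -1.32 and the replicate block at -0.01, none past its threshold.

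By PCR, in hearts that the deposited counts need not cover, the paper reports less Pdk4 with TAC. Its log2 fold change in TAC 8W vs Sham was 1.49 (SE 0.64, edgeR adjusted p = 0.22). Slc27a1 and Acot1, which it reports as lower too, fell here, and Nppa, Nppb, Col1a1 and Col3a1, which it reports as higher, rose. For the reversal experiment, the paper takes its PCR levels of Nppa, Nppb and both collagens as significant attenuation by Sema. Here Col1a1 and Col3a1 fell with Sema in that experiment, while Nppa and Nppb did not pass the threshold. Nppb had a positive log2 fold change there, whose sign depended on the setting.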

Other observations

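Chaperone genes of the heat shock response, which refold damaged proteins, tended lower with Sema 8W. Of 19 of them 5 passed the threshold as lower against TAC 8W (9 when adjusted over the list alone, median log2 fold change -0.92; camera adjusted p = 8.06e-05, adjusted p = 0.685 with an estimated correlation). Hsp90aa1 is one, and the others were Dnajb4 at -1.27 (SE 0.34, edgeR adjusted p = 0.0389), Hspa4l at -1.47 (SE 0.40, adjusted p = 0.0428), Cacybp at -1.79 (SE 0.46, adjusted p = 0.0328) and Dnaja1 at -1.99 (SE 0.55, adjusted p = 0.0458). With TAC 8W, 2 of the list rose (7 when adjusted over the list alone, median 0.57). Without single libraries, the count with Sema 8W was 0 without TAC 8W replicate 1 or TAC 8W + Sema 8W replicate 3, 3 without TAC 8W replicate 2, 1 without TAC 8W replicate 3 or TAC 8W + Sema 8W replicate 1 and 2 without TAC 8W + Sema 8W replicate 2, and that with TAC 8W 6 without Sham replicate 4, 1 without TAC 8W replicate 1 or 3 and 0 without TAC 8W replicate 2. With the trend with GC content and length removed, chosen after seeing the data, 0 genes of the list were called lower with Sema 8W.

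Genes of dividing cells also tended lower with Sema 8W. Of 24 cell cycle genes 4 fell (6 when adjusted over the list alone, median -1.25; camera adjusted p = 4.82e-06, adjusted p = 0.685 with an estimated correlation): Mki67, a marker of proliferation, at -3.66 (SE 0.83, edgeR adjusted p = 0.0201), Top2a, a topoisomerase, at -2.50 (SE 0.68, adjusted p = 0.0421), Tpx2, a spindle protein, at -2.45 (SE 0.57, adjusted p = 0.0219), and Ccnb2, a mitotic cyclin, at -1.81 (SE 0.48, adjusted p = 0.0392). The count was 0 without TAC 8W replicate 1 or TAC 8W + Sema 8W replicate 1, 2 or 3 and 1 without TAC 8W replicate 3, and 0 with that trend removed. Which cells divided is not known from tissue.

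In the unfolded protein response, which adjusts the secretory pathway to stress, Herpud1 rose by 1.91 (SE 0.23, edgeR adjusted p = 7.98e-04) and Chac1 by 1.48 (SE 0.41, adjusted p = 0.0455) with Sema 8W, and the list had a median of -0.35 (2 rose and 1, Hsp90b1, fell, of 16, or 2 and 3 when adjusted over the list alone). The 3 calls together were 1 without TAC 8W replicate 1 or 3 or TAC 8W + Sema 8W replicate 1 or 3. Of 31 immediate early genes, 14 rose and 1, Rgs2, fell with TAC 8W (18 and 1 when adjusted over the list alone, median 1.50; camera adjusted p = 1.92e-15, adjusted p = 0.178 with an estimated correlation). With Sema 8W 3 fell, Egr1, Egr2 and Nfkbiz, and with Sema 4W 2, Fosb and Egr2 (6 and 4 when adjusted over the list alone). The count with TAC 8W was 7 without TAC 8W replicate 1, and the call of Rgs2 was lost without Sham replicate 3, 4, 5 or 6 or TAC 8W replicate 1, 2 or 3. With Sema 8W the count was 0 without TAC 8W replicate 1 or TAC 8W + Sema 8W replicate 1, 2 or 3, 6 without TAC 8W replicate 2 and 1 without TAC 8W replicate 3. With Sema 4W it was 0 without TAC 8W replicate 1 or 3 or TAC 8W + Sema 4W replicate 1 or 2 and 9 without TAC 8W + Sema 4W replicate 3.

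The circadian clock genes that fell with TAC 8W were Dbp and Nr1d1, and Nfil3 and Npas2 rose (2 and 2 of 19; 4 and 5 when adjusted over the list alone). The hour of collection is not given, so whether it differed between groups is open. The count of the list with TAC 8W was 7 without Sham replicate 3. Of 4 measured mesothelial markers, Krt18, a keratin, rose with TAC 8W by 3.61 (SE 0.65, edgeR adjusted p = 0.00199), and 3 rose when adjusted over the list alone (median 2.66). Of 43 ribosomal protein genes, 38 had a positive log2 fold change with Sema 8W (median 0.27, camera adjusted p = 0.00157, adjusted p = 0.731 with an estimated correlation). At an unadjusted p under 0.05, edgeR gave 0 higher and 1 lower, so none passed as higher.

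In Sham + Sema 8W vs Sham, 1 gene passed in edgeR: Cdkn1a, an inhibitor of the cell cycle, chosen after its values were seen, at 2.53 (SE 0.40, edgeR adjusted p = 0.0377) and, with TAC 8W, at 3.33 (SE 0.40, edgeR adjusted p = 4.52e-05). The call of Cdkn1a with Sema alone was lost without any of 7 single libraries. There, 1106 genes had an unadjusted p under 0.05, and DESeq2 called 40, limma-voom 0 and its quality weights 615. All 78 nuclear-encoded respiratory chain genes were higher in direction there (median 0.59, camera adjusted p = 1.59e-17, adjusted p = 0.554 with an estimated correlation). Within the 12 libraries of the 8-week set their median was 0.64, and 0.187 without Sham + Sema 8W replicate 3. In TAC 8W + Sema 8W vs Sham, 1403 genes differed (679 without TAC 8W + Sema 8W replicate 1 and 466 without TAC 8W + Sema 8W replicate 3), and in TAC 8W + Sema 4W vs Sham 595 did (392 without Sham replicate 1, 117 without TAC 8W + Sema 4W replicate 1, 111 without TAC 8W + Sema 4W replicate 2 and 2294 without TAC 8W + Sema 4W replicate 3).

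Without single libraries, the medians with Sema 8W ran from -1.10 to -0.73 for heat shock genes, -1.51 to -0.98 for cell cycle genes, -0.43 to -0.30 for the unfolded protein response and 0.17 to 0.49 for ribosomal proteins. Those with TAC 8W ran from 0.41 to 0.65 for heat shock genes, 1.03 to 1.65 for immediate early genes and 1.45 to 2.83 for mesothelial markers.

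Whether Sema 8W acts differently with and without TAC was tested as an interaction. EdgeR called 0 genes, with 1288 at an unadjusted p under 0.05, DESeq2 70, limma-voom 2 and its quality weights 1780. Without single libraries it was 9 without Sham replicate 3 and 1 without Sham replicate 4. Nr4a1 had an interaction of 2.26 (SE 1.51, edgeR adjusted p = 0.649) and Creb5 of -0.88 (SE 0.99, adjusted p = 0.817).

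Of the genes the paper measured by PCR, 2 of 10 metabolic genes fell with TAC 8W, Slc27a1 and Acot1, and 1 rose with Sema 4W, Acot1, at 2.10 (SE 0.54, edgeR adjusted p = 0.0413) (with TAC 8W 1 rose and 3 fell when adjusted over the list alone). None passed with Sema 8W in edgeR, with 3 higher and 0 lower at an unadjusted p under 0.05, 0 higher and 0 lower in DESeq2, 0 higher and 0 lower in limma-voom and 3 higher and 0 lower with quality weights. Of 10 genes of mitochondrial fission and fusion, 1 fell with Sema 8W, Dnm1l, at -2.29 (SE 0.57, edgeR adjusted p = 0.0284) (0 without TAC 8W replicate 1 or 3 or TAC 8W + Sema 8W replicate 1 or 3). The mitochondrially encoded genes mt-Nd2, mt-Nd4, mt-Cytb and mt-Nd6 rose with Sema 4W, mt-Nd4, which overlaps mt-Nd4l, by 3.02 (SE 0.77, edgeR adjusted p = 0.0411), between groups from different sets of libraries (median of the 13 genes 2.23, or 0.20 with a term for the set). Their count was 0 without TAC 8W replicate 1, 2 or 3 or TAC 8W + Sema 4W replicate 1 or 2 and 9 without TAC 8W + Sema 4W replicate 3. Of the 9 genes named in these paragraphs as changed in TAC 8W vs Sham, the call held for 8 without Sham replicate 1 (not Npas2), 8 without Sham replicate 2 (not Npas2), 8 without Sham replicate 3 (not Rgs2), 7 without Sham replicate 4 (not Npas2 and Rgs2) and 7 without Sham replicate 5 (not Npas2 and Rgs2). It held for 7 without Sham replicate 6 (not Npas2 and Rgs2), 6 without TAC 8W replicate 1 (not Acot1, Npas2 and Rgs2), 7 without TAC 8W replicate 2 (not Npas2 and Rgs2) and 7 without TAC 8W replicate 3 (not Npas2 and Rgs2). Under other settings, calls were lost by Npas2 with only the groups compared in the fit, by Npas2, Nr1d1 and Rgs2 against shams 1 to 3 alone and with a term for the set and by Acot1, Dbp, Krt18, Npas2, Nr1d1, Rgs2 and Slc27a1 with a replicate block, and, in settings chosen after seeing the data, by Npas2 and Rgs2 in the 12 libraries of the 8-week set. With Sema 8W, calls were lost by Ccnb2, Dnaja1, Dnajb4, Egr1, Hspa4l, Nfkbiz and Top2a with RLE size factors, by Dnaja1, Dnajb4, Egr1, Hspa4l, Nfkbiz and Top2a with upper quartile factors and by Ccnb2, Chac1, Dnajb4, Egr1, Hspa4l, Nfkbiz and Top2a without the count filter. They were lost by Ccnb2, Dnajb4, Dnm1l, Hspa4l, Nfkbiz, Top2a and Tpx2 with only the groups compared in the fit, by Ccnb2, Dnajb4, Hspa4l, Nfkbiz and Top2a against shams 1 to 3 alone and by Hspa4l, Nfkbiz and Top2a against shams 4 to 6 alone. They were lost by Ccnb2, Chac1, Dnajb4, Dnm1l and Hspa4l with a replicate block, and, in settings chosen after seeing the data, by all but Egr2 and Herpud1 with the trend with GC content and length removed and by Ccnb2, Dnaja1, Dnajb4, Egr1, Hspa4l, Nfkbiz and Top2a without the 13 mitochondrial genes. With Sema 4W, calls were lost by Acot1, Egr2, mt-Cytb, mt-Nd2, mt-Nd4 and mt-Nd6 with only the groups compared in the fit and by all 7 with a term for the set, and, in settings chosen after seeing the data, by mt-Nd2 and mt-Nd6 with the trend with GC content and length removed. In Sham + Sema 8W vs Sham, calls were lost by Cdkn1a with upper quartile factors, in limma-voom, with only the groups compared in the fit, against shams 1 to 3 alone, with a term for the set and with a replicate block, and, in settings chosen after seeing the data, by Cdkn1a in the 12 libraries of the 8-week set. The call of Acot1 with Sema 4W was lost without TAC 8W replicate 1, 2 or 3 or TAC 8W + Sema 4W replicate 1 or 2, and that of Chac1 with Sema 8W without TAC 8W replicate 1, 2 or 3 or TAC 8W + Sema 8W replicate 1, 2 or 3.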
